# Modulation of polar auxin transport identifies the molecular determinants of source–sink carbon relationships and sink strength in poplar

**DOI:** 10.1093/treephys/tpad073

**Published:** 2023-05-20

**Authors:** Vimal K Balasubramanian, Albert Rivas-Ubach, Tanya Winkler, Hugh Mitchell, James Moran, Amir H Ahkami

**Keywords:** auxin, carbon, carbon isotope labeling, metabolomics, poplar, root, source–sink communication

## Abstract

Source-to-sink carbon (C) allocation driven by the sink strength, i.e., the ability of a sink organ to import C, plays a central role in tissue growth and biomass productivity. However, molecular drivers of sink strength have not been thoroughly characterized in trees. Auxin, as a major plant phytohormone, regulates the mobilization of photoassimilates in source tissues and elevates the translocation of carbohydrates toward sink organs, including roots. In this study, we used an ‘auxin-stimulated carbon sink’ approach to understand the molecular processes involved in the long-distance source–sink C allocation in poplar. Poplar cuttings were foliar sprayed with polar auxin transport modulators, including auxin enhancers (AE) (i.e., IBA and IAA) and auxin inhibitor (AI) (i.e., NPA), followed by a comprehensive analysis of leaf, stem and root tissues using biomass evaluation, phenotyping, C isotope labeling, metabolomics and transcriptomics approaches. Auxin modulators altered root dry weight and branching pattern, and AE increased photosynthetically fixed C allocation from leaf to root tissues. The transcriptome analysis identified highly expressed genes in root tissue under AE condition including transcripts encoding polygalacturonase and β-amylase that could increase the sink size and activity. Metabolic analyses showed a shift in overall metabolism including an altered relative abundance levels of galactinol, and an opposite trend in citrate levels in root tissue under AE and AI conditions. In conclusion, we postulate a model suggesting that the source–sink C relationships in poplar could be fueled by mobile sugar alcohols, starch metabolism-derived sugars and TCA-cycle intermediates as key molecular drivers of sink strength.

## Introduction

Source tissues (mainly leaves) fix atmospheric carbon (C) into carbohydrates and export the photoassimilates to the sink tissues (e.g., roots) (White et al. 2015, Tegeder and Masclaux-Daubresse 2018). Carbohydrate assimilation and partitioning through communication between the source (exporters of photoassimilates) and sink tissues (importers of fixed carbon) have a crucial role in determining plant growth and biomass yield (Bihmidine et al. 2013, Lemoine et al. 2013). Moreover, source-to-sink C partitioning plays a critical role in determining the architecture of a plant, particularly major sink organs and carbohydrate reserves like the root system (Loescher et al. 1990, Nielsen et al. 1994). The source–sink communication that governs this process integrates several internal (source activity and sink demand) and external (water, temperature and nutrient availability) cues, which requires the co-ordination between different biochemical pathways, genes and signaling mechanisms.

Sink strength has been defined as the ability of a sink organ to import photoassimilates, which is co-regulated by sink size (the total biomass of sink tissue) and activity (specific uptake rate of the resource) (Ho 1988, Smith et al. 2018). Sink strength is a critical element of dry matter partitioning in the whole plant (Marcelis 1996) and a key to biomass productivity and resilience of yield (Chamont 1993, Smith et al. 2018). Some of the sucrose transport pathways and determinants of carbohydrate storage and utilization in sink organs, including stems, seeds, flowers and fruits, have been identified in different plant species (Bihmidine et al. 2013). However, the molecular drivers of sink strength have not been thoroughly identified and characterized in the root tissue (as a major sink organ) of tree species. Therefore, a comprehensive integrated molecular and physiological analysis is required to understand the relationships between photoassimilates’ availability and the molecular determinants of sink tissue growth and activity in trees.

Poplar is a prevalent woody feedstock for next-generation biofuels and is acknowledged as the most productive native tree species in the northern hemisphere. Moreover, it is a good target for C sequestration due to its ability to separately control tissue composition above- and belowground (Wullschleger et al. 2005). Molecules and mechanisms involved in C allocation in poplar have been investigated (Sauter 1988, Witt and Sauter 1994, Mayrhofer et al. 2004, Coleman et al. 2008, Zhang et al. 2014, Unda et al. 2017). Phloem sap analysis in different tree species, including poplar, identified sucrose, sugar alcohols and raffinose family oligosaccharides as major abundant metabolites playing important roles in C allocation and sink establishment (Dominguez and Niittylä 2021). In a study by Jeong et al. (2004), metabolites associated with the sink-to-source transition in developing leaves of *Populus tremuloides* (aspen) were identified, among which carbohydrates, amino acids and other organic acids were the most abundant metabolites. In addition, extensive fluctuations in malate and the malate-to-citrate ratio, as well as a shift in the contents of the primary amino acid asparagine, were observed during rapid leaf expansion, indicating broad metabolic alterations during a short-distance source-to-sink communication in *Populus* sp. (Jeong et al. 2004). However, a comprehensive analysis of the long-distance source (leaf)-to-sink (root) communication process in poplar has not yet been reported.

Phytohormone levels are one of the important factors that regulate source–sink interactions in plants (Roitsch and Ehneß 2000, Roopendra et al. 2018, Li et al. 2020, Mishra et al. 2022). As a major plant phytohormone, auxin (in a dose-dependent manner) stimulates the mobilization of carbohydrates in source tissues (leaves in the upper shoot) and elevates their translocation toward sink organs, including root (Hansen and Grossmann 2000, Proels and Roitsch 2009, Smith and Samach 2013), thereby regulating the sink strength (Jing et al. 2022). The polar auxin transport (PAT) system comprises several auxin influx and efflux carrier proteins that facilitate the auxin basipetal transport process (Michniewicz et al. 2007, Petrášek and Ji 2009). PAT modulators include synthetic molecules such as PAT enhancers like Indole-3-butyric acid (IBA) (Damodaran and Strader 2019) and 1-naphthaleneacetic acid (NAA) (Singh et al. 2009) and PAT inhibitors like naphthylphthalamic acid (NPA) (Abas et al. 2021) and 2,3,5-triiodobenzoic acid (TIBA) (Amijima et al. 2014). These compounds have been commonly used as toolkits to study the hormonal influence on plant physiology and development and have been shown in many plants and woody species to enhance or repress the sink tissue growth and activity (Smulders et al. 1988, Copes and Mandel 2000, Garrido et al. 2002, Ahkami et al. 2013, Lu et al. 2017, Taylor and Hoover 2018, Lin and Sauter 2019, Guan et al. 2020, Vielba et al. 2020, Jing et al. 2022). However, these synthetic auxin modulators have not been applied in a foliar manner to monitor long-distance C relatioships between leaf (source) and root (sink) tissues.

In this work, using an ‘auxin-stimulated carbon sink’ approach, we studied the molecular processes involved in the long-distance source–sink C allocation in growing young poplar plants. We hypothesized that enhancement or repression of phloem-transported auxin levels could modulate C allocation and potentially reveal key genes and metabolites that can act as molecular drivers of sink strength in poplar. To this end, we treated poplar cuttings with a foliar spray of AEs (IBA and IAA) and AI (NPA), followed by a comprehensive analysis of poplar leaf, stem and root tissues using integrated biomass evaluation, root phenotyping, C isotope labeling, metabolomics and transcriptomics approaches. We identified several upregulated transcripts in root tissue under AE condition that could contribute to increasing sink size and activity. Further, the metabolic profiling of plants treated with auxin modulators revealed altered relative abundance levels of specific metabolites like sugars, sugar alcohols and TCA cycle intermediates in roots, which could satisfy the C demand during root growth in poplar. Altogether, this work highlights the molecular aspects of the source–sink regulatory mechanisms, which are scarcely known in trees, including the molecular drivers of sink strength.

## Materials and methods

### Plant growth conditions and treatments

*Populus tremula* × *Populus alba*, clone INRA 717-1B4 1-year-old woody stem cuttings with six to eight dormant buds were provided by Dr Stephen DiFazio (West Virginia State University) and stored at −80 °C until use. One week before the start of planting, the woody cuttings were transferred to 4 °C. Following that, the woody cuttings were planted in Pro-mix BX soil (Promix, PA, USA), and kept in a walk-in growth chamber with a temperature of 24 C/18 °C (day/night), a light intensity of 400 μM/s and a photoperiod of 16 h/18 h (day/night). The poplar cuttings were fertilized once per week using 100 p.p.m. of Jack’s professional fertilizer (Jr Peters Inc., PA, USA). After approximately 1 month, they were transplanted to bigger soil pots (4″ × 4″ × 9.5″) to facilitate root growth and grown for an additional 1 month. Once shoots were formed on the main woody stems, leafy cuttings 5 inches in size were excised from the apical shoot tips and the internodes below apical tips. Each cutting had just one leaf left on it to reduce transpiration. The stem base of all cuttings was treated with commercially available rooting powder (Rhizopon AA#2, Hortus USA Corp., NY, USA) and planted in the Pro-mix BX soil in 4″ square pots to enable the rooting process. The cuttings were grown under similar growth conditions as described above. After 21 days, the leafy cuttings were checked for newly formed roots and then transplanted onto 4″ × 4″ × 9.5″ pots containing Pro-mix BX soil and fertilized. The cuttings were allowed to grow for an additional 2 weeks and the newly developed leaves in the 4–5 weeks old cuttings were used for auxin foliar spraying experiments. For auxin enhancers (AEs), 3 μM NAA (α-naphthalene acetic acid) and 4.5 μM IBA (indole-3-butyric acid) were mixed and sprayed as an enhancer cocktail while for auxin inhibitors (AI), 100 μM NPA (naphthylphthalamic acid) was used. Auxin enhancers and AI were prepared in 1 N KOH (control solution) as per manufacturer recommendation (Phytotechnology Laboratories Inc, KA, USA). As there were no earlier reports of foliar spraying of these auxin modulators in poplar, we optimized the spraying concentration based on (i) our previous experiences in foliar spraying in other plant species like *Petunia hybrida* (Ahkami et al. 2013) that served as our base concentration, and (ii) published literature on woody plants where NPA (auxin inhibitor) were directly sprayed at the root initiation site which served as our upper limit concentration (Valladares et al. 2020). We were mindful of the fact that very high concentrations of these synthetic auxin modulators can result in chemical stresses on source leaves with potential reduction in plant biomass development, as reported in other studies (Rastogi et al. 2013, Di Benedetto et al. 2015, Nassef and El-aref 2018). Based on these factors, in our pilot experiment, we optimized AE and AI concentrations that resulted in changes in root phenotype but not altered source leaf growth in terms of the number of leaves, leaf greenness, and dry weight. The control plants were sprayed with a 1 N KOH solution that grew normally and established leaf growth regularly at the end of the spraying experiment (Table S1 available as Supplementary data at *Tree Physiology* Online). Therefore, 1 N KOH caused no negative phenotypic effects on leaves. The leaves of a minimum six to eight rooted cuttings were sprayed between 10:00 a.m. and 11:00 a.m., with AE and AI agents for a period of 11 days (Figure 1). We adopted 11 days as a treatment timeline for this study based on a pilot experiment in which we determined that this duration resulted in a measurable difference in root phenotypes between AE and AI, without any detrimental effects on foliar tissues. For the foliar spraying, we used eight, six and eight rooted cuttings for control, AE and AI treatments, respectively. Each treated plant was sprayed with 5 ml of AE or AI reagents for the first 4 days, followed by 6.2 ml for the consecutive 2 days, and 7.4 ml until plant harvest. After 11 days of foliar spraying, plants were carefully uplifted, soil was removed by gentle washing in water, and leaf, stem and root tissues were harvested and flash-frozen in liquid nitrogen. The various tissue samples were kept at −80 °C until being processed for omics analyses. A separate batch of hormone-sprayed plants was harvested and dried at 60 °C for 2 days and used to measure dry biomass weights. All sample collections for downstream molecular works were performed between 10:00 and 11:00 a.m. (4–5 h post-dawn).

**Figure 1:**
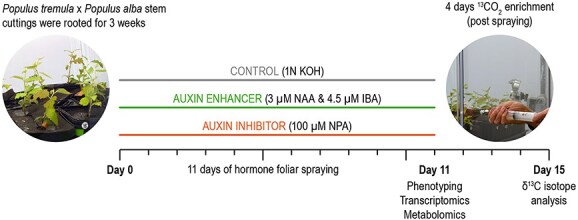
Experimental design and workflow for foliar spraying of auxin modulators, ^13^CO_2_ enrichment and sample harvesting for omics analyses.

### Root imaging and data analysis

The hormone foliar-sprayed plants along with controls were used for root imaging, in which the roots were washed to remove soil and placed in a water tray with black cloth submerged beneath the roots to create a contrasting background. For root image analysis, we had six, seven and eight rooted cuttings for control, AE and AI treatments, respectively. The roots were manually separated using forceps, so that all root branches were well displayed. Images were captured using a digital camera placed on a tripod. The root pictures were then analysed using the DIRT platform (http://dirt.cyverse.org/)(Bucksch et al. 2014, Das et al. 2015). A circular scale marker was placed in each picture to adjust for the camera zoom variations between different pictures. Briefly, the root images were uploaded into the database, and the thresholding of roots was performed by selecting the appropriate parameter. Then, scale values were entered, root system architecture (RSA) parameters were selected, image analysis was performed and an output file with data was exported. Selective parameters from the output file, such as lateral root branching frequency (no. of lateral roots/nodal root path length), root area (total area of the roots) and maximum root width (maximum of the calculated width in the width height diagram) are presented in Figure 2.

**Figure 2:**
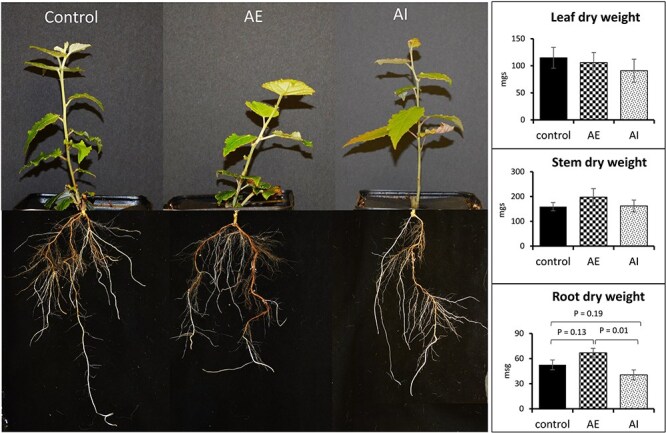
Foliar administration of auxin enhancers (AE) and inhibitor (AI) modulates root dry weight. Representative images from control (*n* = 8), AE (*n* = 6) and AI (*n* = 8) treated biological replicates are shown. Average dry weight measurements calculated from leaf, stem and root tissues are presented using bar charts. A *t*-test was used for statistical analysis and error bars represent standard error.

### ^13^CO_2_ labeling experiment

For the isotope labeling experiment, due to the technical difficulty associated with performing a simultaneous isotope enrichment alongside foliar hormone spraying, we first applied the foliar spray to plants with AE and AI modulators, and then transferred the treated plants to a chamber for isotope enrichment (Figure 1). We had four biological replicates for controls, AE and AI treatments. The foliar hormone sprayed plants and control plants were moved into a transparent Plexiglass chamber for stable isotope labeling using ^13^CO_2_ (99+ atom%, Sigma Aldrich, St Louis, MO, USA). This chamber was incubated within a Conviron walk-in plant growth chamber (model no. GR48, Winnipeg, Manitoba, Canada), which was maintained at 24 °C during the day and 18 °C at night using a 16 h:8 h day/night cycle. We injected ^13^CO_2_ through a septum port built into the labeling chamber, daily over a 4-day incubation period. The plants were exposed to a ^13^CO_2_ enriched headspace for 4 days, where we sought to maintain total CO_2_ concentrations below ~ 800 p.p.m. to avoid any artifacts associated with elevated CO_2_ levels.

Following ^13^CO_2_ labeling, we removed the plants from the labeling chamber and harvested leaf, stem and root tissues. Samples were lyophilized, ground to a fine powder using a mortar and pestle, and subsequently aliquoted into tin capsules for isotope analysis. We used a Costech Analytical Elemental Analyzer (Valencia, CA, USA) coupled to a Thermo Scientific Delta V plus isotope ratio mass spectrometer (EA-IRMS; Bremen, Germany) for measuring ^13^C content and all values are reported in delta (δ) notation:

$$ {\delta}^{13}C=\left(\frac{R_{sample}}{R_{standard}}-1\right)\ast 1000 $$

where *R*_sample_ is the ^13^C to ^12^C ratio of the measured sample and *R*_standard_ is the ^13^C to ^12^C ratio of Vienna Pee Dee Belmnite. We calibrated the results using a two-point data correction with in-house glutamic acid stable isotope standards having δ^13^C of −11.09 and 16.73%, where these values were previously calibrated against USGS 40 and USGS 41 (δ^13^C of −26.39 and + 37.63%, respectively). All δ^13^C analyses were performed using analytical triplicates.

### LCMS- and GCMS-based metabolite profiling

Lyophilized samples were ground using a Qiagen tissue lyzer, and powdered samples were kept at −80 °C until ready for metabolite extraction. Polar and semi-polar metabolites were extracted following t’Kindt et al. (2008) with minor modifications. Briefly, for each sample, 40 mg of dried powder was added into a clean 2 ml glass vial, and 1 ml of ultrapure methanol:water (80:20) was subsequently added. Samples were shacked at 1200 r.p.m. in a Thermomixer (Thermo Fisher Scientific, Waltham, MA, USA) for 1 h at 21 °C. Samples were then centrifuged at 13,000*g* for 10 min, and clean supernatants were collected and kept in 2 ml glass vials at −80 °C until mass spectrometry analyses.

The total biological replicates used for metabolomic profiling were as follows:

- Leaf LCMS: AE (*n* = 6) and control (*n* = 5); AI (*n* = 5) and control (*n* = 4)
- Leaf GCMS: AE (*n* = 6) and control (*n* = 4); AI (*n* = 4) and control (*n* = 4)
- Stem LCMS: AE (*n* = 4) and control (*n* = 4); AI (*n* = 4) and control (*n* = 3)
- Stem GCMS: AE (*n* = 5) and control (*n* = 4); AI (*n* = 3) and control (*n* = 4)
- Root LCMS: AE (*n* = 5) and control (*n* = 4); AI (*n* = 4) and control (*n* = 3)
- Root GCMS: AE (*n* = 4) and control (*n* = 3); AI (*n* = 3) and control (*n* = 3)

### GC-MS analyses

Gas chromatography-mass spectrometry (GC-MS) analyses were performed on derivatised extracts, for that, 0.5 ml of clean extracts was transferred into clean 2 ml glass vials and completely dried in a centrifugal vacuum evaporator. Derivatisation of functional groups was performed in two separate steps: methoxymation and silylation. Methoxymation of metabolites was performed using methoxyamine in pyridine solution (30 mg ml^−1^). Each dried sample received 20 μl of methoxyamine solution, and samples were subsequently incubated in a Thermomixer at 1200 r.p.m. (Thermo Fisher Scientific) for 90 min at 37 °C. This step blocks the carbonyl groups, such as aldehydes, ketones and carboxylic acids, preventing multiple chromatographic peaks of certain compounds, as sugars, and help to prevent alpha-keto acids from decarboxylation. After the first incubation, silylation of metabolites was performed by adding 80 μl of MSTFA (N-Methyl-N-(trimethylsilyl) trifluoroacetamide) to each of the vials. Samples were thus incubated at 1200 r.p.m. for 30 min at 37 °C. This step mainly derivatizes amides, amines, carboxyl and hydroxyl groups to trimethylsilyl groups [−Si(CH_3_)_3_]. All derivatised extracts were finally vortexed for 10 s and centrifuged at 8000 r.p.m. for 5 min. Supernatants were transferred into clean glass vials with 200 μl inserts.

GC-MS of the samples was performed with an Agilent GC 7890A equipped with a HP-5MS column (30 m × 0.25 mm × 0.25 μm; Agilent Technologies) coupled to an MSD 5975C mass spectrometer (Agilent Technologies, Santa Clara, CA, USA). The injection volume was 10 μl in split-less mode and the injection port temperature was set at 250 °C. The chromatographic gradient was set as follows: 1 min constant at 60 °C, the temperature increased constantly to 325 °C at a rate of 10 °C min^−1^ (26.5 min ramp) and maintained for 10 min. For the calculation of the retention index (RI; a normalized measure of the retention time), a mixture of fatty acid methyl esters (FAMEs; C8-C28) was injected at the beginning of the sequence. An experimental blank, consisting of methanol: water (80:20) went through all the extraction and derivatization steps, was injected every 15 samples and was used to determine the instrument background during the data filtering procedures.

### LC-MS analyses

Liquid chromatography-mass spectrometry (LC-MS) analyses were conducted on a Vanquish ultra-high performance liquid chromatographer (UHPLC) (Thermo Fisher Scientific) coupled to LTQ Orbitrap Velos high-resolution mass spectrometer (HRMS) equipped with a heated electrospray ionisation source (HESI) (Thermo Fisher Scientific). The metabolites were separated in the LC using a Hypersil gold C18 reversed-phase column (150 mm × 2.1 mm, 3 μ particle size; Thermo Fisher Scientific) held at 30 °C. Before analyses, mobile phases were filtered and degassed for 20 min in an ultrasound bath and consisted in water 0.1% formic acid (A) and acetonitrile/water 0.1% formic acid (90:10) (B). The injection volume was set at 5 μl and the flow was maintained constant at 0.3 ml per minute along all the chromatographic gradients. The elution gradient was initiated at 90% A (10% B) and was maintained for 5 min before the gradient changed to 10% A (90% B) until 20 min of the chromatography. Those conditions were held for 2 min more, and the starting proportions (90% A; 10% B) were recovered over the following 2 min. The column was thus washed and stabilized for an additional 11 min before analysing the next sample. All samples were analysed in negative (−) and positive (+) ionization modes. The HRMS (high resolution mass spectrometry) operated at a resolution of 60,000 in Fourier Transform Mass Spectrometry (FTMS) full-scan mode detecting ions between 50 and 910 m/z. As in GC-MS analyses, blanks were injected every eight samples to determine the instrument background signal.

### Processing of GC-MS RAW files

GC-MS raw files were processed in Metabolite Detector 2.5 (Hiller et al. 2009). First, raw ‘.D’ files from Agilent were converted to ‘.CDF’ format in Agilent Chemstation. Raw.CDF files were imported in Metabolite Detector and generated ‘.CDF.bin’ files, which were used for processing. GC-MS files were deconvoluted, aligned and peaks were matched against an updated version of the library FiehnLib (Kind et al. 2009) with over 850 compounds before the GC-MS dataset was exported to a CSV file. Briefly, RIs for each detected metabolite were calculated using the FAMEs mixture (Fatty Acid Methyl Esters Standard Mixture) and chromatograms were deconvoluted and aligned. Metabolite identification was conducted by matching MS spectra and RI with the FiehnLib library with probability-matching threshold set at 60%. Features matched to metabolites were subsequently validated by matching the measured fragmented MS spectra to NIST14 GC-MS library. Metabolite detector parameters and GC-MS metabolite matching information are detailed in Table S4D available as Supplementary data at *Tree Physiology* Online.

### Processing of LC-MS RAW files

LC-MS RAW files were processed in MZmine 2.51 (Pluskal et al. 2010). Samples were analysed for each ionization mode separately. Briefly, chromatograms were baseline corrected, exact masses (MS1) were detected, and ion chromatograms were generated. Ion chromatograms were thus deconvoluted, and individual features were aligned, gap-filled and matched against our in-house metabolite library according to exact mass and retention time (RT) values. Our in-house metabolite library includes the exact m/z values of proton adducts in both positive (H^+^) and negative (H^−^) ionisation modes and the RTs of over 600 standards from primary and secondary plant metabolism. Datasets for each ionization mode were thus exported to a CSV format file and included the aligned metabolomic profiles of all analysed samples. MZmine parameters details are shown in Table S4E available as Supplementary data at *Tree Physiology* Online. Metabolite identification based on exact mass and RT corresponds to a second level of putative identification (Sumner et al. 2007). However, the high mass accuracy achieved by HRMS together with highly reproducible RT values substantially reduce the amount of incorrect compound assignations. RT and m/z values of LC-MS metabolite identifications are shown in Table S4E available as Supplementary data at *Tree Physiology* Online.

### GC-MS and LC-MS dataset filtering

The GC-MS and LC-MS (negative and positive ionization modes) datasets were separately filtered at cell level. A cell of the dataset is defined by all the replicate samples within the same experimental group, in other words, the group of samples from the combination of all levels between the different categorical factors of the experimental design (tissue and auxin treatment). In metabolomic experiments, AE and AI treatments were performed independently with their own controls for each tissue, separately. Therefore, our metabolite dataset contains 12 different cells: AE-leaf, AI-leaf, control-AE-leaf, control-AI-Leaf, AE-stem, AI-stem, control-AE-stem, control-AI-stem, AE-root, AI-root control-AE-root, and control-AI-root. The main purpose of filtering the datasets is to significantly reduce instrument background noise and non-representative features (i.e., features detected solely one or two samples) from the datasets before proceeding with statistical analyses. Those statistical ‘artifacts’ can surge from different steps ranging from the mass spectrometry instrument analyses to the feature detection and aligning steps. Data filtering was performed through four primary steps:

(i) Blank threshold. For each of the detected and aligned metabolomics features (continuous variables), the number of blank samples with positive data values was counted. If data for a given feature were shown in a single experimental blank, it was considered as zero and not considered to be a representative of noise data.

(ii) Signal to noise (S/N). The S/N was calculated for each cell independently. The noise level of each feature was determined from the six blank samples. The metabolite features with S/N < 10 across all cells were removed from the dataset.

(iii) Cell-zero filter. To avoid spontaneous data in a given variable, which typically are shown in very low relative abundance, when a cell had < 30% of replicates with detected data (only 1 replicate), all values for that cell were considered zero.

(iv) Minimum data. Metabolite features with data in less than 70% of the replicates across all cells were removed from the dataset, and only those variables with at least one cell containing data in 70% or more of its replicates were maintained.

### KEGG pathway analysis of significant metabolites identified by untargeted metabolic analysis

The significant metabolites, defined as differentially abundant metabolites under hormone-sprayed condition compared with control condition, identified through our untargeted metabolome analysis were searched in the KEGG pathway database using the KEGG IDs and mapped onto metabolite pathways using the online pathway mapper tool. KEGG maps of individual pathways (e.g., carbohydrate metabolism, secondary metabolism) that contain our query metabolite list were used to reconstruct a comprehensive metabolic map using Affinity designer application for each condition/tissue that were presented in Figure S4A–C available as Supplementary data at *Tree Physiology* Online.

### Transcriptome analysis

The 11-day hormone-treated and control plant tissues were harvested between 10:00 a.m. to 11:00 a.m. (4–5 h post-dawn). Leaf, stem, and root samples were frozen in liquid nitrogen and ground into a fine powder using mortar and pestle. Total RNA was extracted from 100 mg of tissue powder using GeneJet Plant RNA purification mini kit (Thermo Scientific, USA), and the concentration of RNA was measured using a nanodrop (Thermo Scientific, USA). One microgram RNA was shipped to Genewiz (NJ, USA) on dry ice and used for polyA selection, and cDNA library was generated and sequenced using Illumina HiSeq 2 × 150 bp sequencing. The generated reads were trimmed and aligned to the poplar genome (*Populus trichocarpa* v3.1.1) available at Phytozome (https://phytozome.jgi.doe.gov). 

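The 11-day roots are represented in the deposited data by 20 RNA-seq libraries, 6 of AE-treated roots, 5 of their control-AE, 5 of AI-treated roots and 4 of their control-AI. For each library, the authors deposited the number of reads counted on each row of a list of transcripts, without normalization. The total count ranged from 14701524 to 19179864 in the AE-roots (median 16925856) and from 11810801 to 14213505 in the control-AI roots (median 12542384). In the AI-roots, replicate 1 had 181734 counts and the 4 others had between 9485874 and 12475165. The control-AE libraries were the most uneven, with 144856 counts in replicate 1, 7784687 in replicate 2, 120199 in replicate 3, 21094004 in replicate 4 and 19945405 in replicate 5. The sample labels describe the depth of control-AE replicates 1 and 2 and of AI replicate 1 as low, and that of all other 11-day root libraries, control-AE replicate 3 included, as acceptable.

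Which libraries entered the study's comparison was read from its own Table S3, of which the first 1998 rows were used here and 60009 were left out of the copy. The mean normalized counts listed there were fitted as a weighted sum of all 64 libraries with weights of at least 0. The 17 libraries AE 1 to 6, control-AE 2, 4 and 5, AI 2 to 5 and control-AI 1 to 4 received weights of 5.216% or more each, every other library received at most 0.118%, and the root mean square residual was 0.553%. Control-AE replicate 2 thus carried 5.216% of the fit and replicate 3 carried 0.0%, which is the reverse of their depth labels. With control-AE replicates 2, 4 and 5, the ratio of the recomputed mean to the listed mean spread over 3.586%, compared with 132% for replicates 3, 4 and 5. The 17 libraries are called the Table S3 libraries below, and the set with control-AE replicates 3, 4 and 5 is called the acceptable-label libraries. The paper states mapping rate as the reason for its choice, and mapping rates of single libraries were not used here.

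**Figure D1:**
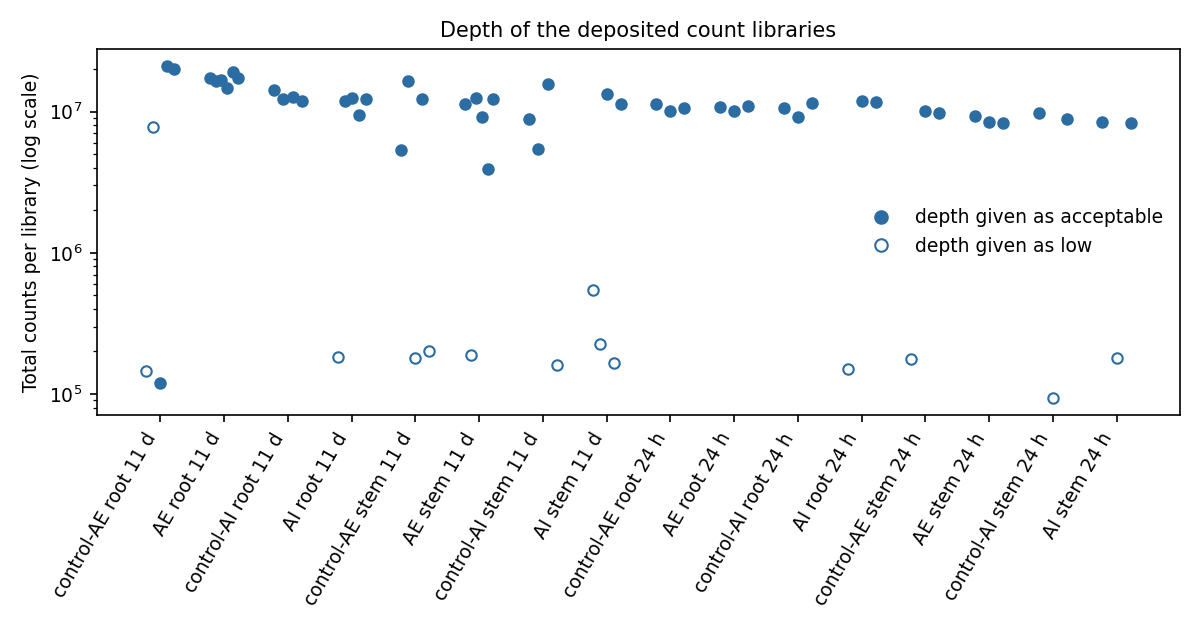
Total counts of each of the 64 libraries on a log axis, by tissue, time and group, with filled points for libraries whose label gives an acceptable depth and open points for those whose label gives a low depth. Control-AE 11-day root replicate 3 is the filled point at 120199 counts, and replicate 2 is the open point at 7784687 counts.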

Based on > 80% uniquely mapped reads, we used data from six and three replicates of AE and its control roots, respectively, and four replicates of each AI and its control roots. Finally, differential gene expression analysis was performed using DESEQ2 platform (Love et al. 2014).

### Statistical analysis

For biomass analysis, root image analysis and C isotope labeling study, contrast analyses between treatments (AI vs control and AE vs control) were performed by T-tests with the built-in statistical function in Microsoft Excel. For transcriptomics and metabolomics analyses, AE and AI treatments were performed independently with their own controls (AI vs control-AI and AE vs control-AE) for each tissue separately, and analysis of variance tests (ANOVAs) were used for statistical analysis.

Regarding metabolomics data, in general, LC-MS data commonly represents a larger portion of the entire metabolome of the samples, given the metabolite extracts are directly used for analyses. However, in GC-MS analyses, extracts need to be derivatized, and not all compounds are properly volatilized and detected. Our datasets, as expected, did not differ from those statements. The metabolomic fingerprints of our samples resulting from each platform varied remarkably in the number of detected features, with a total of 13,610 features for the LC-MS dataset and 303 features for the GC-MS dataset. Therefore, given that not all the samples could be run in both LC-MS and GC-MS platforms, the datasets derived from each method were not merged into a single dataset, and different statistical analyses were performed on each of the datasets separately.

Multivariate analyses such as permutational multivariate analysis of variance (PERMANOVA) and principal component analysis (PCA) were performed on the LC-MS data, given the larger representation of sample metabolomes. PERMANOVAs were performed with *adonis* function of *vegan* package (Oksanen et al. 2020) to test for significant differences between treatments (AE vs control-AE; AI vs control-AI) on the overall metabolome structure of the different poplar tissues. In addition, PCAs were used to plot the distribution of study cases of each tissue across the plane formed by the resulting principal components 1 and 2 (PC1 and PC2) and understand the percentage of the total metabolome variability explained by the effect of the treatment (AE or AI). For each PCA resulting from each tissue and treatment, as performed in other plant metabolomics studies (Rivas-Ubach et al. 2017), the score coordinates of the PC axis (PC1 or PC2) which better clustered the treatment (AE or AI) from their control (control-AE or control-AI) were submitted to one-way ANOVA to test for significant clustering differences between AE and control-AE, and AI and control-AI along the PCs. PCAs were performed using both *imputePCA*, to impute missing data, and *PCA* functions of missMDA (Josse and Husson 2016) and FactoMineR (Lê et al. 2008) packages, respectively.

For each tissue, the contrast of treatments (AE and AI) vs their respective controls (control-AE and control-AI) of individual metabolomics features, identified and non-identified, one-way ANOVAs were used for all features in both LC-MS and GC-MS datasets. ANOVAs of individual features were performed using *aov* function of *STATS* package in R (R Core Team 2021).

In this manuscript, we present significantly changed data (*P* < 0.05) compared with controls; however, in some cases, we also include the moderately changed data (0.5 < *P* ≤ 0.1) compared with controls.

## Results

### PAT modulators altered root dry weight and branching pattern

To understand the source (leaves) to sink (stem, roots) C allocation in poplar, we used foliar spraying of PAT modulators, i.e., auxin enhancers (AE) and auxin inhibitors (AI) (Figure 1), as a tool to increase/decrease the sink allocated C pool and sink strength of growing poplar plants (for convenience, AE- or AI-treated plants will be referred to as AE-plants or AI-plants in the manuscript, and the tissues from respective plants will be referred to in a similar manner (e.g., AE-leaf tissue). After 11 days of foliar spraying of AE and AI, the harvested biomass showed no significant changes in leaf and stem dry weights (Figure 2). However, AE-plants showed a moderate increase in root dry weight compared with control (non-treated) plants (27.4% increase in AE vs control, *P* = 0.13) and a significant increase compared with AI-plants (65.4% increase in AE vs AI, *P* = 0.01) (Figure 2 and Table S1 available as Supplementary data at *Tree Physiology* Online), highlighting the role of AE foliar spraying in increasing root biomass. To further investigate the phenotypic effects of PAT modulators on sink tissues, we used an image-based root phenotyping approach to evaluate the impact of AE, AI and control treatments on lateral root development, root length and maximum root width. Our root phenotyping data showed an increase in lateral root branching frequency in AE-plant roots compared with control roots (frequency: AE = 0.36 vs control 0.13, *P* = 0.05) (Figure 3 and Table S2 available as Supplementary data at *Tree Physiology* Online), affirming the role of elevated auxin transport in lateral root formation (increasing sink size). However, changes in the lateral root branching frequency of AI-plants were insignificant compared with controls. Other RSA properties, including total root area and width max, were significantly reduced in AI-plant roots compared with the control and AE-plant roots (Figure 3 and Table S2 available as Supplementary data at *Tree Physiology* Online). The observed shifts in root growth patterns demonstrated the effectiveness of foliar application of AE and AI in generating a contrasting platform for studying sink tissue growth and source-to-sink communication process in poplar. Following morphological and phenotyping analyses, we performed transcriptome and metabolic profiling of source and sink tissues to identify molecular drivers of sink strength. Based on our experimental design (Figure 1), the genes and metabolites that were highly expressed or accumulated under AE condition (vs. controls) but down-regulated/less accumulated or not changed under AI condition (vs. controls) were considered as ‘molecular drivers’ of sink strength (see below).

**Figure 3:**
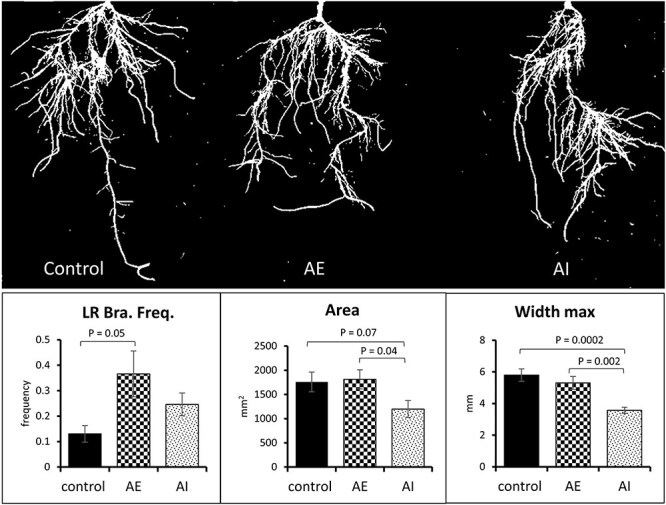
Foliar administration of AE and AI altered RSA. The plant root image analyses showed significant differences in root parameters, including lateral root branching frequency (LR Bra. Freq.), root area and maximum root width (width max). Data averaged from control (*n* = 6), AE (*n* = 7) and AI (*n* = 8) treated biological replicates. A *t*-test was used for statistical analysis and error bars represent standard error. AE: auxin enhancer; AI: auxin inhibitor.

### Transcriptomic analysis of root tissue identified genes involved in sink growth and development

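The RNA-seq experiment compared roots of a poplar hybrid clone, Populus tremula × Populus alba, after 11 days of foliar spraying. The AE were the synthetic auxin 1-naphthaleneacetic acid (NAA) at 3 μM with indole-3-butyric acid (IBA) at 4.5 μM, the AI was N-1-naphthylphthalamic acid (NPA), which blocks polar auxin transport, and control plants were sprayed with the 1 N KOH solution in which the compounds were prepared. Polyadenylated RNA was sequenced, and the authors aligned the reads to a P. trichocarpa genome, counted them per gene model and tested for differential expression with DESeq2. The counting program is not given in the sources used here. Of the 37173 gene identifiers in the files, 10975 had more than 1 row, so a gene with several transcripts was tested as several rows. Reads of the hybrid clone were counted on gene models of another species, and reads of near-identical gene copies could have been divided between them.

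From the deposited counts, AE-roots were compared with control-AE roots and AI-roots with control-AI roots by edgeR's quasi-likelihood test, with library sizes adjusted by the TMM method, rows of low count removed by edgeR's filterByExpr, and Benjamini-Hochberg adjustment at 0.05. Each comparison was made first over the Table S3 libraries (6 AE, 3 control-AE, 4 AI and 4 control-AI), then over the acceptable-label libraries, and then over all 20 libraries. At 120199 total counts, a transcript of low expression has few or no counts in control-AE replicate 3. DESeq2 was run as an alternative. On counts simulated from the Table S3 libraries, with 200 of 25207 rows changed by 1.5 on the log2 scale, edgeR called 83% of the changed rows and 6 unchanged rows, and DESeq2 called 91.5% of the changed rows and 52 unchanged rows. The changed rows were drawn from rows above a set expression limit. Rows were simulated independently of each other, without an outlying library, and smaller changes were not tried.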

To identify the transcriptional regulators in sink tissue, we performed RNA-seq analysis in the root tissue of hormone-treated plants compared with the control (un-treated) plants. 

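Over the Table S3 libraries, 1 of 25207 tested rows differed between AE-roots (n = 6) and control-AE roots (n = 3) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1649 rows had an unadjusted p under 0.05. The called row was the AAA-ATPase gene Potri.004G012700, and it was no longer called when any of the 9 libraries was left out. The number of called rows also depended on the tool. DESeq2 called 43 rows on the same 9 libraries, of which 15 were higher and 28 were lower in AE-roots, and called 53 rows, 11 higher and 42 lower, when all 17 libraries were fitted together. The number of rows in that joint DESeq2 fit was 536 without control-AE replicate 2, 708 without replicate 4 and 6 without replicate 5, and lay between 16 and 47 when 1 AE library was left out.

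Over the acceptable-label libraries, edgeR called 0 of 25064 rows, with 2375 at an unadjusted p under 0.05, and DESeq2 called 232 rows. Without control-AE replicate 4, edgeR called 1273 rows on this set. The controls of that fit were replicate 5 and replicate 3, which had 120199 counts. Over all 11 libraries of the AE comparison, which have control-AE replicates 1 and 2 besides this set, edgeR called 0 of 24151 rows and 1499 had an unadjusted p under 0.05.

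AI-roots and control-AI roots (n = 4 each) are the same libraries in the Table S3 and the acceptable-label sets. None of 22879 rows was called by edgeR, 889 had an unadjusted p under 0.05, and DESeq2 also called 0 rows, with 884 at an unadjusted p under 0.05. With AI replicate 1 added, edgeR called 0 of 22954 rows and 617 had an unadjusted p under 0.05. Simulated changes of 1.5 on the log2 scale were called in 96% of the changed rows at this depth and number of libraries. Smaller changes were not simulated, so the absence of called rows does not exclude them.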

Under AE-treated condition, 42 differentially expressed genes (DEGs) (*P*adj < 0.05; Figure 4) were identified in root tissue, whereas no significant DEGs were identified in AI-plant (Table S3 available as Supplementary data at *Tree Physiology* Online).

**Figure 4:**
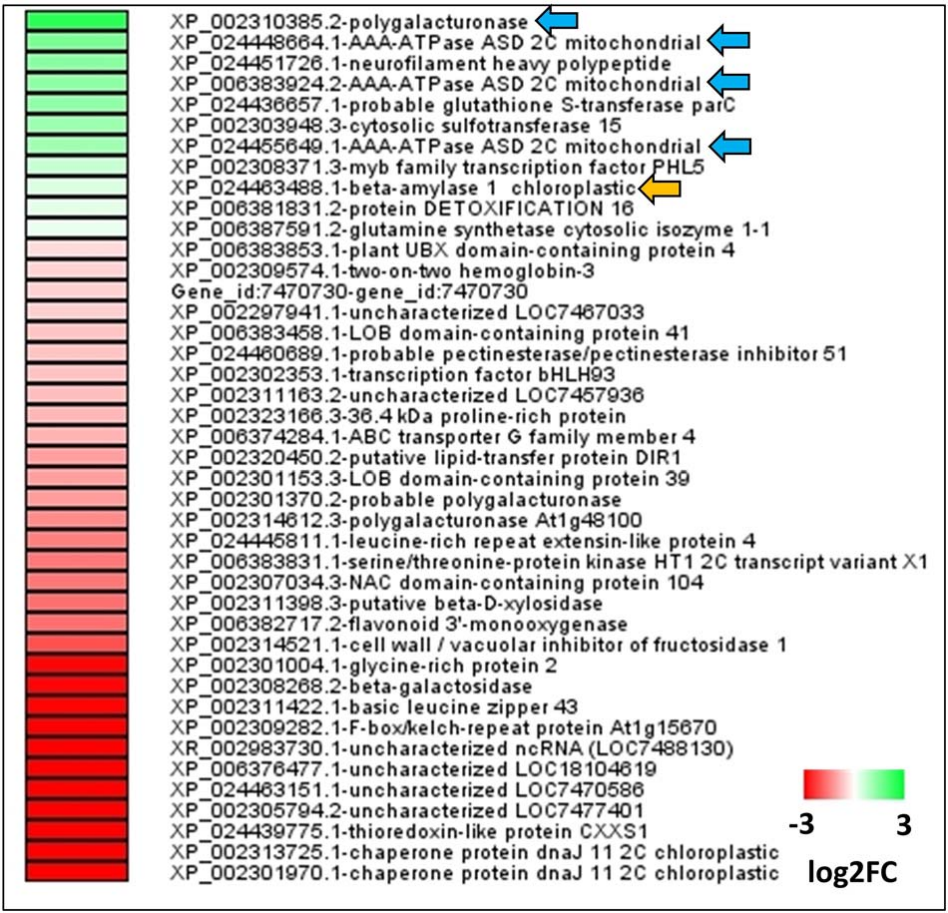
Transcriptomic analysis of AE-root tissue. Heatmap showing the log2 foldchange values of 42 differentially expressed genes (DEGs) in root tissue of AE-treated plants compared with controls. Green color represents upregulated genes, and red color represents down-regulated genes. Arrowheads highlight key upregulated genes involved in plant metabolism that play roles in lateral root growth (blue arrows) and starch catabolism (orange arrow). DESEQ was used for statistical analysis (*P*adj < 0.05), and data were averaged from control (*n* = 6), AE (*n* = 3) and AI (*n* = 4) treated biological replicates. AE: auxin enhancer; AI: auxin inhibitor.

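Table S3 of the paper lists 42 genes with an adjusted p under 0.05. Over the Table S3 libraries, 41 of them were tested by edgeR and all 41 changed in the direction listed in the paper, 1 was called over all rows, and 41 were called when adjusted over the list alone. Over the acceptable-label libraries, all 42 changed in the listed direction, 0 were called over all rows, and 38 were called when adjusted over the list alone. Over all 11 libraries of the AE comparison, 40 of 41 tested genes had the listed direction. The list was chosen by the study on these samples, so that the counts over the list alone are not independent evidence. The joint DESeq2 fit of all 17 libraries called 39 of the 42 genes, 10 higher and 29 lower. The 3 others were the glutathione S-transferase parC gene 112323309 (adjusted p = 0.0647), the gene 7467033 (adjusted p = 0.0627) and the gene 7488130, to which DESeq2 gave no adjusted p.

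Every AE library was above every control-AE library for 10 of the 11 higher genes and below every one for 19 of the 31 lower genes, where chance gives 1.19% of rows in a stated direction for 6 libraries against 3. The study chose these genes on these libraries, so the counts are no test of them. A single library, control-AE replicate 5, sets the size of many of the decreases. Its CPM (counts scaled to a common library size) were more than 5 times the mean of control-AE replicates 2 and 4 for 11 of the 31 lower genes, with ratios from 10.32 to 71.04 and a median of 44.0, and for 10 of these 11 genes the mean of replicates 2 and 4 was within or below the range of the AE libraries. For the chaperone dnaJ 11 gene 7490642, CPM was 89.94 in replicate 5, 0.4856 in replicate 2 and 2.046 in replicate 4, and lay between 0.2501 and 1.703 in AE-roots. For the thioredoxin-like CXXS1 gene 18095889, CPM was 417.6, 8.255 and 7.614 in the same 3 libraries and between 4.201 and 9.284 in AE-roots. Without control-AE replicate 5, the joint DESeq2 fit called 2 of the 42 genes, both higher and both of the AAA-ATPase family (Potri.004G012700 and Potri.T104100). In that fit 39 of the 42 kept the listed direction. Without replicate 2 the joint fit called 40 of the 42, and without replicate 4 it called 37. Without each AE library it called between 15 and 31.

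**Figure D2:**
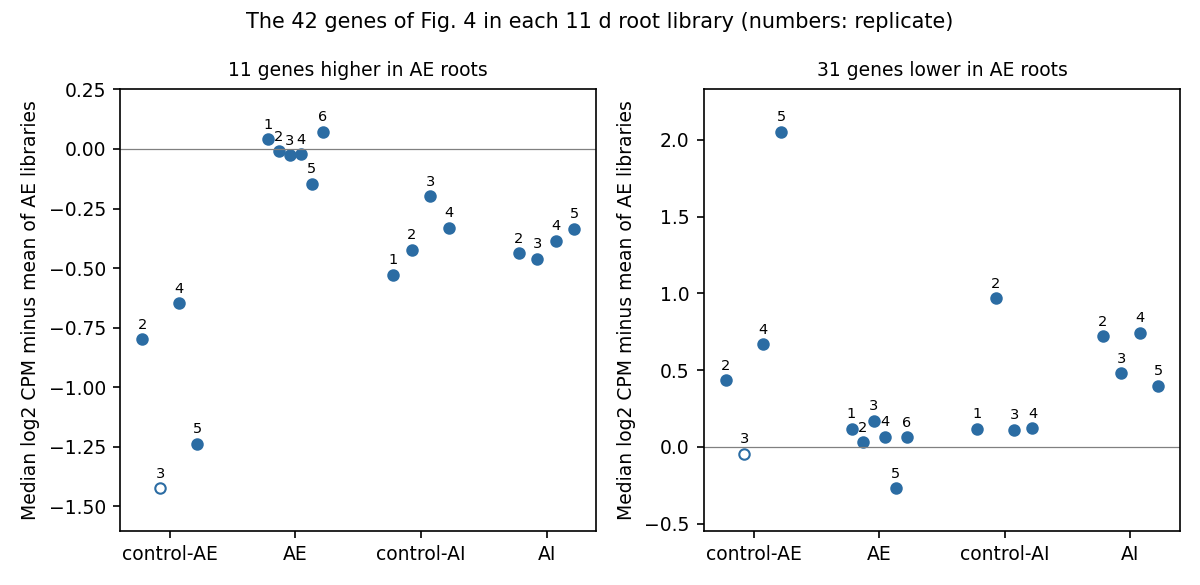
Median over the 11 higher and the 31 lower genes of log2 CPM in each 11-day root library minus the mean of the AE libraries, with replicate numbers above the points and the open point for control-AE replicate 3, which has 120199 counts. The median of the 31 lower genes was 2.05 in control-AE replicate 5, compared with 0.43 in replicate 2 and 0.67 in replicate 4.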

Among 42 AE-root DEGs, 11 were upregulated and 31 were downregulated (Figure 4, and Table S3 available as Supplementary data at *Tree Physiology* Online). 

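Among the lower genes of the list, 7497216 and 7492392 are annotated as polygalacturonases. Their log2 fold changes in the joint DESeq2 fit were -1.15 and -1.37, with means of 249.6 and 98.96 CPM in AE-roots. The polygalacturonase gene that the paper names as higher (Potri.007G144200) is listed in the files on sequence NC_037291.1 from 15381285 to 15383147, with 4 exons and 1 transcript. Its expression was low. In AE-roots it was 4.34 ± 3.77 CPM (SD, n = 6) and in the Table S3 control-AE roots 0.781 ± 0.443 CPM (SD, n = 3), which rests on 5, 27 and 9 counts. The AE libraries were spread widely, with 10.2 CPM in replicate 2, 7.75 in replicate 5, 3.58 in replicate 6 and between 1.36 and 1.63 in the 3 others, all above every control-AE library of this set. The log2 fold change was 2.42 (standard error 0.82, adjusted p = 0.711 from edgeR's quasi-likelihood test over all rows), and adjusted over the list of the 5 genes named in the text alone its p was 0.0147, where the study had chosen the genes on these samples. A two-sided exact permutation test on the absolute difference in mean log2 of CPM + 0.5 gave p = 0.0595, where 0.0119 is the smallest p that 6 against 3 allow. In the joint DESeq2 fit the log2 fold change was 2.45 (standard error 0.60, adjusted p = 0.034), and this call was lost without AE replicate 2 (adjusted p = 0.103), without AE replicate 5 (0.126), without AE replicate 6 (0.0594) and without control-AE replicate 5 (0.939). The paper's value in Table S3, 2.51, is a log2 fold change.

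Over the acceptable-label libraries, control-AE roots had 0.579 ± 0.652 CPM (SD, n = 3), with 0 counts in replicate 3, and the log2 fold change was 2.31 (standard error 0.90, adjusted p = 0.421 from edgeR, exact permutation p = 0.0238). Of the libraries outside the Table S3 set, control-AE replicate 1 had 1 count or 7.39 CPM and AI replicate 1 had 0 counts, depths at which this gene was not measurable. The control-AI roots, which belong to the other arm of the experiment, had 2.28 ± 0.285 CPM (SD, n = 4), above 3 of the 6 AE libraries.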

Among the upregulated genes, the expression of polygalacturonase (Potri.007G144200) (PGA) was 2.5-fold up-regulated under the AE condition compared with controls. This gene is involved in the cell wall pectin polymer modification process, enabling lateral root outgrowth (Peretto et al. 1992, Jobert et al. 2021). Moreover, three transcripts encoding AAA-ATPases (Potri.004G012700: 1.31-fold, Potri.T104100: 1.56-fold, Potri.004G012500: 1.12-fold) were up-regulated in AE-treated roots. In addition, a transcript encoding a key enzyme in starch degradation, i.e., β-amylase, was up-regulated under AE condition suggesting a possible role of starch metabolism in sink tissues. 

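Potri.004G012700 lies on sequence NC_037288.1 from 814142 to 815832 and Potri.004G012500 on the same sequence from 792640 to 805453, both annotated as AAA-ATPase ASD, while Potri.T104100 is a partial gene model on the unplaced sequence NW_020167958.1 from 16 to 937. Whether reads were shared among the 3 genes in the authors' counting was not tested. Among the Table S3 libraries, Potri.004G012700 had 20.5 ± 2.05 CPM (SD, n = 6) in AE-roots and 8.61 ± 0.949 (SD, n = 3) in control-AE roots, a log2 fold change of 1.25 (standard error 0.13, adjusted p = 0.0419 from edgeR's quasi-likelihood test). Potri.T104100 had 6.00 ± 1.28 CPM in AE-roots and 2.00 ± 0.701 in control-AE roots, a log2 fold change of 1.53 (standard error 0.26, adjusted p = 0.602 from the same test). Potri.004G012500 had 23.5 ± 3.66 CPM in AE-roots and 10.8 ± 3.43 in control-AE roots, a log2 fold change of 1.11 (standard error 0.20, adjusted p = 0.602). For each of the 3 genes every AE library was above every control-AE library of this set (exact permutation p = 0.0119). The control-AI roots of the other arm had 13.3 ± 3.04, 3.88 ± 1.45 and 19.6 ± 4.54 CPM (SD, n = 4) in the same order. Every AE library was above every control-AI library for Potri.004G012700. For Potri.T104100 and Potri.004G012500 the AE and control-AI ranges overlapped. Adjusted over the list of 5 genes alone, edgeR's p-values were 8.31e-06, 0.000349 and 0.000399 in the same order, where the study had chosen the genes on these samples. In the joint DESeq2 fit the adjusted p-values were 9.64e-06, 0.00167 and 0.00167, and that of Potri.004G012500 rose to 0.184 without control-AE replicate 5. The values the paper gives for these genes are the log2 fold changes of Table S3.

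The log2 fold changes over the acceptable-label libraries were 1.20, 1.33 and 0.97 (adjusted p = 0.126, 0.126 and 0.141 from edgeR), where control-AE replicate 3 had 1, 0 and 1 counts. In control-AE replicate 1, which is in neither set, the 3 genes had 3, 1 and 1 counts, and its 22.2 CPM for Potri.004G012700 and 7.39 CPM for Potri.T104100 fell within the AE ranges. Over all libraries edgeR gave log2 fold changes of 1.18, 1.496 and 1.13 (adjusted p = 0.321, 0.338 and 0.338).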

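The transcript is annotated as β-amylase 1, chloroplastic, and lies on sequence NC_037292.1 from 11882919 to 11885747, with 4 exons. In the Table S3 libraries it had 28.3 ± 3.08 CPM (SD, n = 6) in AE-roots and 20.3 ± 1.94 CPM (SD, n = 3) in control-AE roots, with every AE library above every control-AE library (exact permutation p = 0.0119). The log2 fold change was 0.48 (standard error 0.12, adjusted p = 0.678 from edgeR's quasi-likelihood test over all rows and 0.00269 adjusted over the list of 5 genes alone). Since the study chose the genes on these samples, the p over the list alone is no independent test. DESeq2 on the same 9 libraries gave 0.47 (adjusted p = 0.159), and in the joint fit of 17 libraries 0.47 (adjusted p = 0.0266), a call that was lost without AE replicate 1 (adjusted p = 0.0707), without AE replicate 3 (0.052), without AE replicate 4 (0.0597) and without control-AE replicate 5 (0.184).

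Control-AE replicate 3 had 5 counts, equal to 41.8 CPM with a 95% Poisson interval of the count from 13.6 to 97.6 CPM, which spans all AE and Table S3 control-AE libraries, and replicate 1 had 0 counts. Control-AE roots of the acceptable-label set had 28.2 ± 11.8 CPM (SD, n = 3), the log2 fold change was 0.33 (standard error 0.17, adjusted p = 0.616 from edgeR) and the exact permutation p was 0.75, a test that weighs the 5 counts of replicate 3 like the 433 and 440 counts of replicates 4 and 5. Over all libraries the log2 fold change was 0.47 (standard error 0.22, adjusted p = 0.814).

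**Figure D3:**
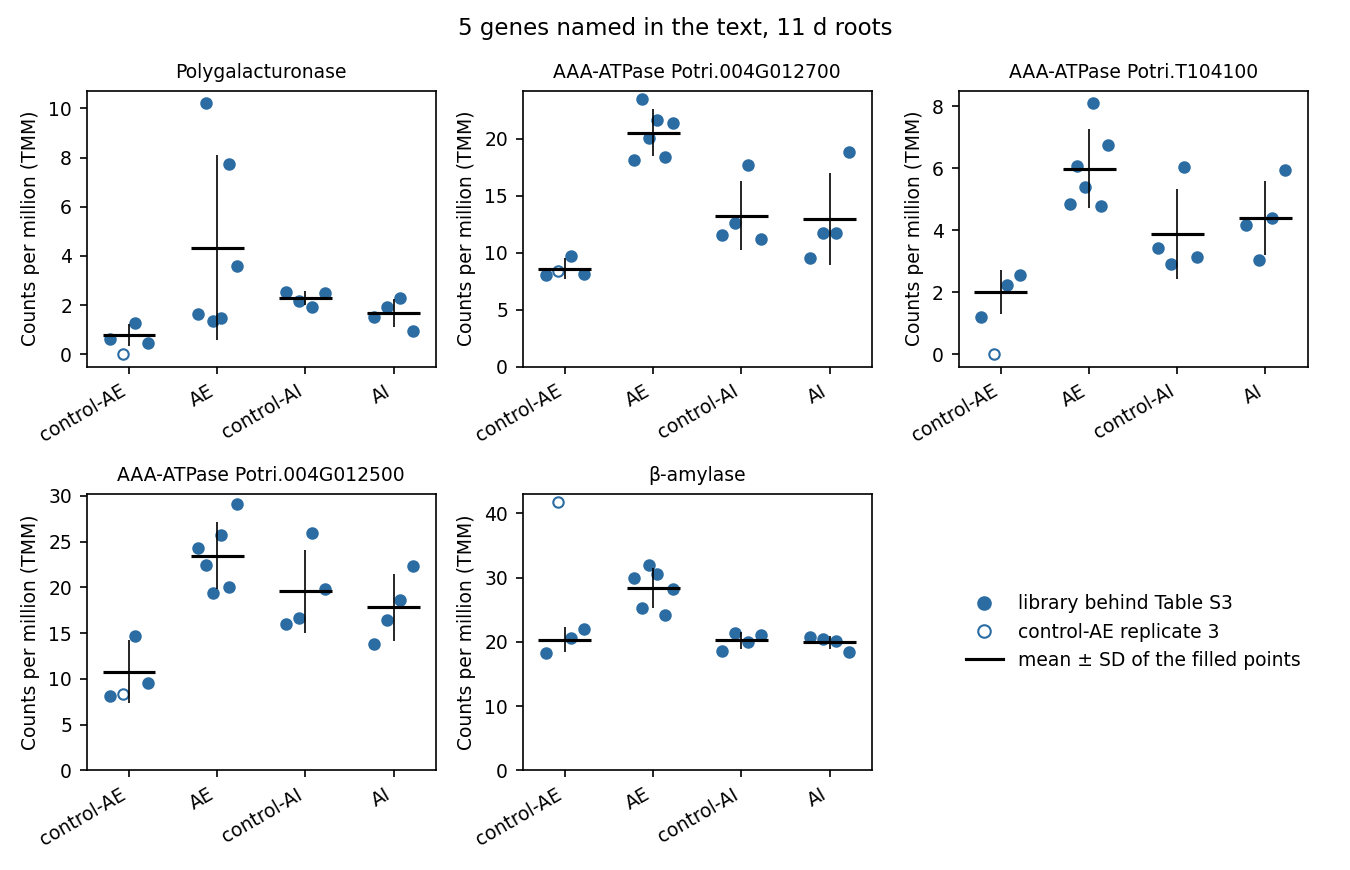
CPM after TMM normalization of the 5 genes named in the text in 11-day roots, 1 point per library, with the mean and SD of the filled points, which are the Table S3 libraries, and the open point for control-AE replicate 3. Polygalacturonase lay between 1.36 and 10.2 CPM in AE-roots and β-amylase between 24.1 and 31.9 CPM.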

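The difference between the 2 treatments was tested as the change under AE minus the change under AI. Over the 17 Table S3 libraries 0 of 25333 rows were called by edgeR's quasi-likelihood test, with 1880 at an unadjusted p under 0.05, and the joint DESeq2 fit called 14 rows, 3 higher and 11 lower. Over the acceptable-label libraries edgeR called 0 of 25286 rows, with 2367 at an unadjusted p under 0.05, and DESeq2 called 53. Without control-AE replicate 4, edgeR called 947 rows on this set, and without control-AI replicate 2 it called 2. The 947 rows rest on control-AE replicate 5 and replicate 3, which had 120199 counts. Over all 20 libraries edgeR called 0 of 24464 rows, with 1575 at an unadjusted p under 0.05.

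Under AI, the log2 fold change was -0.47 for polygalacturonase (standard error 0.27) and -0.03 (0.22), 0.17 (0.28) and -0.14 (0.19) for the AAA-ATPases Potri.004G012700, Potri.T104100 and Potri.004G012500, none distinguishable from 0 (adjusted p over the list of 5 genes alone between 0.553 and 0.886 in edgeR's test). The signs of the AAA-ATPase values under AI changed when single libraries were left out. The change under AE, over the Table S3 libraries, exceeded that under AI by 2.88 for polygalacturonase (standard error 0.91, adjusted p over the list alone = 0.00605) and by 1.28 (0.27, 0.00101), 1.35 (0.39, 0.0041) and 1.25 (0.29, 0.00127) for the AAA-ATPases, while none of the 5 genes passed edgeR's adjustment over all rows on either full set. The study chose the 5 genes on these libraries, so the p-values over the list alone are no independent test. Part of each difference lay between the 2 control groups, which received the same solution. In edgeR, control-AE minus control-AI was -1.52 on the log2 scale for polygalacturonase and -0.65, -0.94 and -0.88 for the AAA-ATPases. The joint DESeq2 fit called Potri.004G012700 (log2 difference 1.28, standard error 0.28, adjusted p = 0.0215), and edgeR on the acceptable-label libraries without control-AE replicate 4 called Potri.004G012700 (adjusted p = 0.038) and Potri.004G012500 (adjusted p = 0.0221). That edgeR fit kept as control-AE only replicate 5 and replicate 3, which had 1 count of either gene. Of the 42 listed genes, 5 changed under AI in the direction of Table S3 and 37 in the opposite direction. An unadjusted p under 0.05 was found for 4, all of them in the opposite direction, and 0 were called when adjusted over the list alone. By its experimental design, the paper considers a gene with higher expression under AE, and lower or unchanged expression under AI, a molecular driver of sink strength, and from the higher expression of these genes it proposes roles in root growth.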

The upregulation of PGA, AAA-ATPases and β-amylase genes in roots under AE condition highlights their possible roles in root growth and increasing sink size in poplar, aligning with our earlier observations of significantly increased lateral root branching and a moderate increase in root dry weight under AE condition (Figures 2 and 3).

### Untargeted metabolomic analysis revealed key metabolites as potential molecular drivers of sink strength

The photosynthetically fixed carbohydrates and their metabolism and translocation are critical for sink growth. Therefore, we performed metabolomic analysis of leaf, stem and root tissues from AE- and AI-plants and their respective controls (AE vs control-AE and AI vs control-AI). Permutational multivariate analysis of variance (PERMANOVA) performed on entire metabolome data found significant differences (*P* < 0.05) in the overall metabolome of root tissues under AI-treatment (AI-root vs control root), and marginal significant differences (*P* < 0.1) in the overall metabolome of stem tissues under AE treatment (AE-stem vs control stem) (Table S4A available as Supplementary data at *Tree Physiology* Online). The overall metabolome of the rest of treatments and tissues did not change significantly compared with their controls (Table S4A available as Supplementary data at *Tree Physiology* Online). However, the PCAs performed on each tissue showed a significant clustering of scores of hormone-treated (AE and AI) and control samples along the PC1 axis (Figure S1 available as Supplementary data at *Tree Physiology* Online) indicating a degree of difference between the groups. The PCAs showing larger clustering of treatments across the PC1 were in accordance with the PERMANOVA results (Table S4A available as Supplementary data at *Tree Physiology* Online).

From all significantly changed features identified from AE-plants, 21, 38 and 38 metabolites matched to specific metabolites in leaf, stem and root tissues, respectively (ANOVA, *P* < 0.05, Table S4B available as Supplementary data at *Tree Physiology* Online). Among the significantly altered features in AI-treatment, 32, 38 and 42 metabolites matched to specific metabolites in leaf, stem and root tissues, respectively (ANOVA, *P* < 0.05, Table S4C available as Supplementary data at *Tree Physiology* Online). We also included some metabolites that showed a moderate increase or decrease in their relative abundance levels in AE or AI tissues vs control tissues (0.5 < *P* ≤ 0.1) and marked them with single asterisk (^*^) in Figure 5. We could not detect indole-3-acetic acid (IAA) in our samples in any of the tissues or treatments through our untargeted metabolite profiling method. This is probably due to the lower concentration of these hormones in plant tissues that usually require specific sample purification methods followed by targeted approaches using triple quadrupole mass spectrometry (Novák et al. 2012, De Zio et al. 2019).

**Figure 5:**
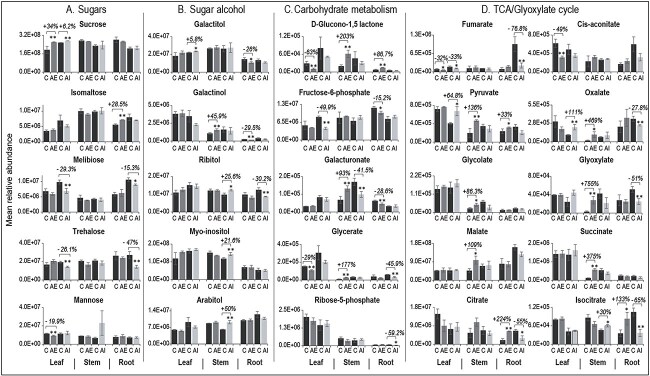
Metabolomic profiling of selected metabolites in leaf, stem and root tissues of AE and AI foliar-sprayed plants compared with their controls. Relative abundance levels of (A) sugars, (B) sugar alcohols, (C) carbohydrate metabolism (glycolysis, pentose phosphate pathway and other pathways) and (D) TCA/glyoxylate cycle intermediates are presented. The percentage change in relative abundance levels of significantly altered metabolites in AE vs C and AI vs C are presented in % values above the bars. Significantly altered metabolites between treated plants (AE or AI) and their respective controls are shown with ^*^^*^ for *P* < 0.05 and with ^*^ for 0.05 < *P* ≤ 0.1. One-way ANOVA was used for statistical analysis, and data averaged from *n* = 3 to 6 biological replicates with three technical replicates. AE: auxin enhancer; AI: auxin inhibitor.

Further, we compared the overall profile of identified metabolites in source vs sink tissues between treatments to see if relatively more metabolites with higher relative abundances were found under AE treatment, especially in sink tissues. Interestingly, in source leaf, AI treatment resulted in more metabolites with higher relative abundances (50% of identified metabolites had higher abundance levels in AI-leaf vs 33.3% in AE-leaf), whereas in sink tissues, including stem (36.8% in AI-stem vs 76.3% in AE-stem) and root (19% in AI-root vs 23.6% in AE-root), AE treatments resulted in more metabolites with higher relative abundances (Figure S2 and Table S4B and C available as Supplementary data at *Tree Physiology* Online). This indicates that AE induced a higher relative metabolic activity in sink tissues while AI induced higher relative metabolic activity in source leaves.

Metabolites with significantly altered abundances between experimental treatments were categorized into seven broader KEGG biological pathway categories. The total number of significant metabolites in each pathway category (Figure S3A available as Supplementary data at *Tree Physiology* Online), and relative higher or lower fold change in abundance levels were plotted (Figure S3B available as Supplementary data at *Tree Physiology* Online). We also developed a comprehensive view of the adapted KEGG metabolic map for each tissue under all conditions highlighting the metabolites with higher or lower foldchange in abundance (Figure S4A–C available as Supplementary data at *Tree Physiology* Online). More specifically, we plotted a selective set of the potential metabolites associated with source–sink C relationships and sink strength including sugars, sugar alcohols, carbohydrate metabolism intermediates, and TCA/Glyoxylate cycle intermediates (Figure 5A–D) that we describe in more details in the following sections. From here onward, the % metabolite level refers to the % relative abundance level of a specific metabolite in hormone-treated tissues in reference to the same metabolite’s abundance levels detected in controls.

### Sugar alcohols and products of starch metabolism are associated with sink activity in poplar

The non-photosynthetic sink tissues, such as root, demand mobile forms of C, e.g., sucrose and sugar alcohols, from the source leaves for sink establishment and maintenance. Therefore, we assessed the relative abundance levels of these C forms in hormone-sprayed plant tissues. Through foliar spraying of AE and AI, a 34 and 6.2% increase in sucrose levels were observed in source leaves, respectively, whereas sucrose levels in sink stem and root tissues remained unchanged compared with controls (Figure 5A). Apart from sucrose, sugar alcohols such as galactinol act as mobile C forms in several tree species (Dominguez and Niittylä 2021). Therefore, we looked at the sugar alcohol levels in stem and root tissues. We observed a 45.9% increase in galactinol levels in stems under AE condition (Figure 5B). Moreover, spraying with the auxin transport inhibitor increased the levels of three other sugar alcohols, including arabitol (+50%), ribitol (+25.6%) and myo-inositol (+21.6%) in the AI-stem (Figure 5B). In root tissue, we found reduced levels of galactitol (−26%) and galactinol (−29.5%) (two major source-to-sink mobile C forms) under AE condition (Figure 5B), highlighting a possible important role of sugar alcohols in sink tissues. Furthermore, focusing on sugar metabolism in roots, we found a 28.5% increase in the levels of sugar isomaltose (a starch breakdown product) under the AE condition (Figure 5A), signifying the role of starch metabolism in sink tissues. On the other hand, the AI-root tissue showed reduced levels of two other sugars, melibiose (−15.3%) (a breakdown product of raffinose) and D-trehalose (−47%) (involved in sugar sensing and starch metabolism) (Figure 5A). Overall, we found multiple mobile sugar alcohols and starch metabolism-derived sugars as potential molecular drivers of sink growth and activity in poplar.

### TCA cycle metabolites showed an opposite trend in root tissue under AE and AI conditions

The mobile C forms translocated from source tissues are metabolised in sink tissues via cellular respiration processes that comprise glycolysis, pyruvate oxidation and TCA/glyoxylate cycle, in which the TCA cycle yields NADH for downstream ATP synthesis, whereas the glyoxylate cycle replenishes the TCA cycle intermediates for sugar biosynthesis. Under the AE condition, source leaves showed no significant changes in metabolites involved in glycolysis and pyruvate metabolism while they did show reduced levels of TCA cycle metabolites fumarate (−32.2%) and cis-aconitate (−49%)) (Figure 5C). In contrast, during AI conditions, reduced levels of β-D-fructose-6-phosphate (−49.9%) and fumarate (−32.8%), and higher levels of pyruvate (+64.8%) and oxalate (+111.4%) were found in the leaves (Figure 5C and D), indicating a shift in cellular respiration activity in source leaves.

In the stem tissue, very high levels of pyruvate (+135%), glycolate (+86%), glyoxylate (+755%), malate (+109.4%), oxalate (469.6%) and succinate (+375%) (Figure 5C) were observed under the AE condition, which shows a very high rate of cellular respiration in this sink tissue. In contrast, under the AI condition, the stem tissue showed no changes in glycolysis- and pyruvate-associated metabolites, while higher levels of isocitrate (30%) were detected (Figure 5C).

In the sink root tissue, the AE condition resulted in lower levels of a glycolysis-related metabolite, β-D-fructose-6-P (−15.2%), while citrate levels showed a significant higher accumulation (up to 224%) (Figure 5C and D). However, under the AI condition, four TCA/glyoxylate cycle intermediates (citrate (−55%), isocitrate (−65%), glyoxylate (−51%), fumarate (−76%)) and two other related metabolites (oxalate (−27%), itaconate (−84%)) were significantly reduced in abundance (Figure 5C). The observed opposite trends under AE and AI conditions clearly suggests a very important role of TCA cycle intermediates and specifically citrate, as a key molecular driver of sink strength, to meet energy demands during sink development.

### Auxin transport modulators alter metabolite abundances in diverse metabolic pathways in sink tissues

In addition to sugar alcohols and respiration-associated metabolites, physiological and developmental processes in sink tissues require other C intermediates, including pentose sugars generated via the pentose phosphate pathway (PPP), secondary metabolites, phytohormones, nucleic acids and amino acids. In both AE and AI conditions, source leaf tissue did not show any significantly induced PPP metabolites. However, in the sink stem tissue, AE-treated plants showed higher levels of D-glucono 1,5 lactone (+203%) and glycerate (+177.6%) which participate in the PPP, while their levels remained unchanged in AI-plants (Figure 5D and Table S4B and C available as Supplementary data at *Tree Physiology* Online). Interestingly, in sink roots, only AE-plants exhibited higher levels of D-glucono 1,5 lactone (+86.7%), indicating a possible role of PPP intermediates to support sink growth under AE condition. In association with PPP, we found elevated levels of nucleic acids such as adenosine and 5,6 dihydro uracil in AE-roots, suggesting their possible roles in supporting cell division and elongation processes in root tissue. On the other hand, the AI-treated roots showed a lower level of non-oxidative PPP intermediate, Ribose-5-phosphate (−59.2%) (Figure 5D and Table S4B and C available as Supplementary data at *Tree Physiology* Online). Another notable difference was found in the levels of galacturonic acid, which compose pectin polymer of growing cell walls. We observed a higher level of galacturonic acid (93%) in AE-stem tissues, while we noticed an opposite trend in AI-treated stems (−41.5%) (Figure 5D). Interestingly, in sink roots, the AE-plants showed reduced levels of galacturonic acid (−28.6%), thereby highlighting its potential involvements in sink tissue activities possibly through providing C pools.

We found a very active secondary metabolism in the sink stem tissue of AE-plants demonstrating higher relative abundance levels of 14 out of 17 significantly identified secondary metabolites (Figure S4B and Table S4B and C available as Supplementary data at *Tree Physiology* Online). Among them, fisetin was found at a very high level (+960%), reported to play a role in stimulating IAA transmembrane transport and blocks NPA binding (Faulkner and Rubery 1992), highlighting the activation of metabolites in support of PAT in AE-stem. Other notable secondary metabolites of higher abundance in sink stem tissue include 4-hydroxy benzoic acid (+1441%) and chlorogenic acid (+1398%), which participate in cell wall phenolic polymer biosynthesis. Chlorogenic acid was also found at a higher abundance level (+169%) in the root tissue of AE-plants (Table S4B and C, and Figure S4A–C available as Supplementary data at *Tree Physiology* Online). On the other hand, the AI-treated source leaves showed higher levels of flavonoids such as naringin (only found in the AI-leaf and not detected in the control leaf) and ferulate (+96%), among which a non-glycosylated form of naringin (naringenin) was reported to negatively regulate PAT process (Brown et al. 2001, Peer et al. 2004, Peer and Murphy 2007, Rasouli et al. 2016). In AI-stem and -root tissues, most secondary metabolites were reduced in their abundance, out of which the level of fisetin was reduced (−99%) in root tissue, which again could signify its role in influencing auxin transport to the roots in poplar. Overall, the secondary metabolites identified in source and sink tissues could play a role not only in sink growth and activities but also in regulating PAT in poplar.

Regarding hormone metabolism, even though phytohormones are not easily detectable with untargeted metabolomic methods, we obtained signals that matched against jasmonic acid and gibberellins m/z and RT (retention time) values, which showed interesting trends in the sink tissues. Under AE condition, gibberellin was elevated in abundance in sink stem tissue (only found in the AE-treated stem and not detected in controls), while the level of this phytohormone was reduced in the stems of AI-plants (−48%). It was shown that auxin transport inhibitor NPA reduced gibberellin levels in plants (Ross 1998). Gibberellins were also found to enhance sink strength (Roopendra et al. 2018) and regulate sugar alcohol levels (Zhuang et al. 2015). The level of jasmonic acid was not detected under the AI-treated conditions in stems, whereas it was reduced in the root tissue (−81.4%) (Table S4B and C and Figure S4A–C available as Supplementary data at *Tree Physiology* Online).

We also looked at the metabolism of amino acid and nitrogenous compounds in source and sink tissues of hormone-treated plants. In AE-plants, the level of amino acid phenylalanine (+214%) was elevated in abundance in source leaves, whereas, in stem tissue, higher levels of tyramine (a breakdown product of tyrosine) (+52.8%) were detected. Both amino acids act as a precursor in secondary metabolite biosynthesis in plants (Feduraev et al. 2020), supporting a higher level of secondary metabolism found in AE-stem tissues (Table S4B and C and Figure S4A and B available as Supplementary data at *Tree Physiology* Online). AE-treated stems accumulated a higher level of amino acid alanine (+231%), which is interconvertible with pyruvate (Diab and Limami 2016). On the contrary, in sink tissue, the levels of all amino acids were significantly reduced, including notable amino acids glutamine (−35%), proline (−34%) and L-alanine (−26%) (Table S4B and C and Figure S4C available as Supplementary data at *Tree Physiology* Online). Under AI condition, the glutamate-derived GABA (Gamma-aminobutyric acid), which was found to play a role in carbon-nitrogen metabolism and also in regulating C fluxes into the TCA cycle (Bouché and Fromm 2004), was only found in AI-plant roots and not detected in controls. Moreover, the amino acid serine showed higher accumulations in AI-roots (+24.15%), whereas it showed a significant reduction under AE condition (−22.8%), highlighting a potential role of serine in root growth and maintenance (Table S4B and C and Figure S4C available as Supplementary data at *Tree Physiology* Online).

### AE-plants maintained a higher net fixed C export from source to sink tissues

The physiological, transcriptomics and metabolomic analyses revealed that foliar spraying of AE significantly increased root branching frequency and moderately increased root dry weight (27.4% increase in AE vs control, *P* = 0.1) likely facilitated by metabolic drivers such as shifts in the abundances of sugars, sugar alcohols, carbohydrate metabolism products and TCA cycle intermediates (Figures 2–5). To further evaluate whether these phenotypic and molecular changes were primarily due to photosynthate transfer from source to sink tissues, we performed a ^13^CO_2_ tracer experiment. Based on our phenotypic and molecular data, we expected to see a higher enrichment of ^13^C in sink tissues under AE condition indicating the mobilization of the photosynthetically fixed C from source leaves to sink root tissues.

Our results showed the highest δ^13^C values within photosynthetic tissues (i.e., leaves), with both treatments and controls having nearly identical δ^13^C values (~4000‰) (Figure 6 and Table S5 available as Supplementary data at *Tree Physiology* Online). The sink tissues (stem and root) were segmented to evaluate if there were any spatial differences in the ^13^C isotope enrichment levels. Stem-base (2–5 cm region of the stem tissue close to the roots) is critical in establishing and maintaining adventitious (shoot-born) roots and has been shown to accumulate precursor carbohydrates, hormones and other regulatory genes required for root formation and growth (Agulló-Antón et al. 2014, Druege et al. 2019). Therefore, we looked at ^13^C enrichment levels in the stem-base and stem-top (region without stem-base), separately (Figure 6). The migration of the fixed ^13^C signal into stem segments did not change significantly in AE-plants, whereas AI-treated plants showed a moderate reduction in ^13^C enrichment levels in their stem-base (~278‰) compared with controls (~504‰, *P* = 0.16) and AE-plants (~628‰, *P* = 0.21) (Figure 6).

**Figure 6:**
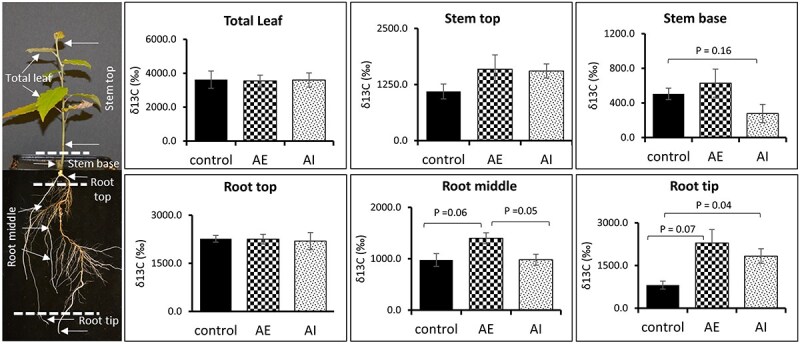
Foliar administration of AE and AI altered the allocation of source leaf fixed ^13^CO_2_ to the sink tissues. Eleven days post-hormone spraying, the plants were moved inside a Plexiglass chamber enriched with ^13^CO_2_ for 4 days. The isotope enrichment levels in different tissues and root segments measured by IRMS are presented. Data averaged from control (*n* = 4), AE (*n* = 4) and AI (*n* = 4) treated biological replicates with three technical replicates. A *t*-test was used for statistical analysis, and error bars represent standard error. AE: auxin enhancer; AI: auxin inhibitor.

To evaluate how effectively our AE and AI treatments modulate C transport into the root tissue, we specifically screened the C assimilation levels in segments of root tissue that include root-top (root region close to stem base), root-middle (a region that comprises most of the main roots with a higher frequency of lateral roots) and root-tip. The root-top tissue showed similar δ^13^C levels under both treatments and control conditions (~2000–2300‰). Further, the AE-plants showed a moderate increase in ^13^C assimilation levels in the root-middle region (~1400‰) compared with the control (~975‰, *P* = 0.06) (Figure 6), signifying that AE treatment led to increased deposition of photosynthetically derived C into sink roots, especially in the region of lateral root growth and emergence, which can be corroborated with the higher lateral root branching frequency observed in AE-plants (Figure 3). On the other hand, AI-plants maintained a similar level of ^13^C assimilation in their root-middle region compared with control plants (Figure 6). In actively dividing root-tip region, interestingly a higher δ^13^C level was found in both AE- (~2290‰, *P* = 0.07) and AI-root tips (~1830‰, *P* = 0.04) compared with controls (~812‰). However, it should be noted that the root tip routinely synthesizes auxins locally (Ljung et al. 2005), and further studies are required to understand the direct effects of foliar sprayed AE and AI on root tip synthesized auxin levels.

Thus, the stable isotope tracer experiment is consistent with our earlier observations of increased root branching frequencies, a moderate increase in root dry weight, and altered primary carbohydrate metabolism in AE-plants (Figures 2 and 3). These results suggest an elevated demand for C pools and increased sink strength in root tissues in plants treated with auxin enhancers.

## Discussion

The process of C allocation is a function of source–sink interactions (Friend et al. 1994). However, the main control of C allocation between source and sink tissues is suggested to lie in sink size and activity (Ho 1988). Therefore, factors affecting the sink strength are possibly the most important for regulating C allocation and partitioning (Gifford and Evans 1981). In this work, we used auxin modulators as chemical tools to alter sink strength and to understand C dynamics in growing poplar plants. We integrated biomass measurements, root architectural phenes, ^13^C assimilation, metabolite profiles and gene expression levels to understand the molecular regulation of sink strength in poplar. Although both stem and root tissues are considered as major sink organs in woody plants, this research is mainly focused on the root tissue and the roles of primary carbohydrate metabolism in root growth and physiology under auxin-mediated altered C sink condition.

Auxins are primary growth regulators that modulate almost every aspect of plant physiology, growth and development. In this study, we amplified and attenuated the PAT from source-to-sink tissues through foliar (leaf) spraying of AE and AI. The positive effects of foliar applications of AE on plant growth include increased root/shoot length and dry mass as previously reported in *Brassica juncea* (Mir et al. 2020), *Vigna radiata* (Ali et al. 2008), *Petunia hybrida* (Ahkami et al. 2013), *Solanum melongena* (Hayat et al. 2006) and soybean (Sarkar et al. 2002). Opposite trends have been reported in the case of AI applications (e.g., NPA) in other plant species, including decreased taproot growth in spruce (Rincón et al. 2003). These observations could be linked to auxin’s roles in stimulating cell division, cell elongation and cell differentiation (Sitbon and Perrot-Rechenmann 1997). Moreover, the stimulatory effect of auxin on plant growth and development is also associated with its impact on higher production of the carbohydrate content in plants (Ahkami et al. 2013, Sadak and Dawood 2013). Previous studies showed the stimulatory effects of auxin application in the mobilization of carbohydrates in source leaves, elevated the translocation of assimilates and enhanced sugar availability in sink (root) tissues (Haissig 1974, Altman and Wareing 1975, Haissig 1986, Husen and Pal 2007, Agulló-Antón et al. 2011). Furthermore, Mishra et al. (2009) observed that auxin homeostasis and related control of sink tissue development can be modulated by sugar signaling (Mishra et al. 2009). Therefore, in our study, we hypothesized that enhancement or repression of phloem-transported auxin levels could modulate C allocation and potentially reveal the molecular drivers responsible for long-distance source (shoot)–sink (root) C relationships and sink strength in poplar.

In our auxin-mediated sink strength modulation experiment, the AE-plants showed a moderate increase in root dry weight (Figure 2) over the control plants, whereas the AI-plants showed a moderate reduction in root dry weight versus the control (Figure 2), thereby creating contrasting platforms to study the metabolism involved in C allocation and sink (root) strength in poplar. The increase in root dry weight in AE-plants, without changes in source leaf dry weight or leaf counts in AE-plants vs controls (Figure 2 and Table S1 available as Supplementary data at *Tree Physiology* Online), indicates that AE foliar spraying modulated exclusively sink strength in poplar. Further, we performed image-based root phenotyping to screen specific root architectural parameters under the two contrasting sink conditions and observed an increase in lateral root branching frequency upon treatment with AE (Figure 3). In contrast, AI-plants showed no significant changes in lateral root branching frequency but displayed reduced root area and maximum root width compared with controls (Figure 3). These results highlight that the increase in root dry weight in AE-plants could be primarily driven by increased lateral root density, whereas a reduction in root dry weight in AI plants could be mainly governed by decreased root area and root thickness-related traits. In AE-treated plants, we did not observe a correlation between lateral root branching frequency and the total root area, where the lateral root branching frequency increased while the total root area showed no changes compared with controls (Figure 3). To capture all the thin lateral roots by imaging, we placed the root system in a black tray with water to evenly spread all lateral roots. However, during image processing and trait extraction using the DIRT software package, we noticed that increasing the threshold to capture all lateral roots could lead to increasing background noise in other root traits. So, one of the possible reasons for observing just minor effects on root area could be the technical limitations associated with thresholding-based root image analysis. Other possible reasons for not observing a more pronounced root phenotype in AE- and AI-treated plants versus controls include (i) the concentrations of AE and AI hormones used for foliar spraying (see below), (ii) directing the synthetic auxins toward root tissue primarily via source leaf absorption to mimic naturally enhanced/repressed polar auxin flow (compared with studies that directly apply auxin modulators on growing roots), which could limit the optimal on-site auxin concentration to significantly impact root growth, and (iii) the root developmental stage in our study (well-established 4–5 weeks old root system prior to foliar spraying) in which the sprayed auxin modulators mainly impacted lateral root growth rather than establishing newer (adventitious) roots. Although foliar application of phytohormones, fertilizers, and micro- and macronutrients is known to enhance plant growth by improving photosynthesis and resource allocation, the cuticular penetration of sprayed components are considered as rate-limiting factors in foliar absorption (Kerstiens 1996). In future studies, optimizing a more efficient and precise delivery of hormones and their concentrations could increase a higher sink strength level, thereby obtaining more pronounced and measurable root phenotypes for image-based studies.

Sink establishment and maintenance are facilitated by a continuous biosynthesis, deposition and modification of cell wall polymers that comprise the structural carbohydrates of plants. Auxin regulates cell expansion and cell wall biosynthesis through cell wall modification genes including polygalacturonase (Peretto et al. 1992, Jobert et al. 2021), expansins and xyloglucan endotransglucosylase (XTH) (Majda and Robert 2018). Polygalacturonase is a pectin remodifying enzyme exclusively expressed under auxin’s influence to loosen the cell walls to facilitate the lateral root emergence process (Peretto et al. 1992, Jobert et al. 2021). Interestingly, the gene expression analysis of AE-roots identified a transcript encoding polygalacturonase (Figure 4 and Table S3 available as Supplementary data at *Tree Physiology* Online), reaffirming an active lateral root (sink) growth under AE condition as highlighted by our root phenotypic results (Figures 2 and 3). This candidate gene combined with other lateral root growth-related genes induced in AE-roots (marked by blue arrows in Figure 4 and listed in Table S3 available as Supplementary data at *Tree Physiology* Online) stand as promising candidates to determine their functions in increasing sink strength in poplar and other related tree species.

Metabolomic analysis revealed differences in leaf, stem and root tissues between AE and AI treatments compared with controls (Figure S1 available as Supplementary data at *Tree Physiology* Online; PC1 axis of PCA plots), indicating a shift in metabolism as a result of our auxin-stimulated carbon sink approach which could explain the observed phenotypic differences in root tissue (Figures 2 and 3). To assess whether these metabolic shifts in sink tissues can be associated with source-to-sink C allocation, we performed ^13^CO_2_ enrichment of hormone-sprayed plants and control plants to evaluate whether the treated plants maintained a higher/lower C allocation from source leaf to sink tissues compared with controls. Although AE-plants retained a moderate increase in ^13^C allocation to stem segments, i.e., stem-base and stem-top, such as, they showed a significantly higher C allocation to the root region with a high frequency of lateral roots (root-middle) compared with controls (Figure 6). Although we observed a higher allocation of ^13^C to root middle region, indicating a possible increase in sink strength in the form of lateral roots, AE plant roots did not show an increase in total root area. Therefore, another possible scenario could be redistribution of assimilates between root segments toward branching (Sharkey 2015). However, the AI-plants demonstrated similar ^13^C enrichment levels in leaves, stems and root-middle region compared with control plants (Figure 6). This latter observation is likely attributable to the relatively lower AI concentration used in this study as foliar application (100 μM NPA). Other studies in woody plants, for example in oak, used a higher concentration of up to 200 μM of NPA (Valladares et al. 2020), which was directly applied at the site of root initiation to inhibit root formation. Despite auxin being a plant growth regulator, a higher concentration of foliar sprayed auxin negatively impacted plant height and biomass yield (Rastogi et al. 2013, Di Benedetto et al. 2015, Nassef and El-aref 2018), therefore highlighting the need to optimize the hormone concentration based on the plant species studied. We tested and used an optimal concentration of AI for foliar spraying to avoid chemical stress on source leaves, as shown by no reduction in leaf number or leaf dry weight under AI-condition (Figure 2 and File S1 available as Supplementary data at *Tree Physiology* Online). In addition, our C isotope enrichment experiment was conducted for a period of 4 days after completing our spraying experiments, and it is possible that during this 4-day period, AI-plants lacked a higher concentration of AI in foliar leaf tissue to more effectively repress the PAT, thereby resuming the C allocation rates similar to the control plants. However, we suggest that the sink phenotype (root biomass and associated metabolism) obtained through AE-treatment could primarily be due to increased C flow to sink tissues that altered root metabolism and growth. Therefore, the specific metabolites that were significantly altered in hormone-treated tissues compared with controls can potentially involve in source-to-sink C communication and contribute to sink strength in poplar. Here, we mainly discus the results pertaining to primary carbohydrates, sugar alcohols, starch breakdown products and TCA/glyoxylate cycle metabolites (Figures 5 and 7).

**Figure 7:**
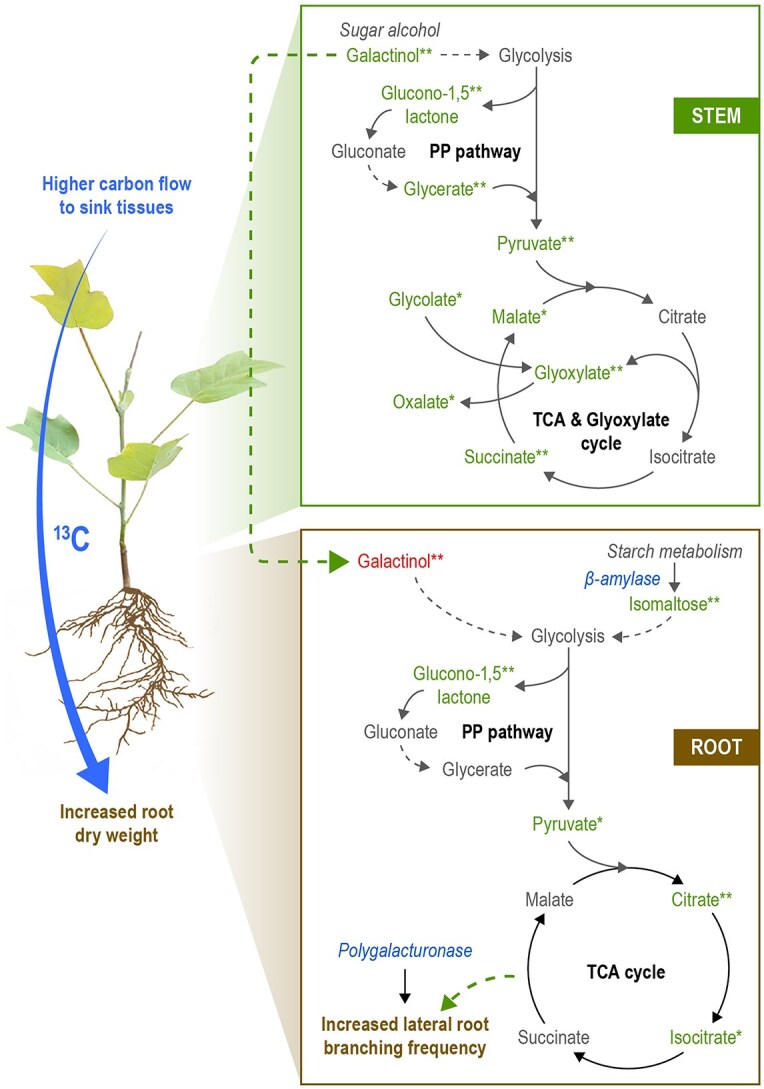
A model depicting source–sink carbon relationships including molecular drivers of sink strength in poplar. We suggest that the source–sink carbon relationships in poplar could be fueled by mobile sugar alcohols and starch metabolism-derived sugars as key molecular drivers of sink strength. We also postulate a very important role of TCA cycle intermediates in providing the energy demands during sink (root) growth. Black solid arrows indicate direct relationships between intermediates derived from the KEGG pathway, whereas black dashed arrows represent indirect relationships. Metabolites in green and red colors denote an increase and decrease in abundance, respectively (under AE condition). Transcripts in blue color are increased in expression levels under the influence of auxin enhancers. Green dashed arrows highlight our hypotheses on the possibility of galactinol transport from stem to root and the possible role of TCA cycle intermediates in providing energy for lateral root branching and improving sink strength. (^*^^*^ denotes *P* < 0.05 and ^*^ denotes 0.05 < *P* ≤ 0.1). PP pathway, pentose phosphate pathway.

Although sucrose is the major photosynthetically fixed phloem translocated sugar in most plant species, we did not find any significant changes in sucrose levels in sink tissues (root and stem) under both AE and AI treatments. However, we found significant shifts in the levels of different types of mobile sugar alcohols in stem and root tissues (Figure 5). For example, the stem tissue of AE-plants showed higher levels of the mobile sugar alcohol galactinol (Figure 5), which is a precursor of raffinose family oligosaccharide biosynthesis in plants. In poplar, a higher phloem galactinol level was achieved by overexpressing the galactinol synthase gene, which led to an increase in phloem sucrose and starch level and starch deposition in xylem tissue (Unda et al. 2017), highlighting the role of galactinol in C metabolism and transport in poplar trees. In another study (Coleman et al. 2007), an attempt to alter C metabolism in hybrid poplar (*P. alba × *P.* grandidentata*) by overexpressing *Acetobacter xylinum* UDP-glucose pyrophosphorylase led to an increase in sugar alcohols comprising galactinol, galactitol and myo-inositol which resulted in a higher starch and cellulose levels, underscoring the link between sugar alcohol accumulations and primary carbohydrate metabolism. Also, disruption of sink C allocation in aspen (*P. tremula*) by stem girdling increased galactinol levels in stem tissue, suggesting a role of this sugar alcohol in C allocation in *Populus sp.* (Lihavainen et al. 2021). In our study, a higher galactinol level in AE-stem tissue indicates a higher C allocation to the stem tissue, which was commensurate with a higher overall trend (but not significant) in ^13^C enrichment levels in stem segments under the same condition (Figure 6). Significant higher accumulations of glyoxylate and glycerate in stem tissue (Figure 5) is another indication of increased C pool and metabolism under AE condition. Focusing on root tissue, both AE- and AI-plants showed reduced levels of sugar alcohols in which AE-plants contained lower levels of major sugar alcohols galactinol and galactitol, whereas AI-plants showed a lower level of ribitol compared with controls (Figure 5). A lower level of major sugar alcohols in roots (including galactinol) under AE condition indicates either there was a lower translocation of sugar alcohols from the stem (which showed a higher galactinol level) to the root, or consumption of these sugar alcohols during root growth (root branching). Altogether, modulating auxin transport altered the levels of major sugar alcohols, especially in sink tissues, highlighting their possible roles in regulating sink strength in poplar.

Starch content and mobilisation play a critical role in C allocation, sink establishment and sink strength (Regier et al. 2010, Hartmann and Trumbore 2016, MacNeill et al. 2017, Noronha et al. 2018, Song et al. 2019). We found a higher level of isomaltose (derived from the starch breakdown process) (Figure 6) together with a higher expression level of a beta-amylase transcript in root tissue only in AE-plants (Figure 4), highlighting an increase in the starch breakdown process under AE condition in roots. 

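The β-amylase transcript had 19.9 ± 1.03 CPM (SD, n = 4) in AI-roots and 20.2 ± 1.29 CPM (SD, n = 4) in control-AI roots, with a log2 fold change of -0.02 (standard error 0.09, exact permutation p = 0.657), and 23.6 CPM in AI replicate 1, which has 181734 counts and is not among the libraries of Table S3. The sign of this change reversed to 0.01 without AI replicate 5. Its change under AE exceeded its change under AI by 0.50 on the log2 scale over the Table S3 libraries (standard error 0.14, adjusted p over the list of 5 genes alone = 0.00382 in edgeR's test) and by 0.38 over the acceptable-label libraries (standard error 0.18, 0.0475). The 5 genes were chosen by the study on these libraries.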

In Arabidopsis, loss of function of the beta-amylase gene resulted in decreased starch metabolism, which reduced the primary root length (Song et al. 2019). Here, the increase in starch catabolism product can be associated with observed higher root biomass and lateral root branching frequency (sink size) (Figures 2 and 3). On the other hand, the AI-plants showed reduced levels of D-trehalose in leaf and root tissues (Figure 5). Trehalose was found to increase starch biosynthesis in Arabidopsis and to induce the expression of beta-amylase gene expression (Wingler et al. 2000), altogether indicating a possible lower starch catabolism in AI-root tissue. The higher level of isomaltose in AE-roots could likely fuel glycolysis and cellular respiration via the TCA cycle, thereby generating ATP and C compounds required for sink activities. However, to validate this assumption, the actual starch content in source and sink tissues should be quantified in future works.

Cellular respiration involves controlled breakdown of sugars that arise from sucrose and starch metabolism through glycolytic pathways to ultimately yield ATP, NADH and C skeleton via TCA/glyoxylate cycle to support basic cellular activities. In aspen (*P. tremula*), a reduced sink C allocation by stem girdling approach led to a higher C level in the stem tissue that altered the metabolic flux through TCA cycle metabolites, highlighting the role of the TCA cycle in maintaining carbon–nitrogen balance in poplars (Lihavainen et al. 2021). Plant hormone auxin was found to regulate cellular respiration (Leonova et al. 1985) and in turn, perturbation of TCA cycle metabolism affected the PAT process (Ohbayashi et al. 2019). Further, auxin-sensitive mutant plants (with altered auxin signaling) were shown to have impairments in the usage of starch that were most likely linked with changes in the levels of TCA cycle intermediates, signifying the relationship between cellular respiration and auxin-mediated growth (Batista-Silva et al. 2019). However, our understanding about the impacts of auxin availability and C pool and their relationships on TCA cycle activation is fragmentary. In sink stem tissue, AE-plants showed a very high level of pyruvate and TCA cycle metabolites, including succinate, glyoxylate and its precursor glycolate (Figure 5), thereby suggesting a higher primary carbohydrate metabolism to yield ATP via the TCA cycle and a possible activated sugar biosynthesis via the glyoxylate cycle to support the sink demand. However, in the sink root tissue, a significantly higher level of citrate was accumulated under AE condition (while the opposite trend was observed under AI condition) indicating an increase in TCA cycle activity in roots which could be possibly fueled by the elevated isomaltose levels (Figures 5 and 7) arising out of the starch breakdown process. In poplar, during spring, a transition from bud break to expanding leaves (growing young leaf act as sink tissue) resulted in a peak abundance of starch breakdown product (maltose) accompanied by an increase in TCA cycle metabolites (malate, succinate, 2-oxoglutarate), highlighting the involvement of starch breakdown process and TCA cycle in sink growth (Watanabe et al. 2018). In a recent study, manipulation of TCA cycle-associated genes in Arabidopsis showed a reduction in the starch level and its degradation in leaf tissue which was reported to be associated with a reduced TCA cycle metabolite level, highlighting the link between mitochondrial respiration and starch metabolism (Zhang et al. 2021). Moreover, the mitochondrial respiration process was involved in secondary cell wall formation in roots (van der Merwe et al. 2010), and down-regulation of a TCA cycle gene (mitochondrial malate dehydrogenase) resulted in reduced root area, root weight and respiration rate in tomato (van der Merwe et al. 2009). Interestingly, in our study, AI-plant roots showed reduced levels of most of the TCA cycle metabolites and glyoxylate levels (Figure 5), which can be correlated with the observed reduced root biomass and root phenotypes such as root area and maximum root width (Figures 2 and 3). Overall, our work highlights an important role of the TCA cycle, and specifically citrate, in enabling plants to import and assimilate C to sink tissues under an auxin-modulated C-enriched condition in poplar (Figure 7).

In summary, this is the first comprehensive study of source–sink C relationships in trees like poplar where foliar treatments of auxins were applied to modulate carbon allocation from source leaf to sink root tissues. Through foliar spraying of synthetic auxins, we developed a novel contrasting C allocation/demanding platform and unraveled the potential roles of primary carbohydrate metabolism in sink tissues. As a result, we identified starch metabolism-related products, sugar and sugar alcohols, and TCA cycle intermediates as key molecular drivers of sink strength in poplar and summarized the major findings as a postulated model in Figure 7. The genes and metabolites identified in sink tissues in this study are potential targets for genetic engineering to improve sink strength in poplar plants. As patterns of ^13^C allocation to belowground differ between growth periods (in particular in trees) (Zhou et al. 2022), a time-course study should be performed to understand the dynamics of C allocation and partitioning throughout the early and later stages of sink tissue growth and development. To further complement our understanding of the C allocation process in trees, future studies should also consider the complexity of tree perenniality and design experiments in the field under various environmental perturbations. Furthermore, belowground C allocation, including root exudation and C transfer to microbial communities in the rhizosphere, can constitute an important C sink function (Hartmann et al. 2020), which is a very important and exciting topical area to be investigated in future studies.

## Supplementary Material

Sup_Figures_tpad073

Balasubramanian_et_al_2022_supplementary_tables_tpad073

## References

[ref1] Abas L, Kolb M, Stadlmann J et al. (2021) Naphthylphthalamic acid associates with and inhibits PIN auxin transporters. Proc Natl Acad Sci USA 118:e2020857118. 10.1073/pnas.2020857118. 33443187 PMC7817115

[ref3] Agulló-Antón MÁ, Sánchez-Bravo J, Acosta M, Druege U (2011) Auxins or sugars: what makes the difference in the adventitious rooting of stored carnation cuttings? J Plant Growth Regul 30:100–113.

[ref2] Agulló-Antón MÁ, Ferrández-Ayela A, Fernández-García N, Nicolás C, Albacete A, Pérez-Alfocea F, Sánchez-Bravo J, Pérez-Pérez JM, Acosta M (2014) Early steps of adventitious rooting: morphology, hormonal profiling and carbohydrate turnover in carnation stem cuttings. Physiol Plant 150:446–462.24117983 10.1111/ppl.12114

[ref4] Ahkami AH, Melzer M, Ghaffari MR, Pollmann S, Ghorbani Javid M, Shahinnia F, Hajirezaei MR, Druege U (2013) Distribution of indole-3-acetic acid in *Petunia hybrida* shoot tip cuttings and relationship between auxin transport, carbohydrate metabolism and adventitious root formation. Planta 238:499–517.23765266 10.1007/s00425-013-1907-zPMC3751230

[ref5] Ali B, Hayat S, Aiman Hasan S, Ahmad A (2008) A comparative effect of IAA and 4-cl-IAA on growth, nodulation and nitrogen fixation in *Vigna radiata* (L.) Wilczek. Acta Physiol Plant 30:35–41.

[ref6] Altman A, Wareing PF (1975) The effect of IAA on sugar accumulation and basipetal transport of 14C-labelled assimilates in relation to root formation in *Phaseolus vulgaris* cuttings. Physiol Plant 33:32–38.

[ref7] Amijima M, Iwata Y, Koizumi N, Mishiba K (2014) The polar auxin transport inhibitor TIBA inhibits endoreduplication in dark grown spinach hypocotyls. Plant Sci 225:45–51.25017158 10.1016/j.plantsci.2014.05.007

[ref8] Batista-Silva W, Medeiros DB, Rodrigues-Salvador A et al. (2019) Modulation of auxin signalling through DIAGETROPICA and ENTIRE differentially affects tomato plant growth via changes in photosynthetic and mitochondrial metabolism. Plant Cell Environ 42:448–465.30066402 10.1111/pce.13413

[ref9] Bihmidine S, Hunter C, Johns C, Koch K, Braun D (2013) Regulation of assimilate import into sink organs: update on molecular drivers of sink strength. Front Plant Sci 4:177. 10.3389/fpls.2013.00177.PMC367119223761804

[ref10] Bouché N, Fromm H (2004) GABA in plants: just a metabolite? Trends Plant Sci 9:110–115.15003233 10.1016/j.tplants.2004.01.006

[ref11] Brown DE, Rashotte AM, Murphy AS, Normanly J, Tague BW, Peer WA, Taiz L, Muday GK (2001) Flavonoids act as negative regulators of auxin transport in vivo in arabidopsis. Plant Physiol 126:524–535.11402184 10.1104/pp.126.2.524PMC111146

[ref12] Bucksch A, Burridge J, York LM, Das A, Nord E, Weitz JS, Lynch JP (2014) Image-based high-throughput field phenotyping of crop roots. Plant Physiol 166:470–486.25187526 10.1104/pp.114.243519PMC4213080

[ref13] Chamont S (1993) Sink strength: the key for plant yield modeling. Plant Cell Environ 16:1033–1034.

[ref16] Coleman HD, Canam T, Kang K-Y, Ellis DD, Mansfield SD (2007) Over-expression of UDP-glucose pyrophosphorylase in hybrid poplar affects carbon allocation. J Exp Bot 58:4257–4268.18182429 10.1093/jxb/erm287

[ref17] Coleman HD, Samuels AL, Guy RD, Mansfield SD (2008) Perturbed lignification impacts tree growth in hybrid poplar--a function of sink strength, vascular integrity, and photosynthetic assimilation. Plant Physiol 148:1229–1237.18805953 10.1104/pp.108.125500PMC2577275

[ref19] Copes DL, Mandel NL (2000) Effects of IBA and NAA treatments on rooting Douglas-fir stem cuttings. New Forest (Dordr) 20:249–257.

[ref20] Damodaran S, Strader LC (2019) Indole 3-butyric acid metabolism and transport in *Arabidopsis thaliana*. Front Plant Sci 10:851. 10.3389/fpls.2019.00851.PMC661611131333697

[ref21] Das A, Schneider H, Burridge J et al. (2015) Digital imaging of root traits (DIRT): a high-throughput computing and collaboration platform for field-based root phenomics. Plant Methods 11:51. 10.1186/s13007-015-0093-3.26535051 PMC4630929

[ref22] De Zio E, Trupiano D, Karady M, Antoniadi I, Montagnoli A, Terzaghi M, Chiatante D, Ljung K, Scippa GS (2019) Tissue-specific hormone profiles from woody poplar roots under bending stress. Physiol Plant 165:101–113.30187489 10.1111/ppl.12830

[ref23] Di Benedetto A, Galmarini C, Tognetti J (2015) Effects of combined or single exogenous auxin and/or cytokinin applications on growth and leaf area development in *Epipremnum aureum*. J Hortic Sci Biotech 90:643–654.

[ref24] Diab H, Limami AM (2016) Reconfiguration of N metabolism upon hypoxia stress and recovery: roles of alanine aminotransferase (AlaAT) and glutamate dehydrogenase (GDH). Plan Theory 5:25. 10.3390/plants5020025.PMC493140527258319

[ref25] Dominguez PG, Niittylä T (2021) Mobile forms of carbon in trees: metabolism and transport. Tree Physiol 42:458–487.10.1093/treephys/tpab123PMC891941234542151

[ref26] Druege U, Hilo A, Pérez-Pérez JM, Klopotek Y, Acosta M, Shahinnia F, Zerche S, Franken P, Hajirezaei MR (2019) Molecular and physiological control of adventitious rooting in cuttings: phytohormone action meets resource allocation. Ann Bot 123:929–949.30759178 10.1093/aob/mcy234PMC6589513

[ref27] Faulkner IJ, Rubery PH (1992) Flavonoids and flavonoid sulphates as probes of auxin-transport regulation in *Cucurbita pepo* hypocotyl segments and vesicles. Planta 186:618–625.24186794 10.1007/BF00198044

[ref28] Feduraev P, Skrypnik L, Riabova A, Pungin A, Tokupova E, Maslennikov P, Chupakhina G (2020) Phenylalanine and tyrosine as exogenous precursors of wheat (*Triticum aestivum* L.) secondary metabolism through PAL-associated pathways. Plants (Basel) 9:476. 10.3390/plants9040476.PMC723828032283640

[ref18] Friend AL, Coleman MD, Isebrands JG (1994) Carbon Allocation to Root and Shoot Systems of Woody Plants. In: Davis TD, Haissig BE (eds) Biology of Adventitious Root Formation. Basic Life Sciences, vol 62:245–273. Springer, Boston, MA. 10.1007/978-1-4757-9492-2_18.

[ref29] Garrido G, Ramón Guerrero J, Angel Cano E, Acosta M, Sánchez-Bravo J (2002) Origin and basipetal transport of the IAA responsible for rooting of carnation cuttings. Physiol Plant 114:303–312.11903978 10.1034/j.1399-3054.2002.1140217.x

[ref30] Gifford RM, Evans LT (1981) Photosynthesis, carbon partitioning, and yield. Annu Rev Plant Physiol 32:485–509.

[ref31] Guan L, Li Y, Huang K, Cheng Z-M (2020) Auxin regulation and MdPIN expression during adventitious root initiation in apple cuttings. Hortic Res 7:143. 10.1038/s41438-020-00364-3.32922815 PMC7459121

[ref32] Haissig BE (1974) Metabolism during adventitious root primordium initiation and development. N Z J For Sci 4:324–337.

[ref33] Haissig BE (1986) Metabolic processes in adventitious rooting of cuttings. In: Jackson MB (ed.) New root formation in plants and cuttings. Springer, Netherlands, Dordrecht, pp 141–189. 10.1007/978-94-009-4358-2_5

[ref34] Hansen H, Grossmann K (2000) Auxin-induced ethylene triggers Abscisic acid biosynthesis and growth Inhibition1. Plant Physiol 124:1437–1448.11080318 10.1104/pp.124.3.1437PMC59240

[ref36] Hartmann H, Trumbore S (2016) Understanding the roles of nonstructural carbohydrates in forest trees – from what we can measure to what we want to know. New Phytol 211:386–403.27061438 10.1111/nph.13955

[ref35] Hartmann H, Bahn M, Carbone M, Richardson AD (2020) Plant carbon allocation in a changing world – challenges and progress: introduction to a virtual issue on carbon allocation. New Phytol 227:981–988.32662104 10.1111/nph.16757

[ref37] Hayat S, Fariduddin Q, Barket A (2006) Effect of chloroindole auxins on the growth and nitrate reductase activity in *Solanum melongena*. Asian J Plant Sci 5:14–16.

[ref38] Hiller K, Hangebrauk J, Jäger C, Spura J, Schreiber K, Schomburg D (2009) MetaboliteDetector: comprehensive analysis tool for targeted and nontargeted GC/MS based metabolome analysis. Anal Chem 81:3429–3439.19358599 10.1021/ac802689c

[ref39] Ho LC (1988) Metabolism and compartmentation of imported sugars in sink organs in relation to sink strength. Annu Rev Plant Physiol Plant Mol Biol 39:355–378.

[ref41] Husen A, Pal M (2007) Metabolic changes during adventitious root primordium development in *Tectona grandis* Linn. f. (teak) cuttings as affected by age of donor plants and auxin (IBA and NAA) treatment. New Forest (Dordr) 33:309–323.

[ref42] Jeong ML, Jiang H, Chen H-S, Tsai C-J, Harding SA (2004) Metabolic profiling of the sink-to-source transition in developing leaves of quaking aspen. Plant Physiol 136:3364–3375.15448196 10.1104/pp.104.044776PMC523395

[ref43] Jing SU, Wei-fang CUI, Ling-cheng ZHU, Bai-yun LI, Feng-wang MA, Ming-jun LI (2022) Response of carbohydrate metabolism-mediated sink strength to auxin in shoot tips of apple plants. J Integr Agric 21:422–433.

[ref44] Jobert F, Soriano A, Brottier L, Casset C, Divol F, Safran J, Lefebvre V, Pelloux J, Robert S, Péret B (2022) Auxin triggers pectin modification during rootlet emergence in white lupin. Plant J 112:1127–1140.10.1111/tpj.1599336178138

[ref45] Josse J, Husson F (2016) missMDA: a package for handling missing values in multivariate data analysis. J Stat Softw 70:1–31.

[ref46] Kerstiens G (1996) Cuticular water permeability and its physiological significance. J Exp Bot 47:1813–1832.

[ref47] Kind T, Wohlgemuth G, Lee DY, Lu Y, Palazoglu M, Shahbaz S, Fiehn O (2009) FiehnLib: mass spectral and retention index libraries for metabolomics based on quadrupole and time-of-flight gas chromatography/mass spectrometry. Anal Chem 81:10038–10048.19928838 10.1021/ac9019522PMC2805091

[ref48] Lê S, Josse J, Husson F (2008) FactoMineR: an R package for multivariate analysis. J Stat Softw 25:1–18.

[ref49] Lemoine R, La Camera S, Atanassova R et al. (2013) Source-to-sink transport of sugar and regulation by environmental factors. Front Plant Sci 4:272. 10.3389/fpls.2013.00272.PMC372155123898339

[ref50] Leonova LA, Gamburg KZ, Vojnikov VK, Varakina NN (1985) Promotion of respiration by auxin in the induction of cell division in suspension culture. J Plant Growth Regul 4:169. 10.1007/BF02266954.

[ref51] Li G, Lin R, Egekwu C et al. (2020) Seasonal nitrogen remobilization and the role of auxin transport in poplar trees. J Exp Bot 71:4512–4530.32161967 10.1093/jxb/eraa130PMC7382381

[ref53] Lihavainen J, Edlund E, Björkén L, Bag P, Robinson KM, Jansson S (2021) Stem girdling affects the onset of autumn senescence in aspen in interaction with metabolic signals. Physiol Plant 172:201–217.33368469 10.1111/ppl.13319PMC8248097

[ref54] Lin C, Sauter M (2019) Polar auxin transport determines adventitious root emergence and growth in rice. Front Plant Sci 10:444–444.31024605 10.3389/fpls.2019.00444PMC6465631

[ref55] Ljung K, Hull AK, Celenza J, Yamada M, Estelle M, Normanly J, Gr S (2005) Sites and regulation of auxin biosynthesis in arabidopsis roots. Plant Cell 17:1090–1104.15772288 10.1105/tpc.104.029272PMC1087988

[ref57] Loescher W, McCamant T, Keller J (1990) Carbohydrate reserves, translocation, and storage in woody plant roots. Hortic Sci 25:274–281.

[ref58] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:550. 10.1186/s13059-014-0550-8.25516281 PMC4302049

[ref59] Lu N, Dai L, Luo Z, Wang S, Wen Y, Duan H, Hou R, Sun Y, Li Y (2017) Characterization of the transcriptome and gene expression of tetraploid black locust cuttings in response to etiolation. Genes 8:345.29186815 10.3390/genes8120345PMC5748663

[ref61] MacNeill GJ, Mehrpouyan S, Minow MAA, Patterson JA, Tetlow IJ, Emes MJ (2017) Starch as a source, starch as a sink: the bifunctional role of starch in carbon allocation. J Exp Bot 68:4433–4453.28981786 10.1093/jxb/erx291

[ref62] Majda M, Robert S (2018) The role of auxin in cell wall expansion. Int J Mol Sci 19:951. 10.3390/ijms19040951.29565829 PMC5979272

[ref62a] Marcelis LF (1996) Sink strength as a determinant of dry matter partitioning in the whole plant. J Exp Bot 47 Spec No:1281-91. 10.1093/jxb/47.Special_Issue.1281. PMID: 21245260.21245260

[ref63] Mayrhofer S, Heizmann U, Magel E, Eiblmeier M, Müller A, Rennenberg H, Hampp R, Schnitzler JP, Kreuzwieser J (2004) Carbon balance in leaves of young poplar trees. Plant Biol (Stuttg) 6:730–739.15570479 10.1055/s-2004-821268

[ref66] Michniewicz M, Brewer PB, Friml J (2007) Polar auxin transport and asymmetric auxin distribution. Arabidopsis Book 5:e0108. https://doi.org/10.1199/tab. 0108.22303232 10.1199/tab.0108PMC3243298

[ref67] Mir AR, Siddiqui H, Alam P, Hayat S (2020) Foliar spray of auxin/IAA modulates photosynthesis, elemental composition, ROS localization and antioxidant machinery to promote growth of *Brassica juncea*. Physiol Mol Biol Plants 26:2503–2520.33424161 10.1007/s12298-020-00914-yPMC7772134

[ref69] Mishra BS, Singh M, Aggrawal P, Laxmi A (2009) Glucose and auxin signaling interaction in controlling *Arabidopsis thaliana* seedlings root growth and development. PloS One 4:e4502. 10.1371/journal.pone.0004502.19223973 PMC2637607

[ref68] Mishra BS, Sharma M, Laxmi A (2022) Role of sugar and auxin crosstalk in plant growth and development. Physiol Plant;174:e13546. 10.1111/ppl.13546. PMID: 34480799.34480799

[ref70] Nassef D, El-aref H (2018) Effect of foliar spray with IAA and GA3 on production and protein synthesis of two summer squash hybrid cultivars. Egypt J Hortic 0:121–143.

[ref71] Nielsen KL, Lynch JP, Jablokow AG, Curtis PS (1994) Carbon cost of root systems: an architectural approach. Plant Soil 165:161–169.

[ref72] Noronha H, Silva A, Dai Z, Gallusci P, Rombolà AD, Delrot S, Gerós H (2018) A molecular perspective on starch metabolism in woody tissues. Planta 248:559–568.30022278 10.1007/s00425-018-2954-2PMC6096779

[ref73] Novák O, Hényková E, Sairanen I, Kowalczyk M, Pospíšil T, Ljung K (2012) Tissue-specific profiling of the *Arabidopsis thaliana* auxin metabolome. Plant J Cell Mol Biol 72:523–536.10.1111/j.1365-313X.2012.05085.x22725617

[ref74] Ohbayashi I, Huang S, Fukaki H, Song X, Sun S, Morita MT, Tasaka M, Millar AH, Furutani M (2019) Mitochondrial pyruvate dehydrogenase contributes to auxin-regulated organ development. Plant Physiol 180:896–909.30894418 10.1104/pp.18.01460PMC6548247

[ref75] Oksanen J, Blanchet FG, Kindt R, Legendre P, Minchin P, O'Hara B, Simpson G, Solymos P, Stevens H, Wagner H (2015) Vegan: Community Ecology Package. R Package Version 2.2-1. 2. 1–2.

[ref77] Peer WA, Murphy AS (2007) Flavonoids and auxin transport: modulators or regulators? Trends Plant Sci 12:556–563.18198522 10.1016/j.tplants.2007.10.003

[ref76] Peer WA, Bandyopadhyay A, Blakeslee JJ, Makam SN, Chen RJ, Masson PH, Murphy AS (2004) Variation in expression and protein localization of the PIN family of auxin efflux facilitator proteins in flavonoid mutants with altered auxin transport in *Arabidopsis thaliana* [W]. Plant Cell 16:1898–1911.15208397 10.1105/tpc.021501PMC514169

[ref78] Peretto R, Favaron F, Bettini V, De Lorenzo G, Marini S, Alghisi P, Cervone F, Bonfante P (1992) Expression and localization of polygalacturonase during the outgrowth of lateral roots in *Allium porrum* L. Planta 188:164–172.24178252 10.1007/BF00216810

[ref79] Petrášek J, Ji F (2009) Auxin transport routes in plant development. Development 136:2675–2688.19633168 10.1242/dev.030353

[ref80] Pluskal T, Castillo S, Villar-Briones A, Oresic M (2010) MZmine 2: modular framework for processing, visualizing, and analyzing mass spectrometry-based molecular profile data. BMC Bioinformatics 11:395. 10.1186/1471-2105-11-395.20650010 PMC2918584

[ref81] Proels RK, Roitsch T (2009) Extracellular invertase LIN6 of tomato: a pivotal enzyme for integration of metabolic, hormonal, and stress signals is regulated by a diurnal rhythm. J Exp Bot 60:1555–1567.19297549 10.1093/jxb/erp027

[ref82] Rasouli H, Farzaei MH, Mansouri K, Mohammadzadeh S, Khodarahmi R (2016) Plant cell cancer: may natural phenolic compounds prevent onset and development of plant cell malignancy? A literature review. Molecules 21:1104.27563858 10.3390/molecules21091104PMC6274315

[ref83] Rastogi A, Siddiqui A, Mishra BK, Srivastava M, Pandey R, Misra P, Singh M, Shukla SK (2013) Effect of auxin and gibberellic acid on growth and yield components of linseed (*Linum usitatissimum* L.). Crop Breed Appl Biotechnol 13:136–143.

[ref84] Regier N, Streb S, Zeeman SC, Frey B (2010) Seasonal changes in starch and sugar content of poplar (*Populus deltoides* × *nigra* cv. Dorskamp) and the impact of stem girdling on carbohydrate allocation to roots. Tree Physiol 30:979–987.20538808 10.1093/treephys/tpq047

[ref85] Rincón A, Priha O, Sotta B, Bonnet M, Le Tacon F (2003) Comparative effects of auxin transport inhibitors on rhizogenesis and mycorrhizal establishment of spruce seedlings inoculated with *Laccaria bicolor*. Tree Physiol 23:785–791.12839732 10.1093/treephys/23.11.785

[ref86] Rivas-Ubach A, Sardans J, Hódar JA, Garcia-Porta J, Guenther A, Paša-Tolić L, Oravec M, Urban O, Peñuelas J (2017) Close and distant: contrasting the metabolism of two closely related subspecies of scots pine under the effects of folivory and summer drought. Ecol Evol 7:8976–8988.29152192 10.1002/ece3.3343PMC5677489

[ref87] Roitsch T, Ehneß R (2000) Regulation of source/sink relations by cytokinins. Plant Growth Regul 32:359–367.

[ref88] Roopendra K, Sharma A, Chandra A, Saxena S (2018) Gibberellin-induced perturbation of source-sink communication promotes sucrose accumulation in sugarcane. Biotechnology 8:418–418.10.1007/s13205-018-1429-2PMC614349030237965

[ref89] Ross JJ (1998) Effects of auxin transport inhibitors on gibberellins in pea. J Plant Growth Regul 17:141–146.

[ref90] Sadak MS, Dawood MG, Bakry BA, El-Karamany MF (2013) Synergistic effect of indole acetic acid and kinetin on performance, some biochemical constituents and yield of faba bean plant grown under newly reclaimed sandy soil. World J Agric Sci 9:335–344.

[ref91] Sarkar P, Haque M, Karim M (2002) Growth analysis of soybean as influenced by GA3 and IAA and their frequency of application. Journal of Agronomy 1:123–126.

[ref92] Sauter JJ (1988) Seasonal changes in the efflux of sugars from parenchyma cells into the apoplast in poplar stems (*Populus* × *canademis* “robusta”). Trees 2:242–249.

[ref93] Sharkey TD (2015) Understanding carbon partitioning and its role in determining plant growth. Plant Cell Environ 38:1963–1964.25828542 10.1111/pce.12543

[ref94] Singh B, Cheek HD, Haigler CH (2009) A synthetic auxin (NAA) suppresses secondary wall cellulose synthesis and enhances elongation in cultured cotton fiber. Plant Cell Rep 28:1023–1032.19479259 10.1007/s00299-009-0714-2

[ref95] Sitbon F, Perrot-Rechenmann C (1997) Expression of auxin-regulated genes. Physiol Plant 100:443–455.

[ref96] Smith HM, Samach A (2013) Constraints to obtaining consistent annual yields in perennial tree crops. I: heavy fruit load dominates over vegetative growth. Plant Sci 207:158–167.23602111 10.1016/j.plantsci.2013.02.014

[ref97] Smith MR, Rao IM, Merchant A (2018) Source-sink relationships in crop plants and their influence on yield development and nutritional quality. Front Plant Sci 9:1889. 10.3389/fpls.2018.01889.PMC630644730619435

[ref98] Smulders MJM, Croes A, Wullems G (1988) Polar transport of 1-naphthaleneacetic acid determines the distribution of flower buds on explants of tobacco. Plant Physiol 88:752–756.16666378 10.1104/pp.88.3.752PMC1055655

[ref99] Song L, Agtuca B, Schueller MJ, Jurisson SS, Stacey G, Ferrieri RA (2019) Relationship between carbon mobilization and root growth measured by Carbon-11 tracer in Arabidopsis starch mutants. J Plant Growth Regul 38:164–179.

[ref100] Sumner LW, Amberg A, Barrett D et al. (2007) Proposed minimum reporting standards for chemical analysis. Metabolomics 3:211–221.24039616 10.1007/s11306-007-0082-2PMC3772505

[ref102] Taylor B, Hoover B (2018) Foliar auxin application improves adventitious rooting of wall germander cuttings. HortTechnology 28:17–21.

[ref103] Tegeder M, Masclaux-Daubresse C (2018) Source and sink mechanisms of nitrogen transport and use. New Phytol 217:35–53.29120059 10.1111/nph.14876

[ref103a] t’Kindt R, De Veylder L, Storme M, Deforce D, Van Bocxlaer J (2008) LC-MS metabolic profiling of Arabidopsis thaliana plant leaves and *cell cultures*: *optimization* of pre-LC-MS procedure *parameters*. J Chromatogr B Analyt Technol Biomed Life Sci 871:37–43.10.1016/j.jchromb.2008.06.03918617446

[ref104] Unda F, Kim H, Hefer C, Ralph J, Mansfield SD (2017) Altering carbon allocation in hybrid poplar (*Populus alba* × *grandidentata*) impacts cell wall growth and development. Plant Biotechnol J 15:865–878.27998032 10.1111/pbi.12682PMC5466441

[ref105] Valladares S, Varas E, Vielba JM, Vidal N, Codesido V, Castro R, Sanchez C (2020) Expression of a Rap2.12 like-1 ERF gene during adventitious rooting of chestnut and oak microshoots. Israel J Plant Sci 67:69–82.

[ref64] van der Merwe MJ, Osorio S, Araújo WL et al. (2010) Tricarboxylic acid cycle activity regulates tomato root growth via effects on secondary cell wall production. Plant Physiol 153:611–621.20118274 10.1104/pp.109.149047PMC2879791

[ref65] van der Merwe MJ, Osorio S, Moritz T, Nunes-Nesi A, Fernie AR (2009) Decreased mitochondrial activities of malate dehydrogenase and fumarase in tomato lead to altered root growth and architecture via diverse mechanisms. Plant Physiol 149:653–669.19028880 10.1104/pp.108.130518PMC2633863

[ref106] Vielba JM, Vidal N, José MCS, Rico S, Sánchez C (2020) Recent advances in adventitious root formation in chestnut. Plan Theory 9:1543. 10.3390/plants9111543.PMC769809733187282

[ref108] Watanabe M, Netzer F, Tohge T et al. (2018) Metabolome and lipidome profiles of *Populus* × *canescens* twig tissues during annual growth show phospholipid-linked storage and mobilization of C, N, and S. Front Plant Sci 9:1292. 10.3389/fpls.2018.01292.30233628 PMC6133996

[ref109] White AC, Rogers A, Rees M, Osborne CP (2015) How can we make plants grow faster? A source–sink perspective on growth rate. J Exp Bot 67:31–45.26466662 10.1093/jxb/erv447

[ref110] Wingler A, Fritzius T, Wiemken A, Boller T, Aeschbacher RA (2000) Trehalose induces the ADP-glucose pyrophosphorylase gene, ApL3, and starch synthesis in Arabidopsis1. Plant Physiol 124:105–114.10982426 10.1104/pp.124.1.105PMC59126

[ref111] Witt W, Sauter JJ (1994) Starch metabolism in poplar wood ray cells during spring mobilization and summer deposition. Physiol Plant 92:9–16.

[ref112] Wullschleger S, Yin T, DiFazio S, Tschaplinski T, Gunter L, Davis M, Tuskan GA (2005) Phenotypic variation in growth and biomass distribution for two advanced-generation pedigrees of hybrid poplar. Can J Forest Res 35:1779–1789.

[ref114] Zhang C, Han L, Slewinski TL, Sun J, Zhang J, Wang ZY, Turgeon R (2014) Symplastic phloem loading in poplar. Plant Physiol 166:306–313.25056922 10.1104/pp.114.245845PMC4149716

[ref115] Zhang Y, Giese J, Kerbler SM et al. (2021) Two mitochondrial phosphatases, PP2c63 and Sal2, are required for posttranslational regulation of the TCA cycle in Arabidopsis. Mol Plant 14:1104–1118.33798747 10.1016/j.molp.2021.03.023

[ref116] Zhou J, Shao G, Kumar A, Shi L, Kuzyakov Y, Pausch J (2022) Carbon fluxes within tree-crop-grass agroforestry system: 13C field labeling and tracing. Biol Fertil Soils 58:733–743.

[ref117] Zhuang W, Gao Z, Wen L, Huo X, Cai B, Zhang Z (2015) Metabolic changes upon flower bud break in Japanese apricot are enhanced by exogenous GA4. Hortic Res 2:15046. 10.1038/hortres.2015.46.26504583 PMC4588617

# Supplementary material for: Modulation of polar auxin transport identifies the molecular determinants of source–sink carbon relationships and sink strength in poplar
**Source:** Tree Physiol. 2023 May 20;44(13):82–101. doi: 10.1093/treephys/tpad073
**Supplement:** Sup_Figures_tpad073

**Supplementary data**

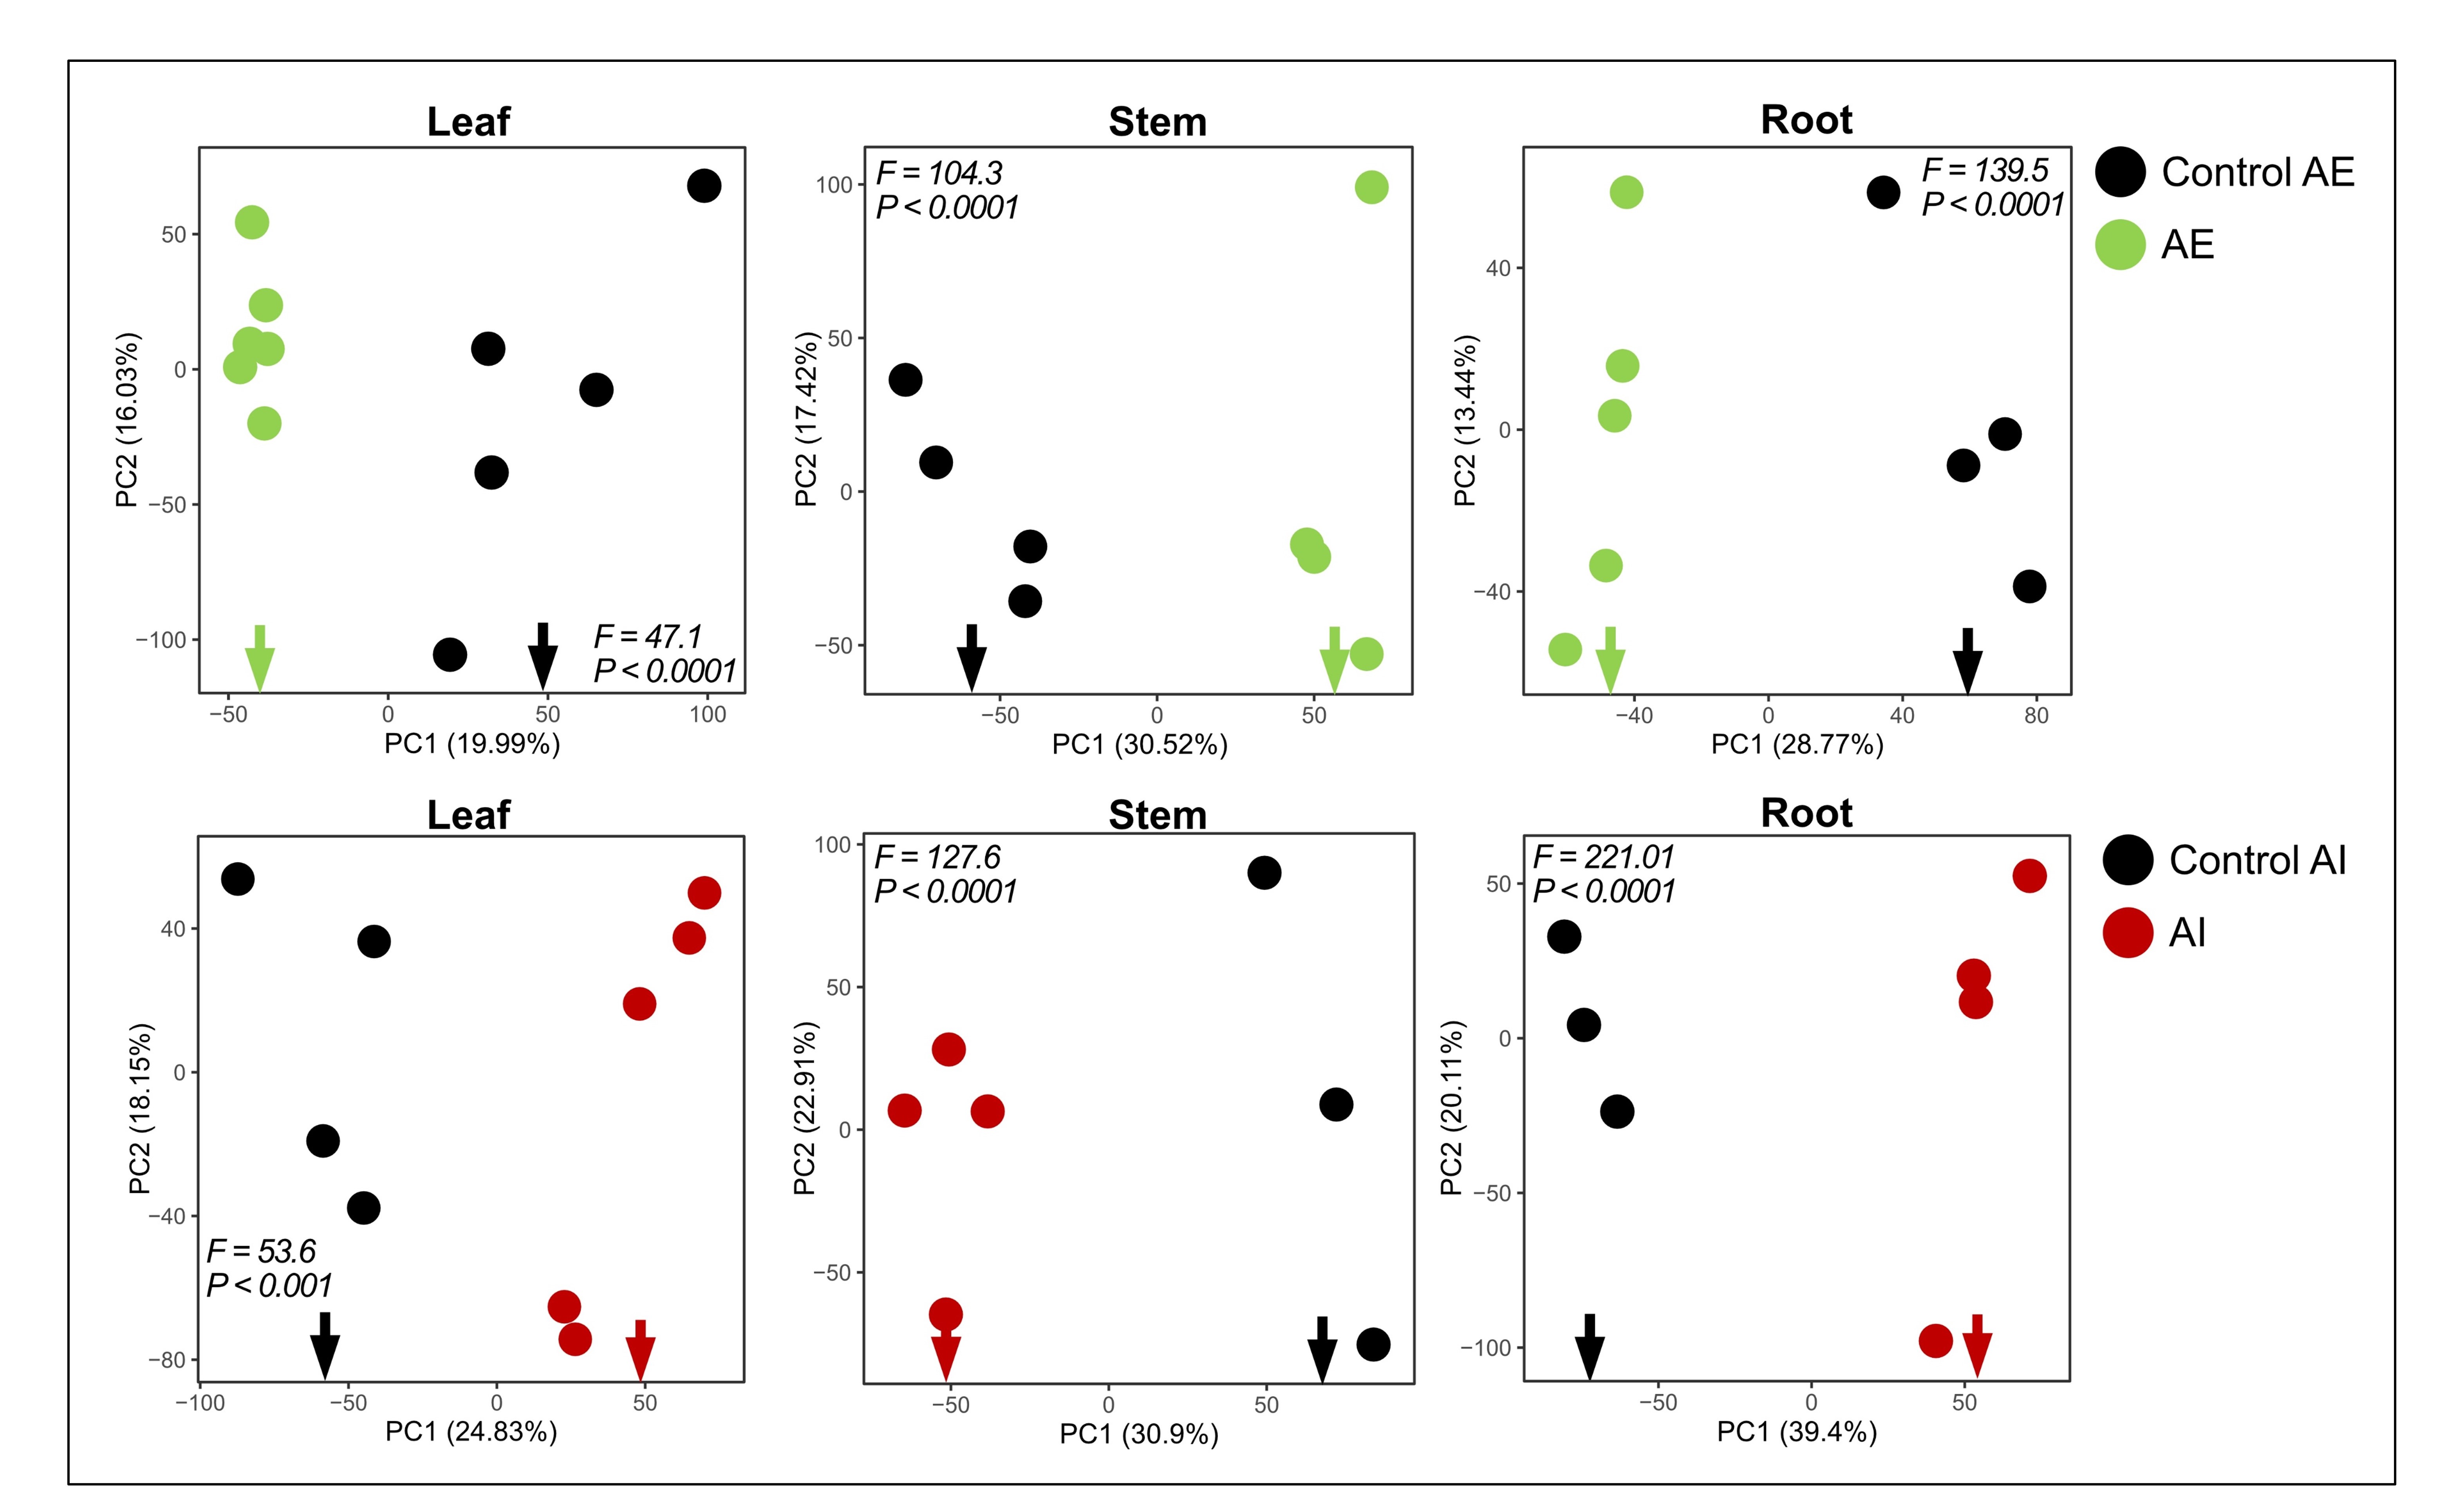

**Figure S1.** Principal Component Analysis (PCA) of total metabolomic profiles from leaf, stem, and root tissues in AE and AI foliar sprayed samples along with their respective control plant tissues.

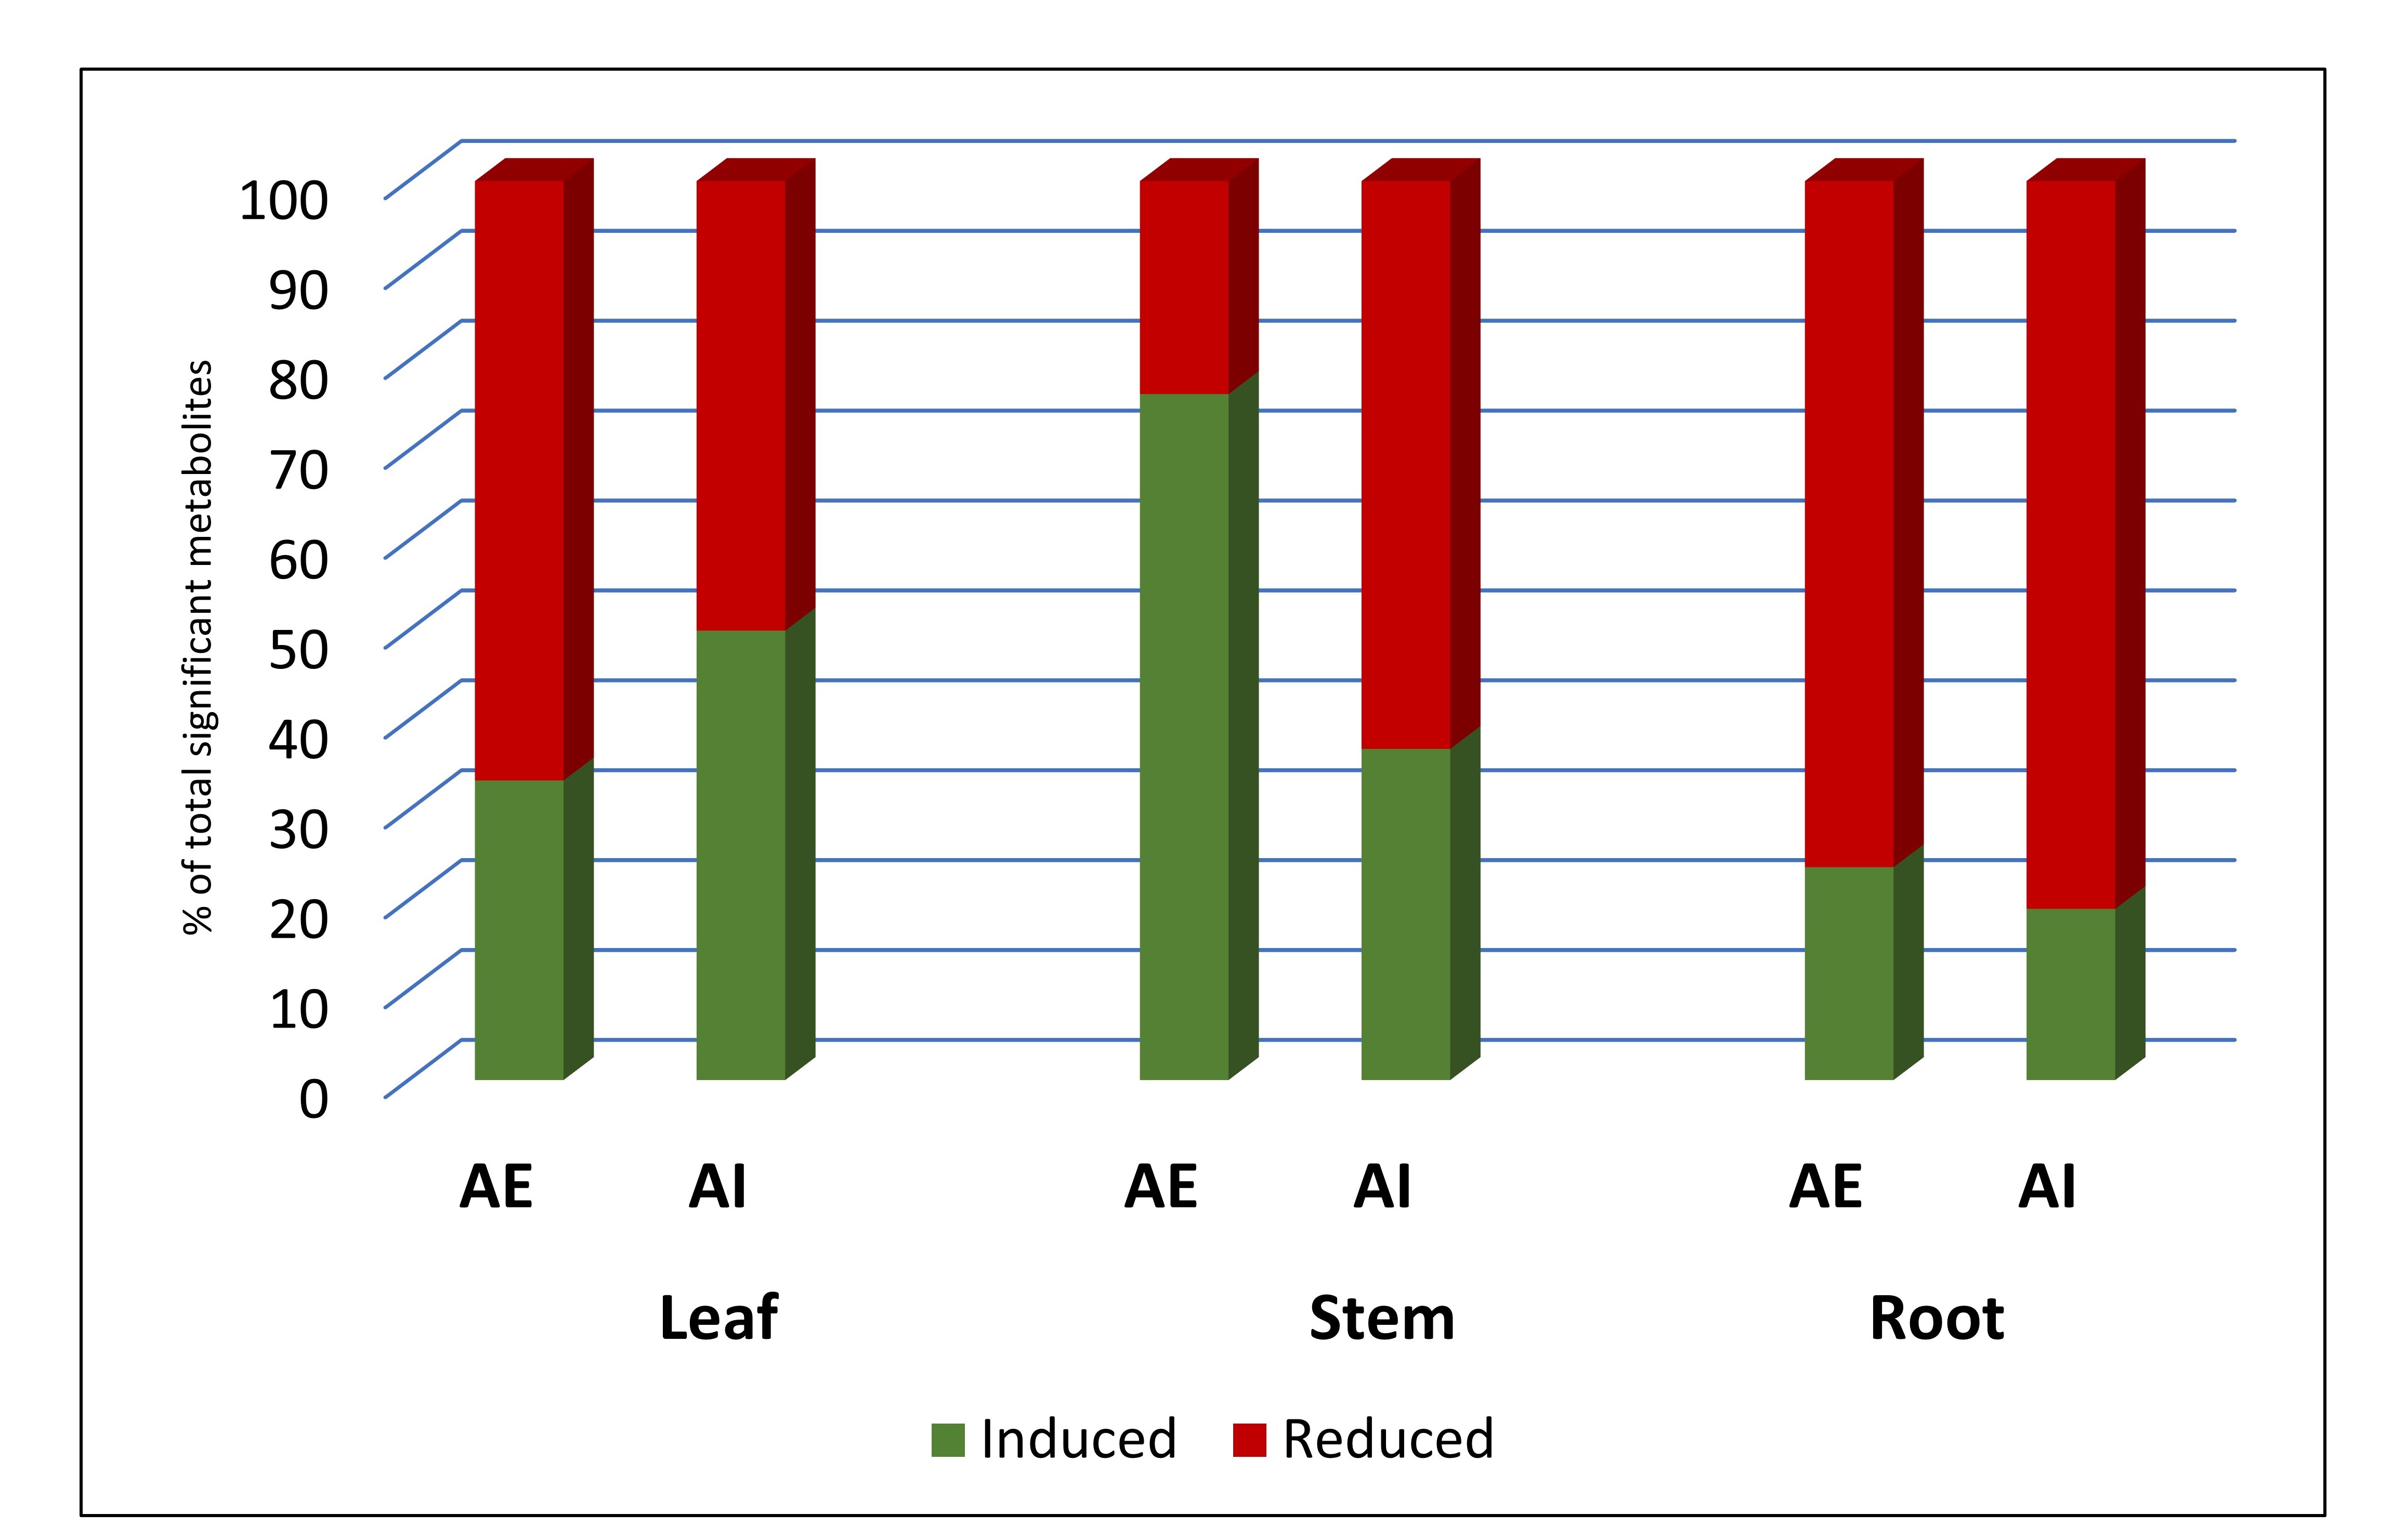

**Figure S2.** The total number of significantly altered metabolites in AE and AI-treated leaf, stem, and root tissues vs. their respective control tissues.

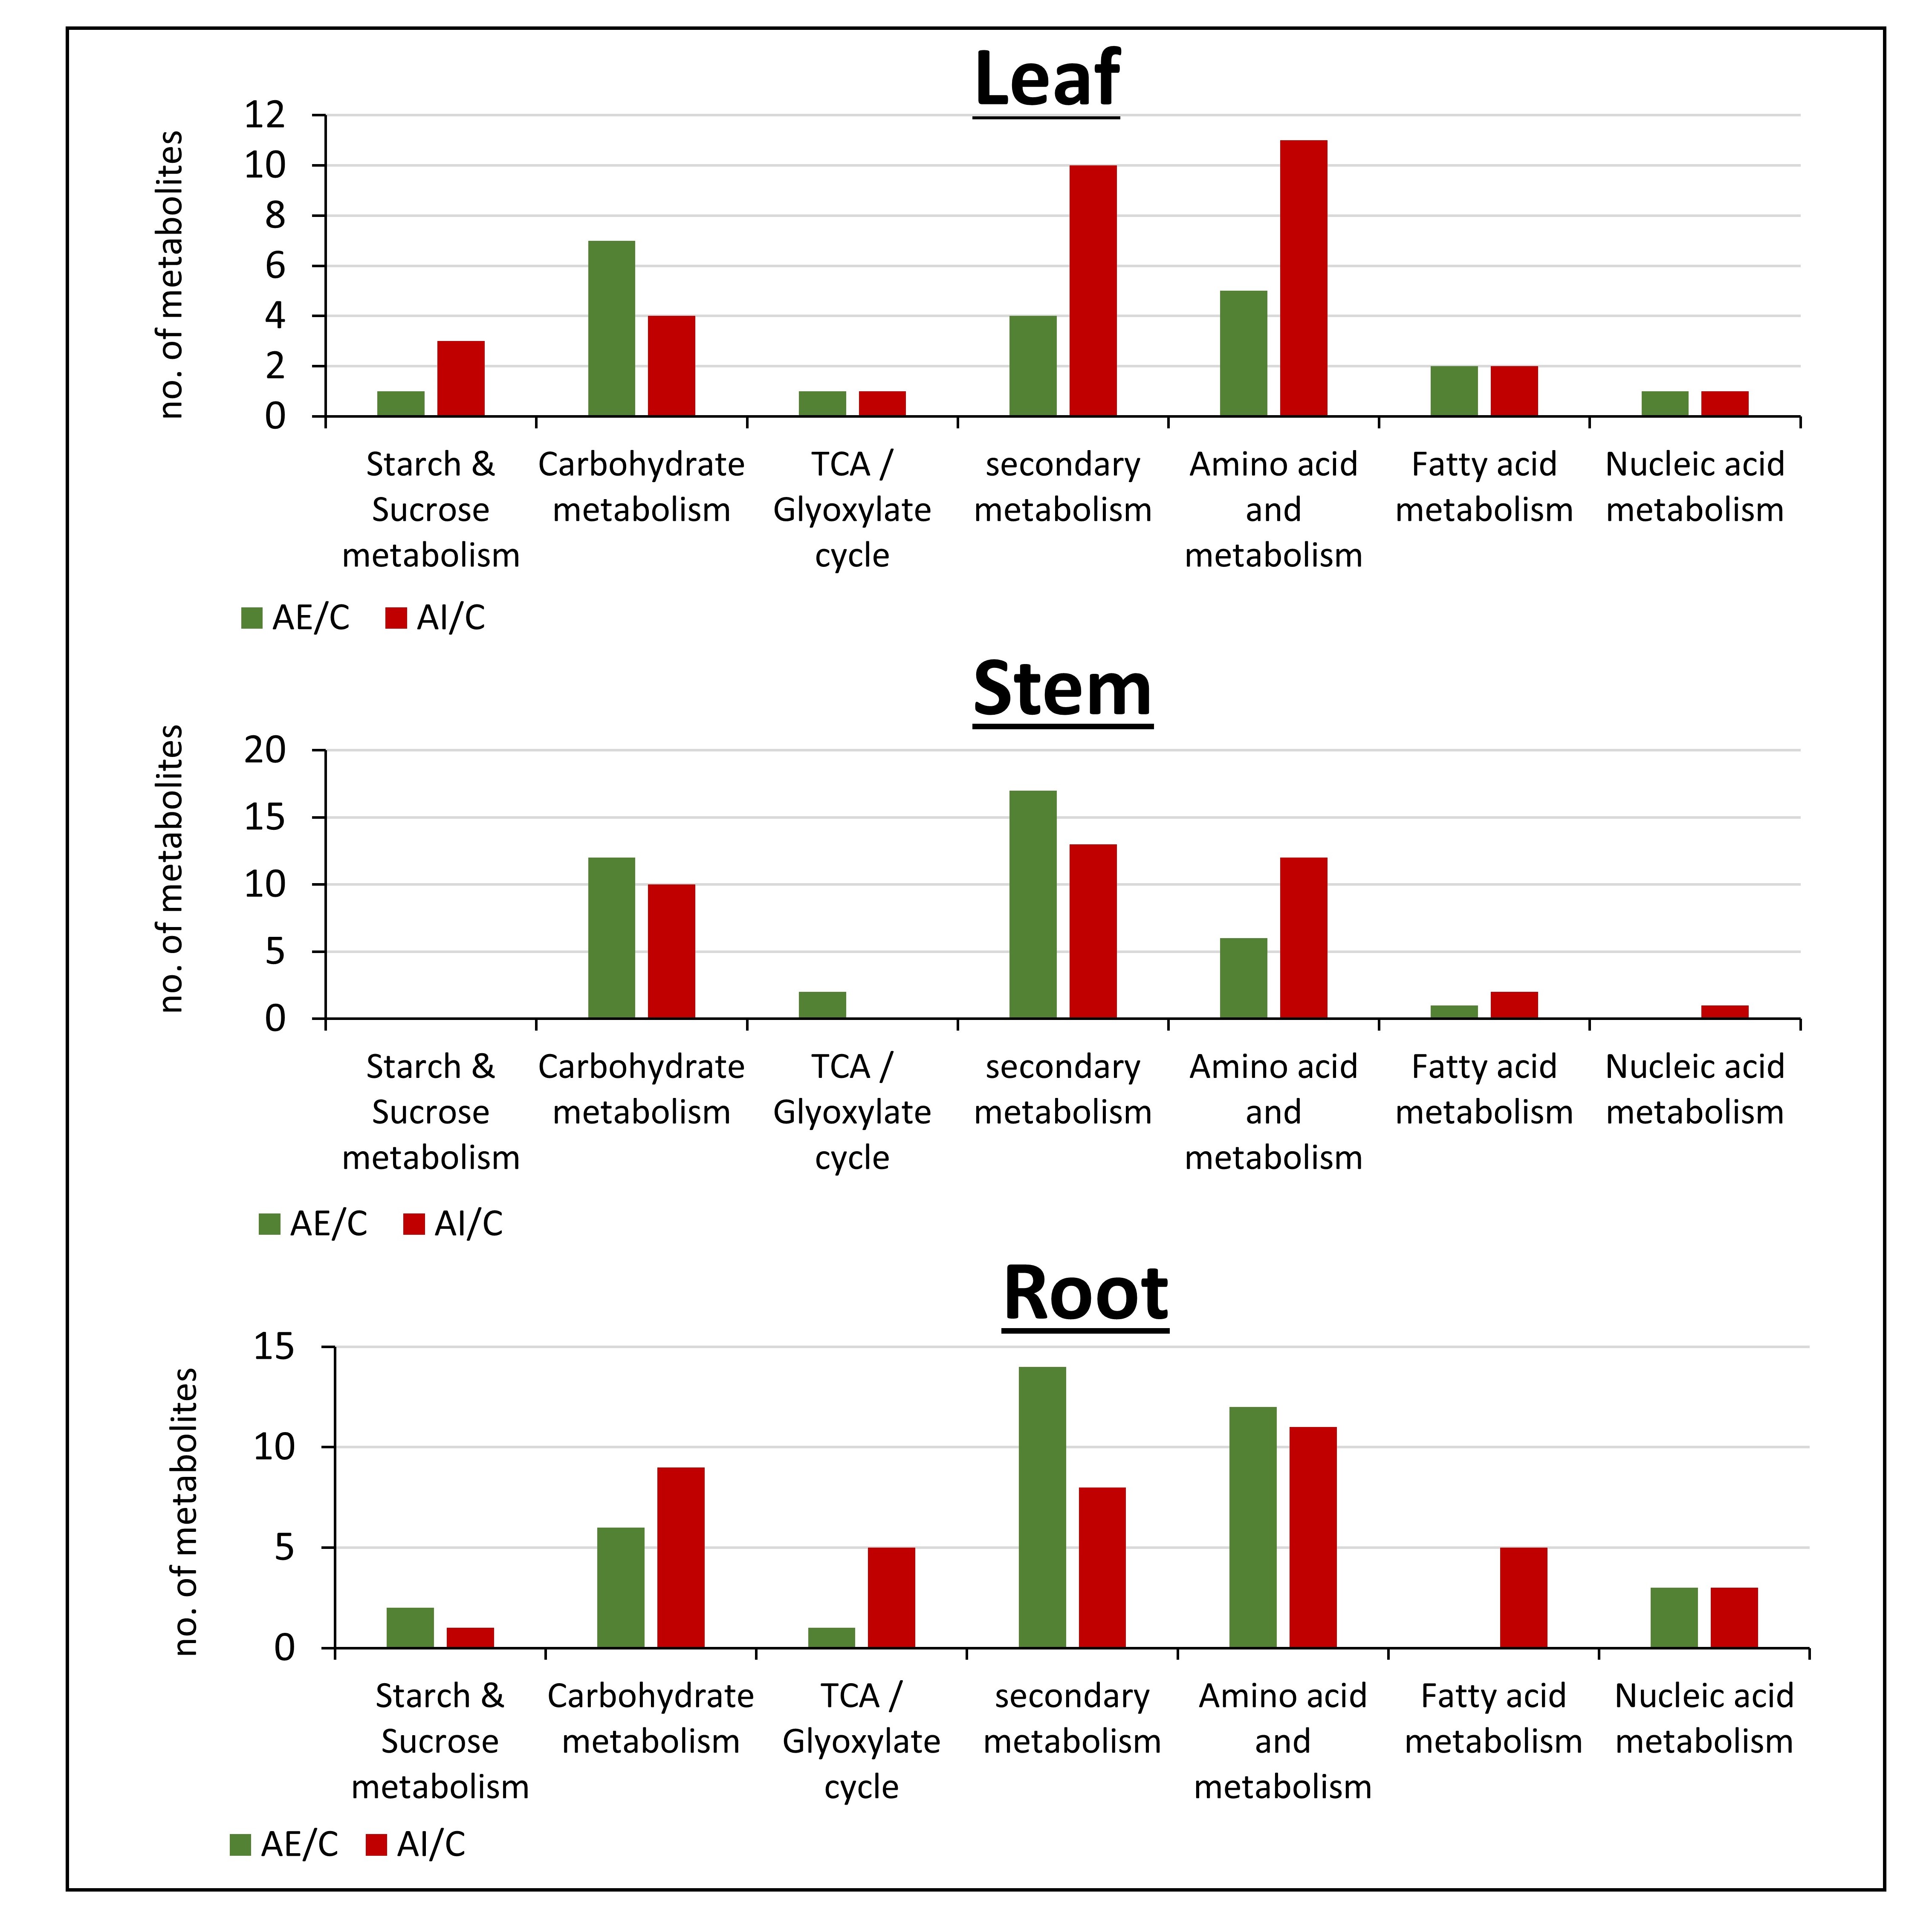

**Figure S3-A.** The total number of significant metabolites in AE and AI-treated leaf, stem, and root tissues vs. control tissues categorized into seven major KEGG pathway categories.

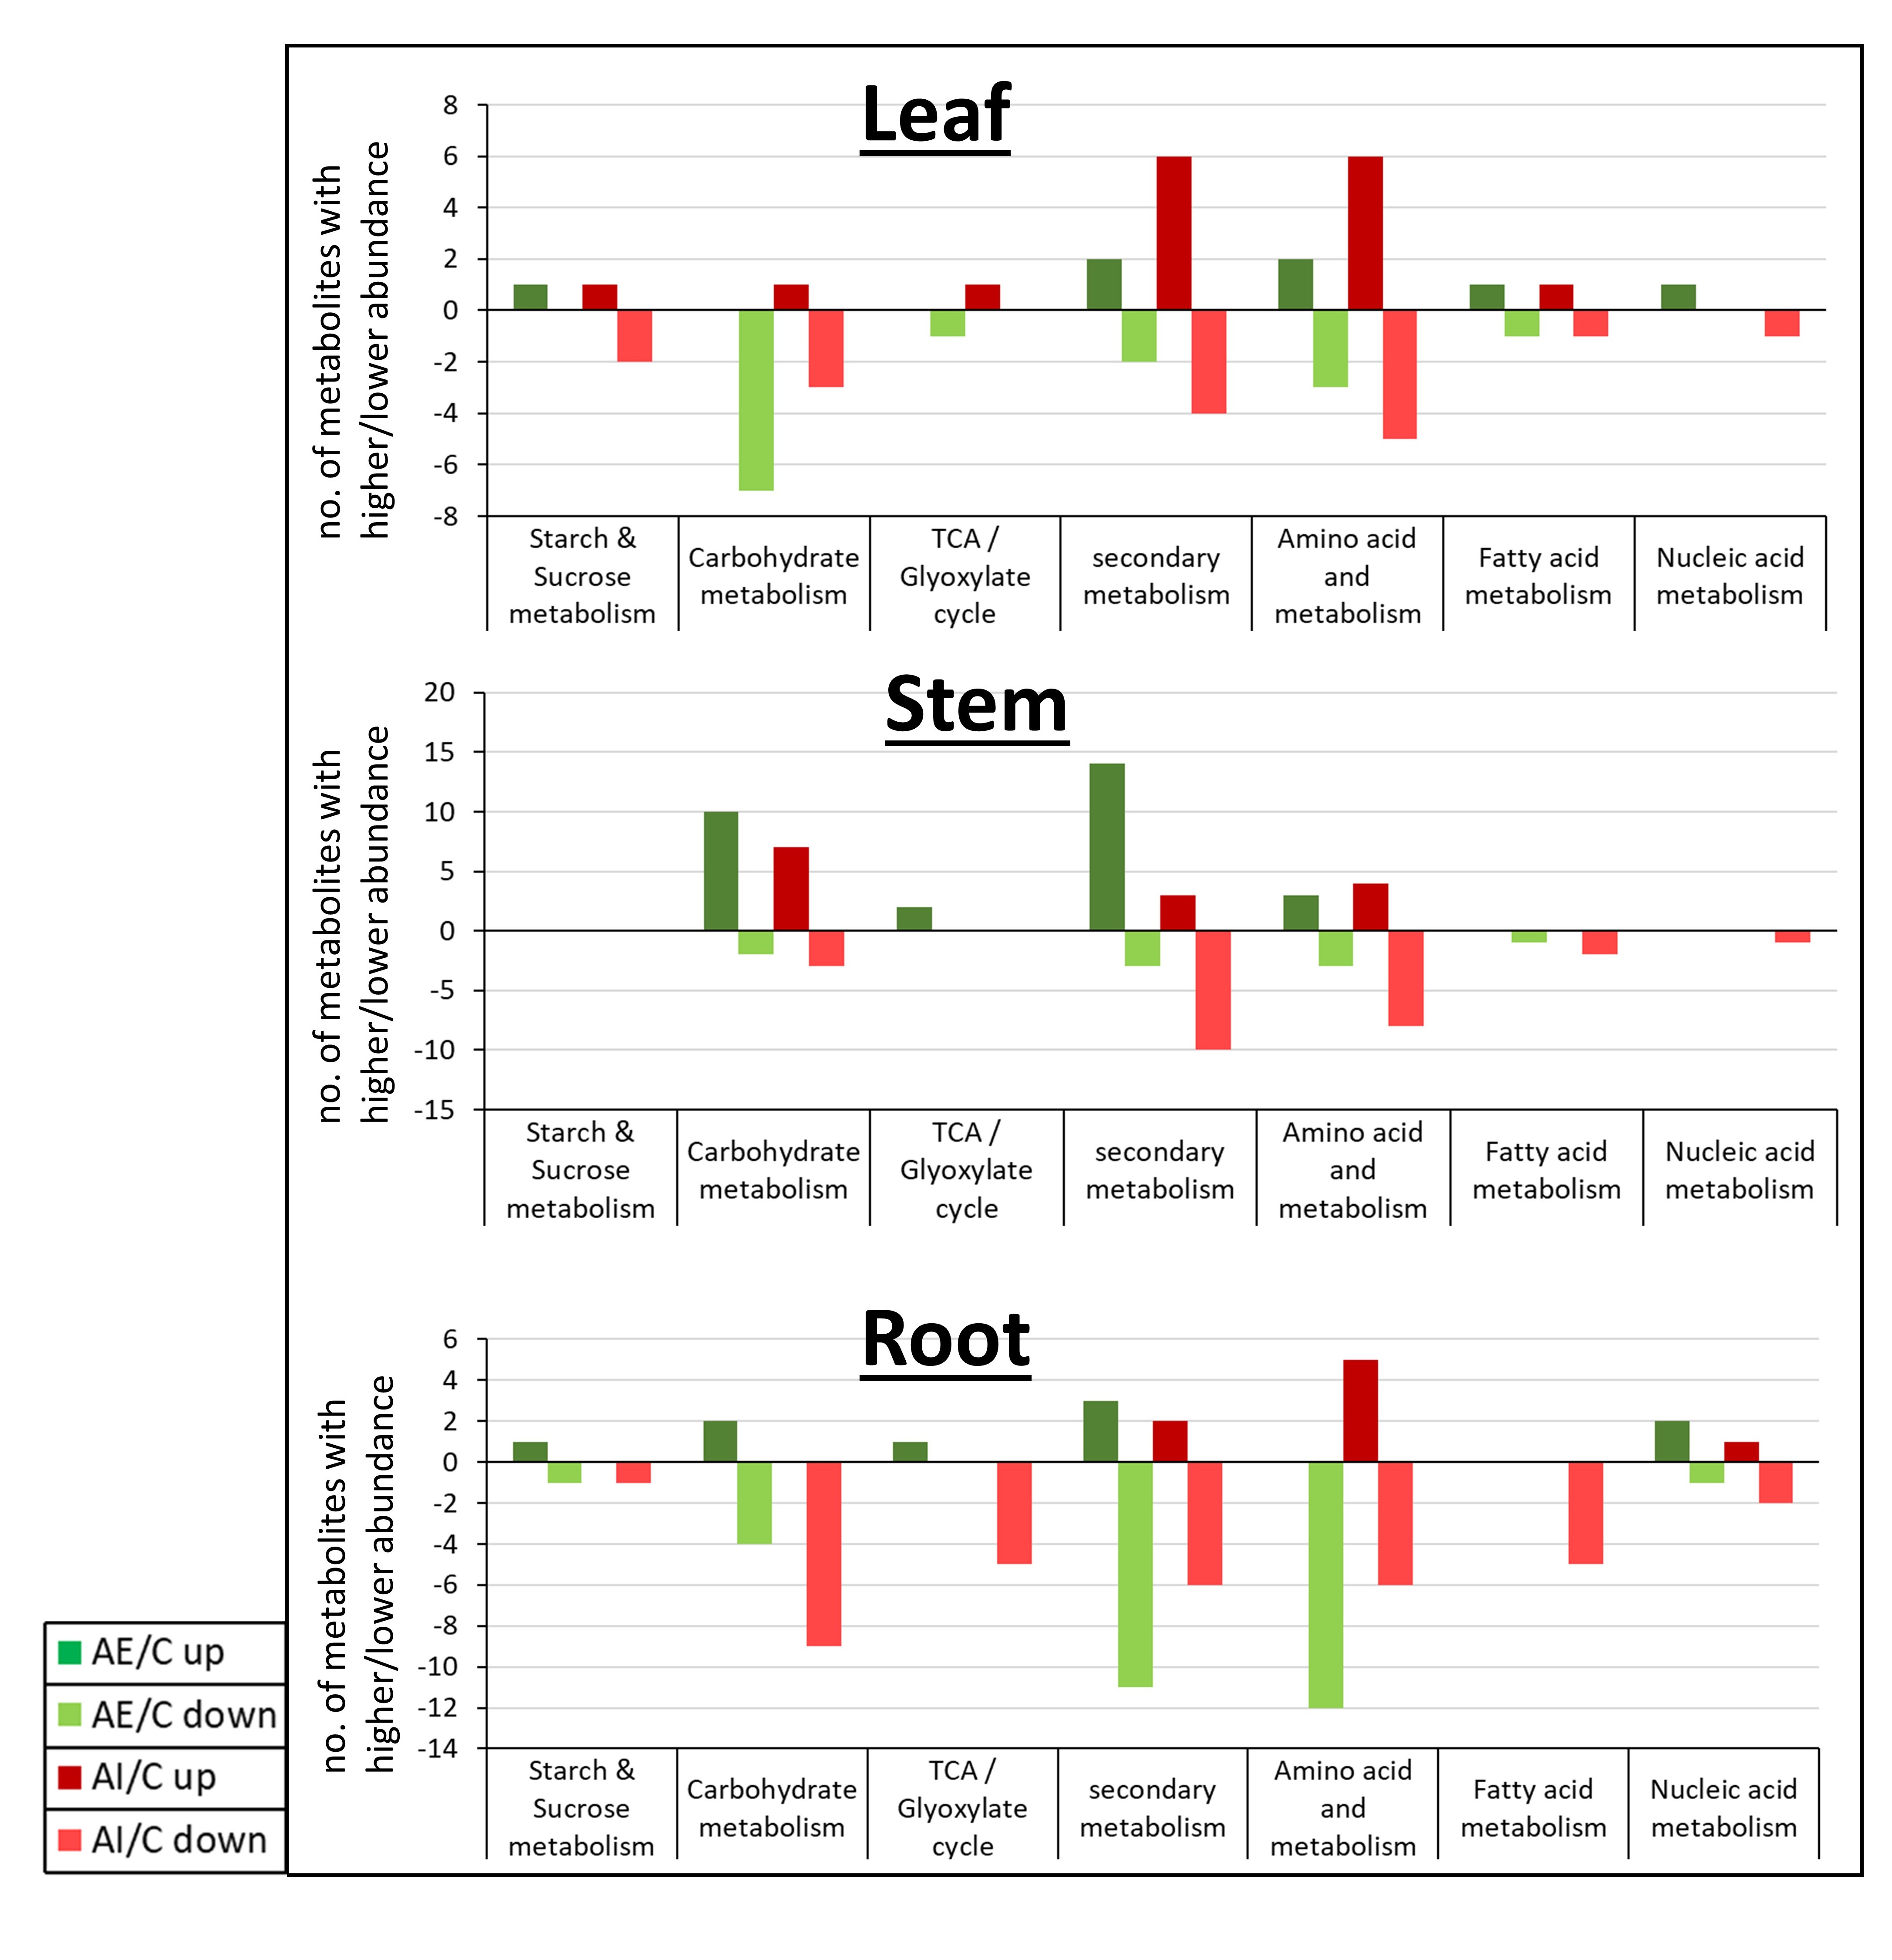

**Figure S3-B.** The total number of significant metabolites with higher and lower abundance levels in AE and AI-treated leaf, stem, and root tissues vs. control categorized into seven major KEGG pathway categories.

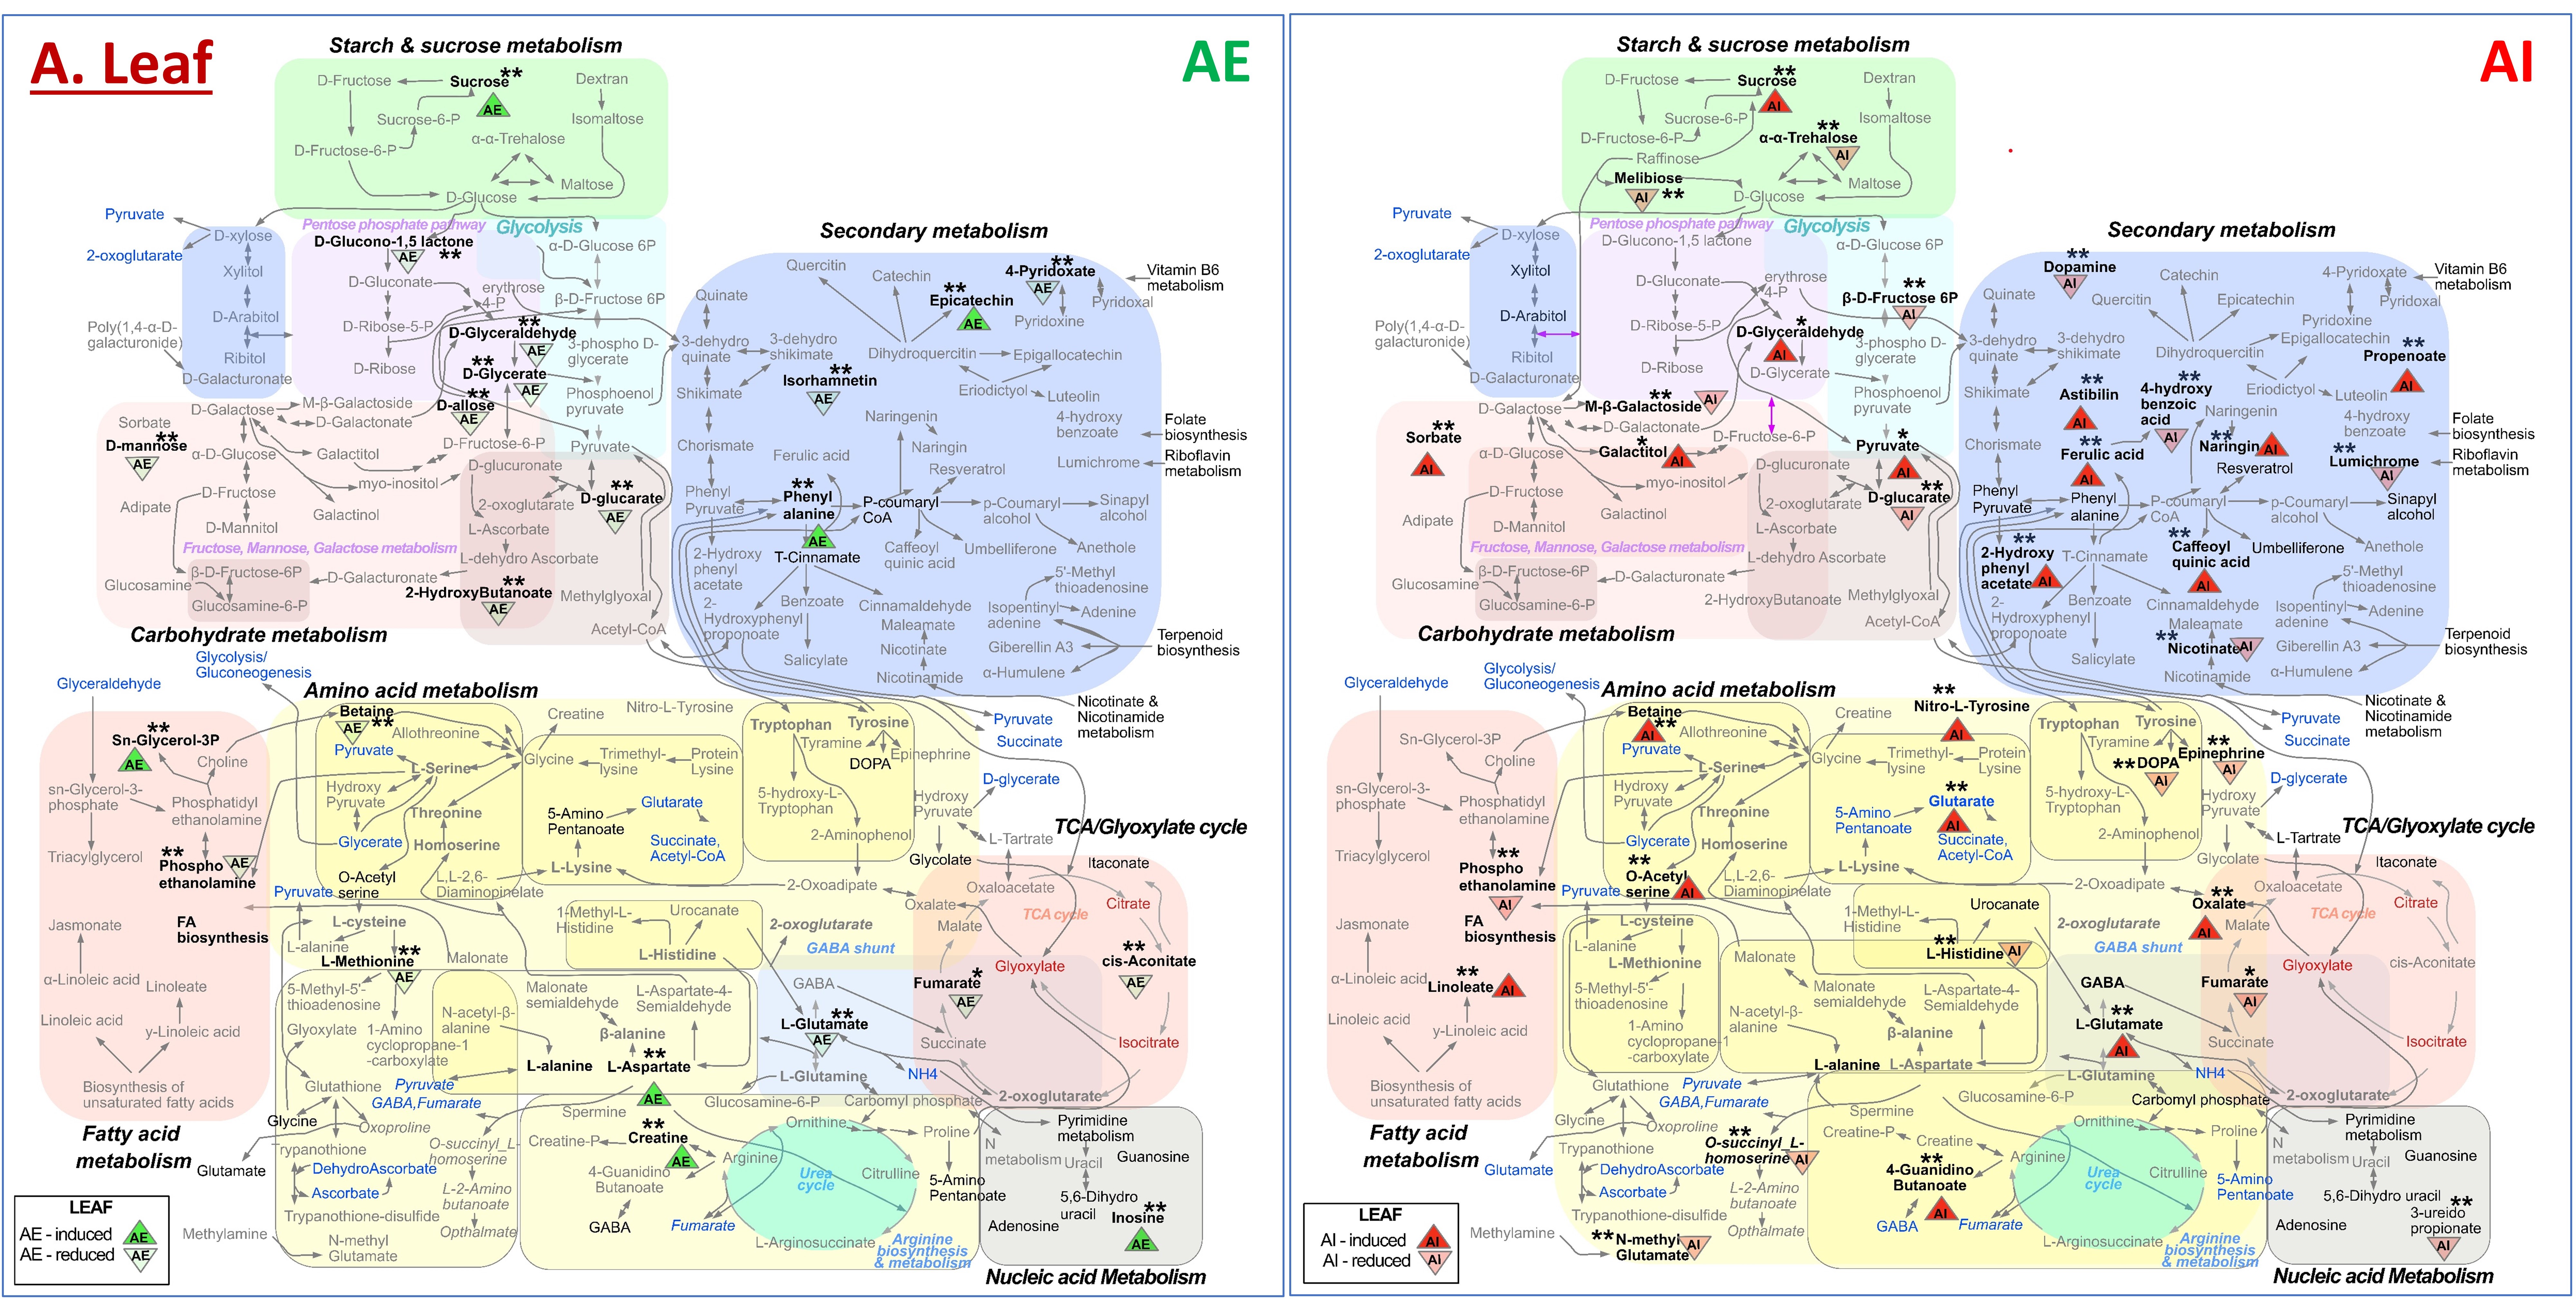

**Figure-S4-A.** Metabolic pathway outline of leaf tissue under AE/AI foliar-sprayed and control conditions.

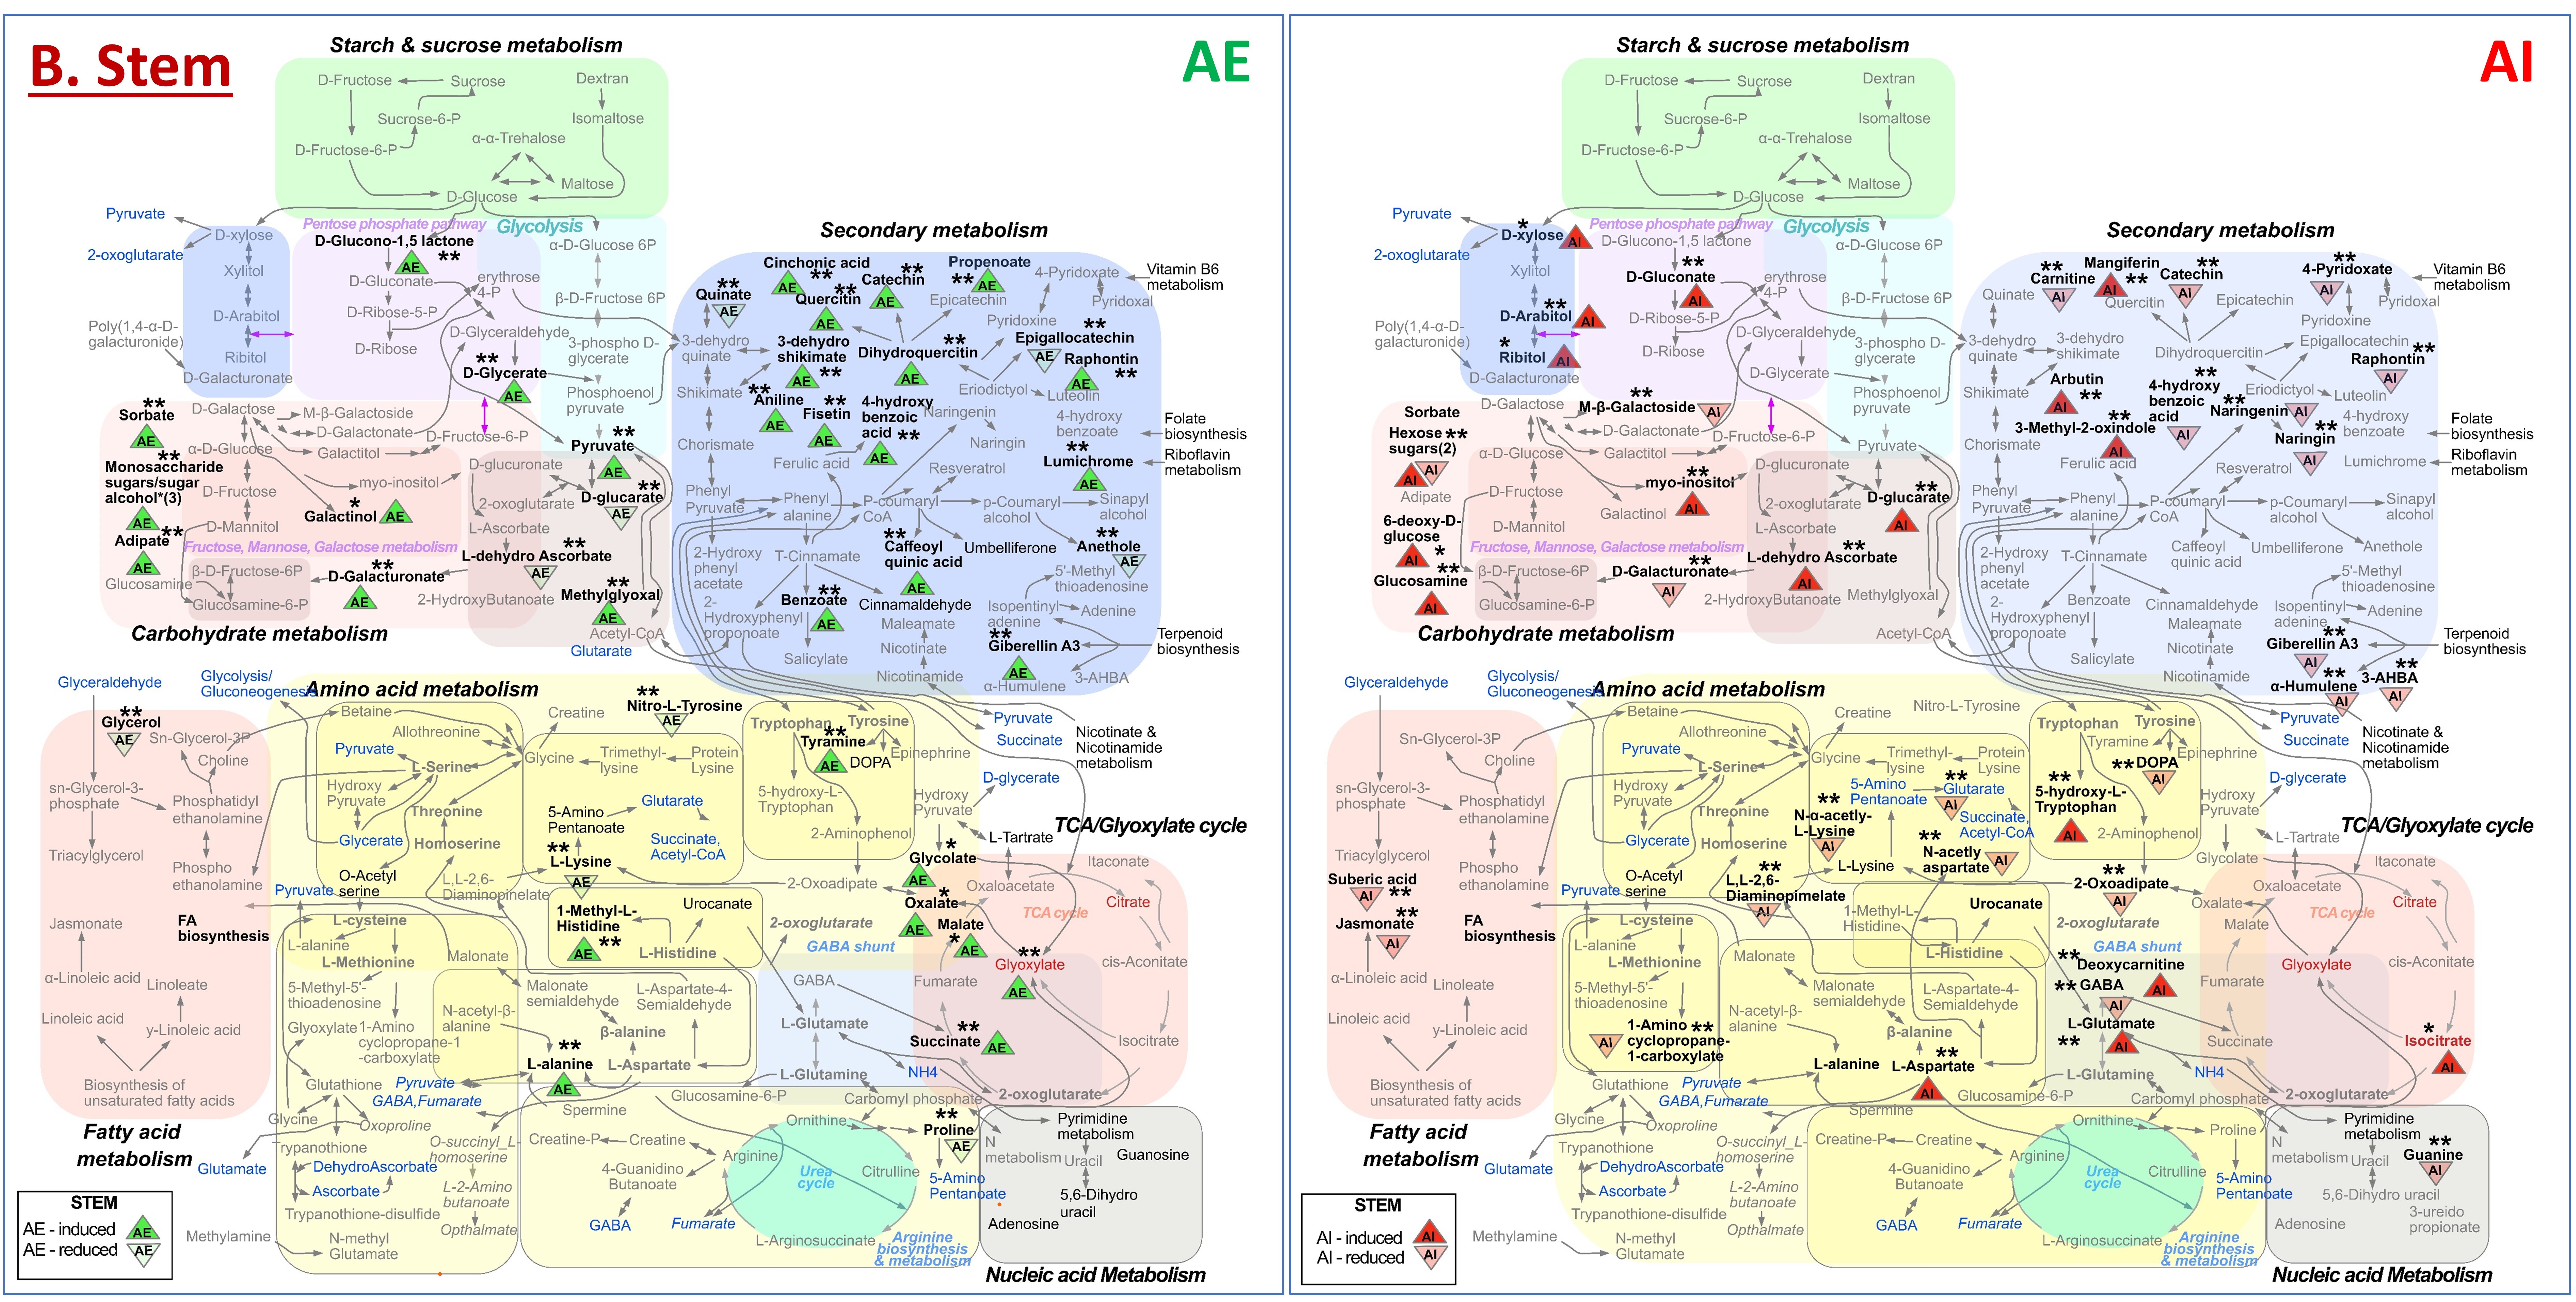

**Figure-S4-B.** Metabolic pathway outline of stem tissue under AE/AI foliar-sprayed and control conditions.

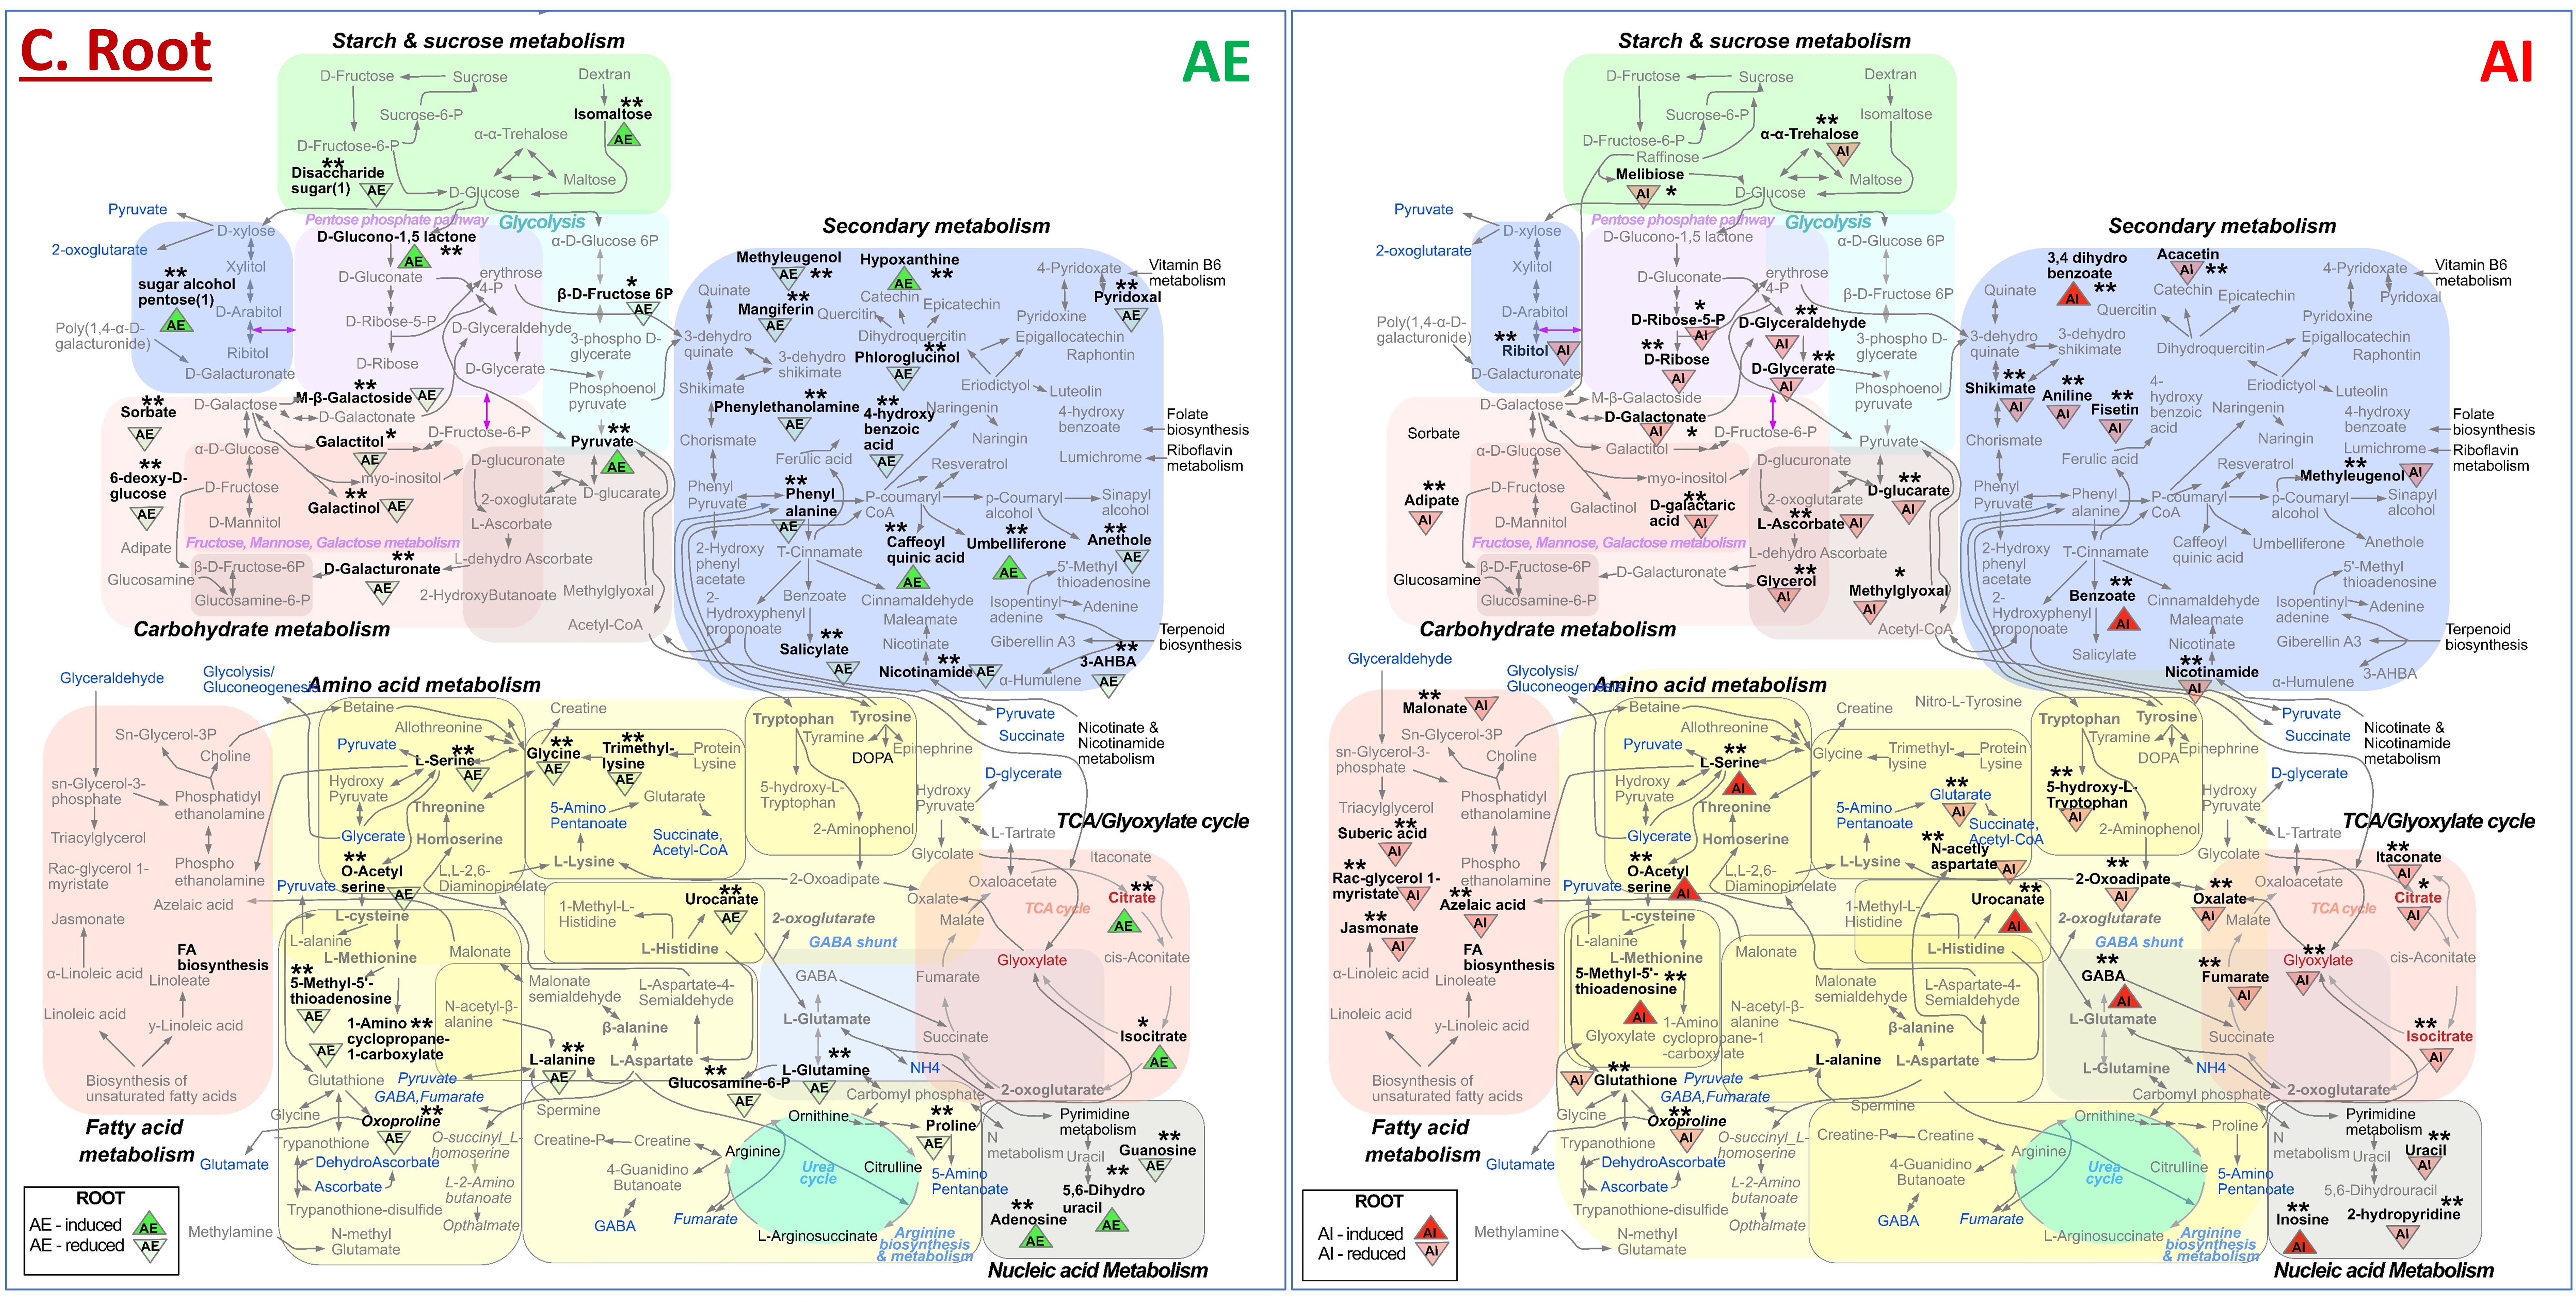

**Figure-S4-C**. Metabolic pathway outline of root tissue under AE/AI foliar-sprayed and control conditions.

How the deposited data were processed for this re-analysis (not part of the article)

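The deposited data are RNA-seq counts of roots and stems of a poplar hybrid clone, in 64 libraries of 16 groups: AE, control-AE, AI and control-AI, each in root and stem at 24 h and at 11 days. The paper reports on 11-day roots. As deposited by the authors, each library is a list of whole-number read counts per transcript or gene, without normalization. Per the paper's methods and the file headers, the authors sequenced polyadenylated RNA, trimmed the reads, aligned them to a Populus trichocarpa genome and counted them per gene model. The sequence names in the files are those of RefSeq, the build is not given in the sources used here, and no reference genome was used. The files hold 37173 gene identifiers, of which 10975 have more than 1 row, and every row was tested by itself. The labels of 14 libraries give a low depth, and 14 libraries had at most 545250 counts where the others had at least 3947526, but these are not the same 14 libraries, since the low label of control-AE 11-day root replicate 2 and the acceptable label of replicate 3 are the reverse of their depths. No pair of libraries held identical counts. In the 106 pairs of replicates of a group, the lowest chi-square per degree of freedom was 1.935, so that no replicate was a repeated sequencing of another at counting noise alone.

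Each treatment was compared with its own control in each tissue at each time by edgeR 4.0.16 (TMM, filterByExpr with a minimum count of 10 and a minimum total of 15, glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05. The same test was used for the change under AE minus the change under AI in 11-day roots and for control-AE against control-AI. Standard errors given with edgeR values were derived as the absolute log2 fold change divided by the square root of the test's F statistic. The libraries were those labelled with an acceptable depth, as set before the data were examined. After the depths were seen, the comparisons of 11-day roots were repeated over the libraries behind Table S3, which were found by a non-negative least squares fit of its mean counts, and the passages give these first. The alternatives set before the data were examined were DESeq2 1.42.0, which is the study's tool, median-of-ratios factors, no filter, all mapped libraries, limma 3.58.1 voom with quality weights, the replicate number as a block, a joint fit of 4 groups, counts summed per gene identifier, and each library left out in turn. The joint DESeq2 fit of 17 libraries, the comparison of AE with control-AI and the differences of a treatment between times or tissues were added later. CPM were computed from TMM-scaled library sizes of all 20 libraries of 11-day roots, and an offset of 0.5 was added before the logarithm. Exact permutation tests were two-sided and used the absolute difference of group means of log2 CPM. The tables were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and the plots with matplotlib 3.10.9.

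The tests were tested on simulated data with 200 changed rows at a log2 change of 1.5. The changed rows were drawn from rows above a set expression limit, each row was simulated independently, and smaller changes were not tried. In comparisons with the acceptable-label libraries, edgeR called 81.5% of the changed rows for AE and 96.0% for AI in 11-day roots, 77.0% for AE and 35.0% for AI in 11-day stems, 69.0% for AE and 86.0% for AI in 24 h roots, and 57.5% for AE and 78.5% for AI in 24 h stems. It called 65.5% for control-AE against control-AI and 66.0% for the difference between AE and AI. DESeq2 called 74.0% for AE in 11-day roots.

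The genes named in the text follow a rule set before the data were examined, though after the values of Table S3 had been seen: the 5 genes the paper names, members of the list of 42 whose sign or call differs from the paper's or is decided by 1 library, and the called rows with the largest changes. Since edgeR called none of the 42 over the acceptable-label libraries, that rule would name all of them, and the text names the 3 that the joint DESeq2 fit did not call, with 2 examples of genes set by 1 library that were chosen after their values were seen. Tests of gene sets were planned on product names and were not run, because the files hold no product names and the copy of Table S3 was truncated. Biomass, root images, metabolites and labelled carbon have no deposited files here and were not analysed.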

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

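The tests of differences between times or tissues, the test of polygalacturonase at 24 h and the tests of the called rows without control-AI replicate 2, other than their number, were chosen after the result was seen. The fits without single libraries in this part were set before the data were examined.

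In 3 of 23 tests of a measure within a group of 4 to 6 libraries, 1 library lay far from the others by Dixon's criterion, where chance gives about 5% of tests. The measures were the total counts, the rRNA share and the CPM of the 5 named genes. Among the 4 AI 11-day root libraries with an acceptable label, replicate 4 had the lowest total, 9485874 counts, compared with 11989982 to 12475165 in the other 3. AE 11-day stem replicate 5 had 22.0865% of its counts on an rRNA family. The other 4 with an acceptable label had 0.09835% to 0.1691%, and replicate 2, labelled low, had 2.372%. The value of replicate 5 is a technical share of counts in 1 library, and no biological explanation was tested. The AAA-ATPase Potri.T104100 had 6.0342 CPM in control-AI 11-day root replicate 3, compared with 2.899 to 3.429 in the other 3, and its change under AI stayed within the standard error of 0 with that library included (log2 fold change 0.17, standard error 0.28), and was 0.4695 without it (standard error 0.2384, unadjusted p = 0.0807). No explanation of this value was tested.

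The change under AE differed between 11-day roots and other samples for some of the 5 named genes, when the 20 tests of genes and contrasts were adjusted together in edgeR's test. The change in 11-day roots minus that in 24 h roots was 3.47 on the log2 scale for polygalacturonase (adjusted p = 0.0344) and 0.81 for the AAA-ATPase Potri.004G012700 (adjusted p = 0.0452). The change in 11-day roots minus that in 11-day stems was 1.27 for Potri.004G012700 (adjusted p = 0.0391), 2.35 for Potri.T104100 (adjusted p = 0.00481), 1.35 for Potri.004G012500 (adjusted p = 0.0331) and 0.62 for β-amylase (adjusted p = 0.0391). None of them passed an adjustment over all rows. The 5 genes were chosen by the study on the 11-day root libraries, so a larger change there is favoured by the choice. An increase of polygalacturonase that began by 24 h was argued against by its log2 fold change of -1.06 at 24 h (standard error 0.33), where the 24 h and 11-day groups may also differ in harvest, which the labels do not separate from time. A biological difference between times and tissues stays open and was not tested further.

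The paper's text does not report gene expression of 11-day stems. In these stems edgeR called 3 rows higher under AI of 23613 tested, with 2130 at an unadjusted p under 0.05, while DESeq2 called 333. The gene 18099024 had a log2 fold change of 7.93 (standard error 0.53, adjusted p = 0.0151), with 18.1 to 19.56 CPM in both AI libraries and 0 to 0.1235 CPM in the 3 controls. The count was 0 without control-AI replicate 1, without AI replicate 3 and without AI replicate 5, 2 without control-AI replicate 2 and 76 without control-AI replicate 3. Of the 2 rows called without control-AI replicate 2, 1 was among the 3, the gene 7462135 (adjusted p = 0.03827), and the other was 18104880. The genes 18099024 and 7487210 had adjusted p = 0.05139 and 0.106 without that library, which leaves 4 libraries. An excess of rRNA in that library as the whole cause of the 3 differences is argued against, since all 3 log2 fold changes stayed within 1 standard error without it (7.74, 4.29 and 5.11 for 18099024, 7462135 and 7487210, compared with 7.93, 4.26 and 5.24). These genes were named after their values were seen. Only 2 AI libraries of stems had an acceptable depth, so other technical explanations and an effect of AI cannot be separated here, and no count of other splits was made for groups of 2.

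The change under AI also differed between 11-day roots and 11-day stems in 15 of 26030 rows in edgeR's test, with 1986 at an unadjusted p under 0.05 and 142 in DESeq2. It rests on the same 2 AI stem libraries, and no explanation was tested.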

How the results depend on the processing

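The Table S3 libraries, the joint DESeq2 fit and DESeq2 without single control libraries were chosen after the result was seen, and the other alternatives before. Counts below are called rows, and where no cause is given the cause was not tested. Acceptable-label fits without control-AE replicate 4 kept as control-AE only replicate 5 and replicate 3, which had 120199 counts.

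With the acceptable-label libraries, edgeR called 0 rows for AE in 11-day roots, and DESeq2 called 232, the joint fit of 4 groups 207, the Table S3 libraries 1 and the joint DESeq2 fit of them 53. Leaving out 1 library gave 0 to 1273, with 1273 without control-AE replicate 4 and 1 without AE replicate 3. DESeq2 on this set gave 460 without control-AE replicate 3, 775 without replicate 4 and 196 without replicate 5. On the Table S3 libraries, edgeR called 1, DESeq2 43, the joint fit 0, and leaving out 1 library gave 0 to 0. The joint DESeq2 fit gave 6 to 708, with 536 without control-AE replicate 2, 708 without 4, 6 without 5, and 25, 28, 35, 16 and 26 without AE replicates 1, 2, 4, 5 and 6.

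Of the paper's 42 genes, edgeR kept 0, DESeq2 9, the joint fit 21, the Table S3 libraries 1 and their joint DESeq2 fit 39. Leaving out 1 library gave 0 to 21 in edgeR, with 21 without control-AE replicate 4. DESeq2 on the same set kept 34 without control-AE replicate 3, 16 without replicate 4 and 0 without replicate 5. With the Table S3 libraries DESeq2 kept 21, the joint edgeR fit 0, and leaving out 1 library left 0 to 0. In the joint DESeq2 fit it left 2 to 40, with 2 without control-AE replicate 5, and 21, 21, 15 and 23 without AE replicates 1, 2, 5 and 6.

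For AE against AI, edgeR called 0 and DESeq2 53, and leaving out 1 library gave 0 to 947, with 947 without control-AE replicate 4 and 2 without control-AI replicate 2. Over the Table S3 libraries the joint DESeq2 fit called 14 and was not repeated without single libraries. EdgeR called 0 there, and 0 to 2 when 1 library was left out, with 2 without control-AI replicate 2. AI in 11-day roots stayed at 0 in edgeR, DESeq2 and limma-voom (unadjusted p under 0.05 in 889, 884 and 1010 rows) and in all 8 fits without 1 library.

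For control-AE against control-AI, edgeR called 0, DESeq2 93, limma-voom on all mapped libraries 296 and the joint fit 404, and leaving out 1 library gave 0 to 528, with 528 without control-AE replicate 4, 1 without control-AI replicate 2 and 13 without control-AI replicate 4. Over the Table S3 libraries DESeq2 called 1031, the joint edgeR fit 1065 and the joint DESeq2 fit 1968, none of them repeated without single libraries. The edgeR fit of the 2 groups called 0 there, and 0 to 64 when 1 library was left out, with 19 without control-AE replicate 4 and 64 without control-AI replicate 4.

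In 11-day stems, DESeq2 called 11 for AE. For AI, where edgeR called 3, no filter gave 230, DESeq2 333, all mapped libraries 7, limma-voom 270, the joint fit 12, and leaving out 1 library 0 to 76, with 0 without control-AI replicate 1, AI replicate 3 or AI replicate 5 and 76 without control-AI replicate 3. At 24 h, DESeq2 called 10 for AE roots and 43 for AE stems. Leaving out 1 library gave 0 to 4 for AI roots (4 without AI replicate 3), 0 to 22 for AE stems (6 without control-AE replicate 2, 22 without 3) and 0 to 505 for AI stems (26 without control-AI replicate 1, 505 without 3). Fits that leave 1 library in a group assume that it varies like the others.

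Under AI, leaving out 1 library gave log2 fold changes of -0.2699 to 0.1403 for Potri.004G012700, reversed without control-AI replicate 3 (0.1403) and without AI replicates 2 (0.0886), 3 (0.0147) and 4 (0.0061). The range was -0.0134 to 0.4695 for Potri.T104100, reversed without AI replicate 5, -0.2696 to 0.0259 for Potri.004G012500, reversed without control-AI replicate 3, and -0.06 to 0.0131 for β-amylase, reversed without AI replicate 5. All 5 genes kept their direction under AE in 11-day roots in every alternative.

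The replicate numbers were not taken to pair the samples. Correlations of deviations between libraries with the same number lay between -0.0623 and 0.0612 for AE in 11-day roots and were 0.3721, -0.1611 and -0.36 for AI in 11-day roots. Every other comparison had 1 or 2 shared numbers, too few to decide, with values from -0.3787 to 0.3525. Those for AI at 24 h were all positive (0.1133 and 0.1943 in roots, 0.3525 for both in stems). With 2 libraries per group in these stems, both numbers must give the same value, so it counts once. With the number as a replicate block, edgeR called 63 rows for AE in 11-day roots, 118 for the controls and 704 for AE stems at 11 days, 0 for AE over the Table S3 libraries, and kept 4 and 0 of the 42 genes, and Potri.T104100 reversed to -0.0185 under AI. No paired analysis was possible because of only 1 shared number for AI in 11-day stems.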

Differences from the paper's values

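The joint DESeq2 fit over the libraries of Table S3 was chosen after the values were seen. The paper reports 42 differentially expressed genes in AE-roots, 11 higher and 31 lower. Over the acceptable-label libraries, edgeR called 0, with 0 higher and 0 lower, while 2375 rows had an unadjusted p under 0.05 and DESeq2 called 232. Of the alternatives set before the data were examined, the replicate block came within 1.5 times the paper's total with 63 rows, of which 4 are among the paper's 42, and the joint edgeR fit of 4 groups came within 1.5 times its number of higher genes with 15. No such alternative did so for the lower genes, and for the total DESeq2 (232), the joint fit (207), all mapped libraries (0), limma-voom (0), median-of-ratios factors (0), no filter (0), counts summed per gene identifier (0) and each library left out (0 to 1273) did not. DESeq2 kept 9 of the paper's 42 genes and the joint edgeR fit kept 21. DESeq2 without control-AE replicate 3, chosen after seeing the values, kept 34 and dropped 8, and it kept 16 without replicate 4 and 0 without replicate 5.

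Over the libraries of Table S3, a set chosen after seeing the values, DESeq2 called 43 rows and kept 21 of the 42, which drops 21. The joint DESeq2 fit of the 17 libraries, chosen after seeing the values, called 53 rows, kept 39 of the paper's 42 genes and dropped 3. Its log2 fold changes of the 42 genes differed from the paper's by at most 0.08. This setting calls all 5 genes that the paper names, and DESeq2 over the 9 libraries of the AE comparison calls the 3 AAA-ATPases.

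The legend of Fig. 4 gives the paper's numbers of replicates as 3 for AE and 6 for control, whereas the libraries with an acceptable depth label are 6 for AE and 3 for control-AE, the numbers that the methods of the paper state.

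The folds that the paper's text gives for polygalacturonase and the AAA-ATPases are log2 values in its Table S3. On that scale the paper's 2.51 for polygalacturonase is a 5.70-fold change, and over the acceptable-label libraries edgeR gave 2.31, or 4.97-fold, which is within the standard error of 0.90. Without single libraries the log2 fold change was between 1.7718 (without control-AE replicate 5) and 3.2548 (without control-AE replicate 4). Limma-voom with quality weights on all mapped libraries gave a value below this range, 1.4035 (standard error 0.9279).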

Other observations

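The tests over the libraries of Table S3, of AE against control-AI, of the share of control-AE replicate 5 in the list of 42 genes, of the depth labels, of rows at an unadjusted p over the splits, and of an ordinary library of another root group or of 24 h were chosen after the result was seen.

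The libraries were divided into groups of the same sizes in every other way, or in 100 drawn ways. Chance could not be excluded for the number of called rows under AE over the Table S3 libraries, where 7 of 84 splits gave at least the 1 row of edgeR and 19 of 84 at least the 53 rows of the joint DESeq2 fit, with 1077 in the largest. In the comparisons listed next edgeR called 0 rows, so every split gives as many and the counts decide nothing about chance. They are AE over the acceptable-label libraries (84 of 84), AI (35 of 35), AE against AI (100 of 100 over either set), the controls (35 of 35 over either set), AE in 11-day stems (56 of 56) and AE in 24 h roots (10 of 10). The number of rows at an unadjusted p under 0.05 was a measure chosen after the result was seen and used on several comparisons. For the controls, 1 of 35 splits, the real one, gave the 2452 rows of the acceptable-label libraries. The same held for the 3678 rows of the Table S3 libraries. This is the fewest that 35 splits allow, so chance is made less likely for the controls but is not excluded. By the same number chance could not be excluded for AE (10 of 84 splits, and 24 of 84 over the Table S3 libraries) or AI (17 of 35). It could not be excluded either for AE against AI (14 of 100, and 26 of 100 over the Table S3 libraries) or for AE in 11-day stems (30 of 56). AE in 24 h roots (7 of 10) has too few splits.

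Control-AE replicate 5 had 121 rows at 4 times or more the CPM of every other Table S3 library, and each of the other 16 libraries had 0. A candidate explanation of part of the list of 42 genes is this library, since 2 of them remained called in the joint DESeq2 fit without it. It does not explain the whole list. In the same fit without it, 39 of the 42 kept the listed direction and 30 were called when adjusted over the list alone. The study chose these genes on these libraries. Low depth of control-AE replicate 5 is argued against by its 19945405 counts. Stem tissue is argued against by 97 of the 121 rows, which were above the CPM of every 11-day stem library, and by the 83.96 CPM of rows specific to stems, within the 20.87 to 86.89 CPM of the other 16 libraries, although control-AE replicates 2 and 4 had 28.51 and 29.26. Its profile correlated at 0.953 with AI 11-day roots, 0.952 with control-AE 24 h roots and 0.939 with the rest of its own group (across genes, which are not independent replicates). Control-AE replicates 2 and 4 also correlated better with AE 11-day roots (0.979 and 0.983) than with the rest of their own group (0.959 and 0.961), which contains replicate 5. An ordinary library of another root group under this label is argued against, since its correlation was below that of every own library in the 7 other root groups and reached it in 0. An ordinary 24 h root library is also argued against by 119 rows at 4 times or more every other 11-day root library when normalized with the 24 h libraries, compared with 0 to 36 in these. The 2 tests set beforehand did not decide on 24 h, since 59 of the 121 rows, fewer than the majority set as the limit, were at 4 times or more every 24 h root library, and 97.48% of the 119 were above every 24 h root library, where single 24 h libraries with few such rows gave 0% to 100%. A library of another arm or time that is itself unusual cannot be told apart from an unusual plant or sample with the right label.

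The control groups of the arms received the same solution. AE-roots differed from control-AI roots in 2966 of 24431 rows in edgeR's test and 4082 in DESeq2, and 1 of 100 splits, the real one, gave as many as edgeR. That is the fewest that 100 splits allow, so chance is made less likely for that comparison but is not excluded. Across 18938 rows of 11-day roots, the difference between control-AE and control-AI correlated with that between AE and AI, which share no library (r = 0.655, while 100 random swaps of the arms within treated and within control libraries gave r from -0.631 to 0.6895, 1 of them as large). This is consistent with a difference between the arms that treated and control plants share, such as growth or handling, which the design does not separate. Transcript length is argued against by a rank correlation of 0.0633 with the control difference. Of the 42 genes, 34 kept the paper's sign in AE against control-AI and 10 were called with it. Every AE library was apart from every control-AI library in that direction for 6. The study chose these genes on the same AE libraries, so these counts are favoured by the choice and are no independent test.

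The depth labels of control-AE replicates 2 and 3 may be exchanged, since replicate 2 has a weight of 5.216% in the mean counts of Table S3 and replicate 3 has 0.0%.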
